# Diploid hepatocytes resist acetaminophen-induced liver injury through suppressed JNK signaling

**DOI:** 10.1038/s41419-026-08448-z

**Published:** 2026-02-03

**Authors:** Sierra R. Wilson, Evan R. Delgado, Frances Alencastro, Rosa L. Loewenstein, Madeleine P. Leek, Leah R. Peters, Kerollos Kamel, Patrick D. Wilkinson, Siddhi Jain, Joseph Locker, Silvia Liu, Bharat Bhushan, Andrew W. Duncan

**Keywords:** Pathogenesis, Chromosomes, Disease model, Cell proliferation, Cell death

## Abstract

The liver contains both diploid and polyploid hepatocytes, but their functional differences remain poorly understood. Emerging evidence suggests that each ploidy state contributes to regeneration in an injury-specific manner. We hypothesized that diploid hepatocytes promote healing after acetaminophen (APAP)-induced liver injury. To study ploidy populations in vivo, we utilized mice with a lifelong liver-specific knockout of *E2f7*/*E2f8* (LKO), which are enriched in diploid hepatocytes (> 70%) but otherwise normal. Control and LKO mice were treated with APAP (300 or 600 mg/kg), and injury was assessed over 0–96 h. Although both groups sustained injury, LKO mice showed improved survival, lower serum liver enzyme levels, and reduced necrosis and DNA fragmentation, indicating resistance to APAP-induced injury. To determine if resistance was due to *E2f7/E2f8* loss or increased diploidy, we deleted *E2f7/E2f8* in adult hepatocytes (HKO), a model that does not alter ploidy. Injury was similar between controls and HKO, ruling out gene deletion as the protective factor. Transcriptomic and protein analyses revealed minimal baseline differences; however, following APAP treatment, LKO livers exhibited reduced JNK activation and less mitochondrial injury. Finally, APAP-treated wild-type hepatocytes exhibited a shift toward lower ploidy, supporting the idea that diploid cells are more resistant to injury. These findings highlight hepatocyte ploidy as a key determinant of injury response and suggest a protective role for diploid hepatocytes in promoting liver resilience and regeneration.

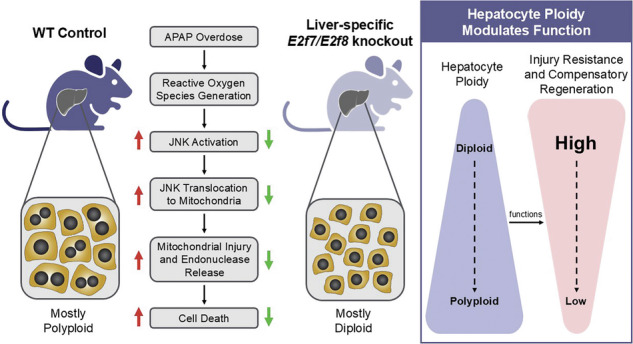

## Introduction

Most mammalian somatic cells are diploid, containing two copies of each chromosome set. However, certain cell types, including hepatocytes, undergo polyploidization, resulting in cells with multiple sets of chromosomes. The liver is a uniquely polyploid organ with polyploid hepatocytes comprising ~90% of the liver in adult mice and 20–50% in humans [1, 2]. Polyploidization primarily occurs during postnatal development through acytokinetic mitosis [3–8]. Hepatic polyploidy can also be reversed, generating lower-ploidy daughters that can then re-polyploidize [1, 9]. The regulation of hepatocyte polyploidization, ploidy reversal, and re-polyploidization, is controlled by a network of signaling pathways that influence cell cycle progression and cytokinesis [3, 4, 10].

Although the mechanisms underlying hepatocyte polyploidization are well defined, the functions of distinct ploidy subpopulations remain unclear. Emerging data suggest that diploid and polyploid hepatocytes play distinct roles in liver physiology and disease. For example, excessive polyploidy is observed in metabolic dysfunction-associated steatotic liver disease and steatohepatitis, where hepatocytes show abnormal increases in mononucleated, high-ploidy cells [11, 12]. The consequences of hyperpolyploidy are unclear, with potential roles in both promoting and protecting against disease. Polyploid hepatocytes can also undergo ploidy reversal, generating diploid or aneuploid progeny that enhance genetic diversity and promote adaptation to chronic liver injury. In mouse models of tyrosinemia, such aneuploid descendants clonally expand to repopulate the liver, conferring a selective advantage during injury [1, 13–15]. This highlights a role for polyploid-derived aneuploidy in providing adaptive genetic diversity. In hepatocellular carcinoma (HCC), ploidy plays a nuanced role. Most human and rodent HCCs are diploid, suggesting increased susceptibility of diploid hepatocytes to malignant transformation. Supporting this, polyploid hepatocytes can suppress tumor initiation, particularly when tumor suppressor genes are lost, by harboring extra copies of chromosomes that provide redundant tumor suppressor function [16]. Once transformed, diploid hepatocytes tend to proliferate extensively, driving tumor growth [17]. However, polyploid hepatocytes can undergo ploidy reduction, giving rise to diploid progeny that contribute to tumorigenesis [9]. Moreover, polyploid HCCs have been identified in humans, particularly in tumors harboring *TP53* mutations [2].

Our group recently demonstrated that hepatocyte ploidy influences proliferative capacity, with diploid hepatocytes exhibiting a distinct proliferative advantage over polyploids. Liver-specific knockout of *E2f7/E2f8* (LKO) mice develop mature livers with hepatocytes that are predominantly diploid, and they maintain normal liver function into adulthood, making them a valuable tool to investigate ploidy [17–20]. In competitive repopulation assays, hepatocytes from highly diploid *E2f7/E2f8* LKO mice were co-transplanted with mostly polyploid wild-type (WT) hepatocytes into *Fah*⁻^/^⁻ recipients. Diploid-enriched hepatocytes consistently outcompeted polyploids during liver repopulation, indicating enhanced ability to proliferate under selective pressure. Similarly, in response to regenerative signals in WT mice (e.g., after partial hepatectomy or growth factor stimulation in vitro), diploid hepatocytes entered and progressed through the cell cycle more rapidly than polyploids. This enhanced proliferation by diploids was also observed in humans using retrospective radiocarbon birth dating, which revealed that diploid hepatocytes have a higher turnover rate than polyploids, suggesting that human hepatocyte proliferation is driven by diploids [21].

We hypothesized that diploid-enriched livers would exhibit enhanced regeneration and protection after acute liver injury. To test this hypothesis, we used a well-characterized model of acetaminophen (APAP)-induced liver injury. APAP overdose is the leading cause of acute liver failure in the United States, accounting for nearly 50% of cases annually [22]. Although APAP is safe at therapeutic doses, excessive intake leads to accumulation of its toxic metabolite, N-acetyl-p-benzoquinone imine (NAPQI) [23]. NAPQI is typically detoxified by conjugation with glutathione (GSH). However, during overdose, GSH stores are rapidly depleted, allowing NAPQI to form adducts with mitochondrial proteins, initiating oxidative stress and mitochondrial dysfunction [24–26]. This triggers a cascade of cellular events, including c-Jun N-terminal kinase (JNK) activation, amplifying mitochondrial damage and necrotic cell death [27, 28]. While mild overdoses may be resolved through spontaneous liver regeneration, severe injury can result in irreversible damage and progression to liver failure, where liver transplantation is the only treatment option.

Here, we investigated how hepatocyte ploidy affects susceptibility to APAP-induced liver injury by comparing diploid-enriched LKO and polyploid-enriched control mice. We found that LKO mice resisted APAP-induced liver injury and initiated hepatocyte proliferation earlier than controls. This protective phenotype was associated with reduced JNK activation and diminished mitochondrial damage. Further, in WT hepatocytes, diploids were more resistant to APAP toxicity than polyploids. Together, these findings identify diploid hepatocytes as a protective subpopulation that promotes survival through stress signaling and regenerative dynamics.

## Results

### Liver-specific *E2f7/E2f8* deletion confers resistance to APAP-induced hepatotoxicity

To investigate how hepatocyte ploidy influences acute liver injury, we used lifelong, Alb-Cre-driven liver-specific *E2f7/E2f8* knockout (LKO) mice. In contrast to control livers that are predominantly polyploid, with only 2–5% diploid hepatocytes, LKO livers have >70% diploid hepatocytes and exhibit a corresponding reduction in hepatocyte cell area (Fig. 1A, B and Supplementary Fig. S1A, B). Mice were fasted, administered APAP, and harvested after 0–96 h (Fig. 1A). We first examined the response to 300 mg/kg APAP, characterized as a “regenerating dose” that induces injury followed by regeneration and recovery [29]. Twenty-five percent of control mice died, while LKO mice survived completely, suggesting resistance to APAP-induced damage (Fig. 1C). Similarly, serum levels of the liver injury biomarkers ALT and AST were lower in LKO mice compared to controls, between 6 and 24 h after injury (Fig. 1D). Histological examination revealed widespread centrilobular necrosis in control livers, while LKO livers displayed reduced necrosis from 6 to 72 h (Fig. 1E). TUNEL staining showed reduced DNA fragmentation in LKO livers, further demonstrating APAP resistance by the LKO model (Fig. 1F).

**Fig. 1:**
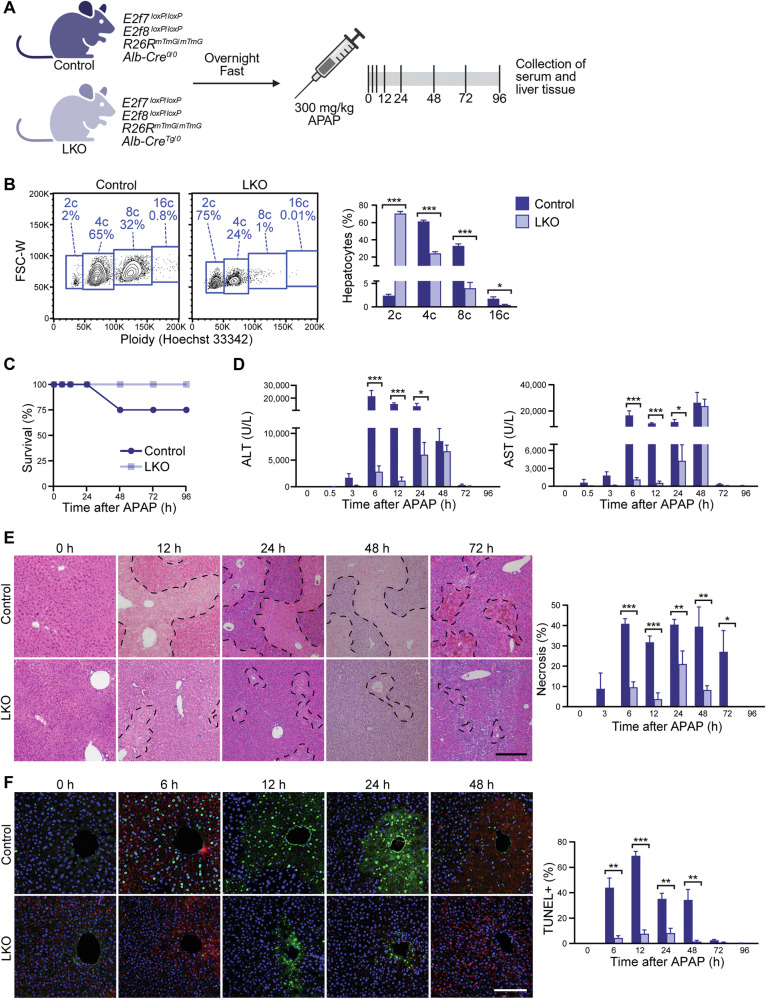
Liver-specific *E2f7/E2f8* deletion produces “polyploid knockout” mice resistant to APAP-induced hepatotoxicity. **A** Experimental scheme (Created with BioRender.com). **B** Freshly isolated hepatocytes from 3-month-old control and LKO mice were stained with Hoechst 33342 to determine cellular ploidy of viable hepatocytes by flow cytometry. Representative flow plots show the distribution of diploid (2c), tetraploid (4c), octaploid (8c), and hexadecaploid (16c) populations (*n* = 5–7/genotype; males). The full FACS gating strategy is shown in Supplementary Fig. S1B. **C** Survival curves of control and LKO mice following APAP overdose (n = 4–10/genotype/timepoint). **D** Levels of liver biomarkers ALT and AST in the serum (*n* = 4–9/genotype/timepoint). **E** Quantification of necrosis by H&E staining (*n* = 4–9/genotype/timepoint). Scale bar = 200 µM. **F** TUNEL staining showing DNA fragmentation (green) and nuclear staining with Hoechst 33342 (blue) (*n* = 4–9/genotype/timepoint). Scale bar = 100 µM. Representative images, plots, and quantification results are shown. Graphs show mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001.

To test whether LKO mice retained this protective phenotype under more stringent conditions, we challenged them with 600 mg/kg APAP, a “non-regenerating dose” that causes sustained hepatocellular injury, impaired regeneration, and poor survival outcomes [29]. The mortality of control mice increased dramatically, with 91% dying within 72 h (Supplementary Fig. S2A). Strikingly, 53% of LKO mice survived, highlighting a survival advantage. Among the surviving animals, ALT and AST levels were comparable between genotypes, while necrosis and DNA fragmentation were reduced in LKO mice at 48 and 24 h, respectively (Supplementary Fig. S2B–D). Because only 9% of control mice survived to 72 h, the samples collected at this time point represent rare survivors with less severe injury. As a result, ALT/AST values likely underestimate the true extent of hepatotoxicity and reflect survivor bias rather than reduced injury. Together, these results demonstrate that diploid-enriched LKO mice significantly resist APAP-induced liver injury.

### Diploid-rich LKO livers exhibit enhanced proliferation

We next examined whether LKO mice exhibit altered regenerative responses following 300 mg/kg APAP injury. Whole liver lysates were analyzed for proteins involved in proliferation. Levels of active β-CATENIN (non-phosphorylated at Ser45), which directly promotes expression of the G1/S regulator Cyclin D1, were comparable between groups at baseline and up to 12 h post-injury. By 24 h, LKO mice showed elevated active β-CATENIN compared to controls, suggesting that diploid hepatocytes in LKO livers initiate cell cycle entry earlier (Fig. 2A, pooled samples; Supplementary Fig. S3A, individual replicates). This trend is mirrored by Cyclin D1 and PCNA, which increase by 48 h after APAP overdose, indicating compensatory regeneration occurs, with significantly increased expression in the LKO at 48 h. By 96 h, the pattern is reversed, with control mice displaying higher Cyclin D1 and PCNA (Fig. 2B, C and Supplementary Fig. S3B). To assess whether differences in β-CATENIN activation were due to altered degradation, we examined phosphorylated β-CATENIN (Ser33/37/Thr41), which targets the protein for proteasomal degradation, and found no differences between groups (Fig. 2A, pooled samples; Supplementary Fig. S3A, individual replicates). Thus, despite sustaining less liver injury after APAP injection, LKO mice expressed proliferation markers at levels comparable to or greater than those of controls. This finding suggests that diploid hepatocytes in LKO livers not only resist APAP-induced injury but also initiate regeneration more rapidly.

**Fig. 2:**
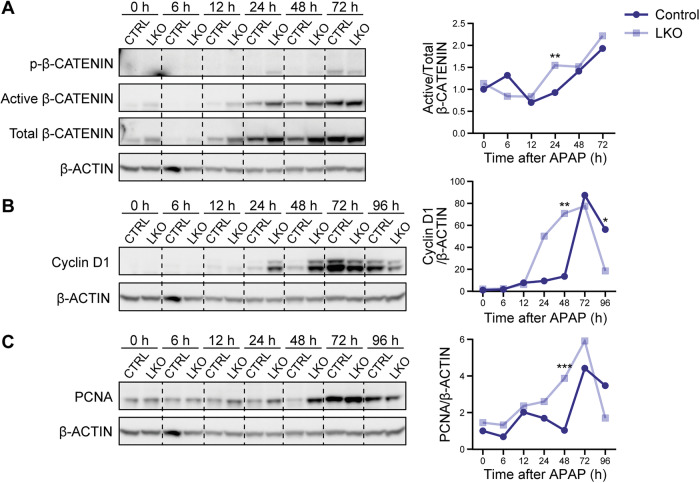
LKO hepatocytes display enhanced proliferation after APAP overdose. Western blotting of whole liver lysates collected from control and LKO mice 0–96 h after 300 mg/kg APAP overdose, showing expression of proteins involved in proliferation: **A** active β-CATENIN relative to total β-CATENIN (pooled samples; *n* = 3/genotype/timepoint), **B** Cyclin D1 relative to β-ACTIN (pooled samples; *n* = 3/genotype/timepoint), **C** PCNA relative to β-ACTIN (pooled samples; *n* = 3/genotype/timepoint). Shown are representative blots and quantification results normalized to the 0 h control, which is set to 1. The significance values are based on western blot analysis of individual samples shown in Supplementary Fig. S2 (*n* = 3–5/genotype/timepoint). *P < 0.05; **P < 0.01; ***P < 0.001.

### *E2f7/E2f8* deletion alone does not confer resistance to APAP-induced injury

To determine whether APAP resistance in LKO mice was due to gene expression changes associated with *E2f7*/*E2f8* deletion or the enrichment of diploid hepatocytes in the LKO model, we generated a hepatocyte-specific knockout (HKO) model by injecting adult mice (containing loxP sites in *E2f7* and *E2f8*) with AAV8-TBG-Cre to delete *E2f7/E2f8*. Control animals received AAV8-TBG-Null virus. Because adult livers are already predominantly polyploid, this approach enables deletion of *E2f7/E2f8* without altering ploidy. Two weeks after AAV8 injection, mice were fasted, administered 300 mg/kg APAP, and harvested at multiple time points (Fig. 3A).

**Fig. 3:**
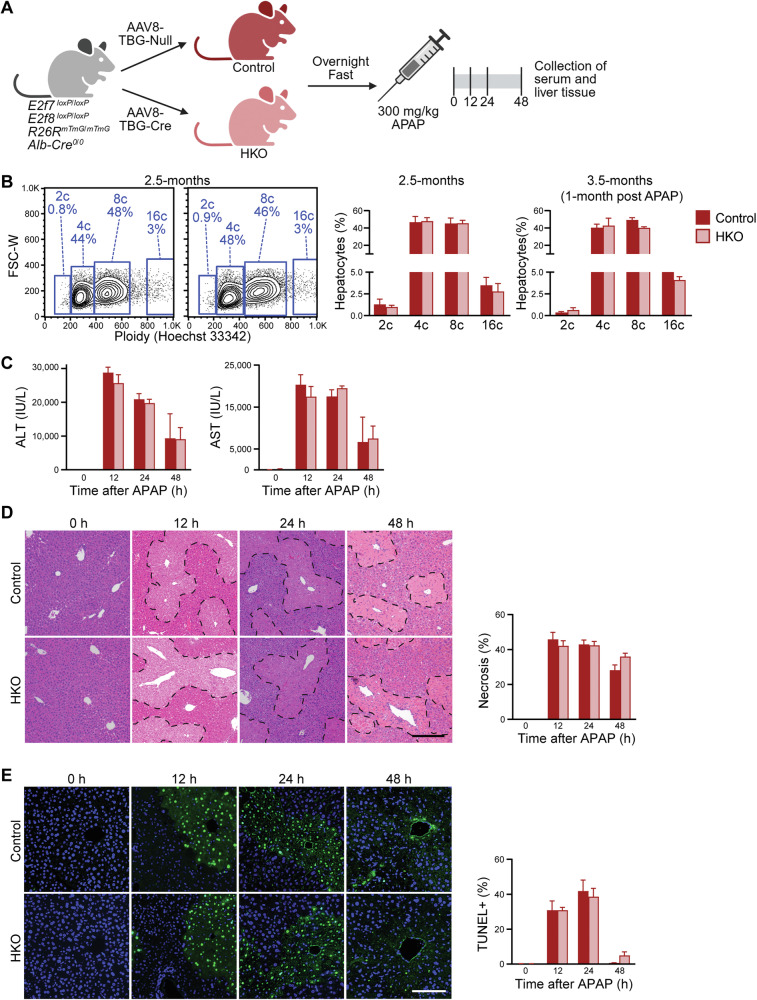
Loss of *E2f7/E2f8* in adults with normal ploidy does not protect against APAP-induced damage. **A** Experimental scheme (Created with BioRender.com). **B** Ploidy analysis by flow cytometry of freshly isolated hepatocytes from 2.5-month-old control and HKO mice at baseline, and from 3.5-month-old control and HKO mice 1 month after 300 mg/kg APAP treatment and recovery. (*n* = 3/genotype/timepoint; males). **C** Levels of liver biomarkers ALT and AST in the serum (*n* = 3–6/genotype/timepoint). **D** Quantification of necrosis by H&E staining (*n* = 3–6/genotype/timepoint). Scale bar = 200 µM. **E** TUNEL staining showing DNA fragmentation (green) and nuclear staining with Hoechst 33342 (blue) (*n* = 3–6/genotype/time point). Scale bar = 100 µM. Representative images, plots, and quantification results are shown. Graphs show mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001.

To evaluate the HKO model, we examined the R26R-mTmG reporter. Two weeks after AAV8 injection, all hepatocytes in control livers were tdTomato^+^, while >99% of hepatocytes in HKO livers were GFP^+^, indicating efficient Cre-mediated recombination with no change in overall hepatocyte size (Supplementary Fig. S4A). 

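Whole-liver RNA of 3 HKO mice and 3 AAV8-TBG-Null control mice at 0 h was sequenced, with 1 library per mouse. The paper's methods give 4 mice per genotype at 0 h, while Supplementary Table S1 lists 3 HKO and 3 control libraries, which are the ones analyzed. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome (mm10) with STAR and deposited the number of reads on each of 24411 genes, named by symbol, without normalization. The deposited counts that disregard strand were used, since they equal the raw counts for the part of Supplementary Table S1 that was compared (1990 of 24411 genes). Reads counted on genes ranged from 15175140 to 17341714 per control library, with a median of 16377445, and from 15006825 to 16611709 per HKO library, with a median of 15532313. At these depths, 3 counts, taken as the lowest detectable level, correspond to 0.173 to 0.200 CPM (read counts scaled to library size), a limit that covers counting error only. Counts were scaled with edgeR's TMM factors, genes with few counts were left out with its filterByExpr function, and the 12397 genes kept were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change of at least 1.5, the thresholds the paper gives.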

Next, to assess transcriptomic differences between control and HKO mice, we performed RNA sequencing on whole livers at 0 h. 

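*E2f8*, a target of the knockout, lies on chromosome 7 of GRCm38 from 48866429 to 48881596. The deposited count covers the whole gene, so reads from exons outside the deleted region are included. The 3 control libraries had 17.8, 25.7 and 14.5 CPM of *E2f8*, and the 3 libraries labelled HKO had 51.8, 82.0 and 30.1 CPM. The raw counts were 235 to 382 in controls and 464 to 1310 in the libraries labelled HKO. Means were 19.4 ± 5.73 CPM (SD, n = 3) and 54.6 ± 26.1 CPM (SD, n = 3), a log2 fold change of 1.50 (standard error 0.33, adjusted p = 0.0773 from edgeR's quasi-likelihood test). All 3 libraries labelled HKO lay above all 3 controls. The adjusted p-value ranged from 0.0018 to 0.289 over 14 alternative settings, and 4 of them called the gene. The paper's value in Supplementary Table S1, for the whole gene as well, is a log2 fold change of 1.49 with a DESeq2 adjusted p of 0.0428. Because the count is not limited to the deleted exons, it does not check the genotype of a library, and the directions given for HKO follow the labels.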

*E2f8* expression was reduced in HKO mice, indicating efficient gene deletion (Supplementary Fig. S4B). *E2f7* is lowly expressed in adult livers and was below detection. 

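*E2f7* lies on chromosome 10 of GRCm38 from 110745439 to 110787384. It had between 3 and 18 counts in the control libraries, a mean of 0.752 ± 0.524 CPM (SD, n = 3). In the libraries labelled HKO it had between 2 and 22 counts, a mean of 0.543 ± 0.664 CPM (SD, n = 3). With so few counts a difference between the groups was not detectable (log2 fold change −0.43, standard error 0.87, adjusted p = 0.897 from edgeR's quasi-likelihood test).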

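Of the 12397 genes tested between HKO and control livers, 119 were called, and 1598 had an unadjusted p-value under 0.05. All 119 had non-overlapping values in the 2 groups, as did 18.0% of all tested genes, where chance gives 10%. DESeq2, the tool the paper names, called 324 genes at the same thresholds, including these 119, and this was the largest increase among the alternative settings. A joint fit with the 8 mice of the LKO cohort gave the lowest count, 31. Single mice moved the count as well. Without control replicate 1 it was 54, without control replicate 2 it was 56, and without HKO replicate 1 it was 297. The called genes with the largest increases were *Klhdc7b* (log2 fold change 4.11, adjusted p = 0.0348), *Zbtb7c* (2.87, 0.0366), *Serpina7* (2.47, 0.00967), *Arntl* (2.24, 0.00346) and *Spon2* (2.06, 0.000956), all by edgeR's quasi-likelihood test with 3 mice per group. *Klhdc7b* was near the detection limit in controls (0.0407 ± 0.0353 CPM, SD), so its fold change depends on the prior count. The largest decreases were in *Sftpc* (−5.06, 0.0238), *Cux2* (−4.11, 0.0026), *Mup15* (−3.79, 0.00728), *Usp2* (−3.53, 0.018) and *Snhg11* (−3.24, 0.00118). *Sftpc* was near the limit in HKO (0.0216 ± 0.0374 CPM, SD), and *Mup15* belongs to a family of near-identical genes among which uniquely mapped reads can be lost. *Arntl*, also named *Bmal1*, and *Usp2* vary with time of day, and the time of collection of each mouse is not given. Of 55 genes tested that the paper names, only *Wee1* was called (log2 fold change −2.31, standard error 0.21, adjusted p = 0.00118), and 10 were under 0.05 when adjusted over the list alone.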

Transcriptomic analysis revealed 320 differentially expressed genes between HKO and control, suggesting modest changes (Supplementary Fig. S4C and Supplementary Table S1). Finally, ploidy analysis demonstrated that control and HKO livers remained predominantly polyploid at baseline (Fig. 3B). Moreover, one month following APAP treatment, when livers had recovered from APAP overdose, the HKO ploidy spectrum remained equivalent to controls, indicating that loss of *E2f7*/*E2f8* in adults does not affect ploidy even after extensive compensatory liver regeneration (Fig. 3B).

Serum ALT and AST levels, necrosis, and DNA fragmentation were comparable between control and HKO mice after overdose (Fig. 3C–E). Key proliferative signaling markers, active β-CATENIN, Cyclin D1, and PCNA, were expressed similarly between HKO and controls at most time points, with only minor differences observed (Supplementary Fig. S4D, E). Thus, in contrast to the LKO model, HKO mice showed no alterations in ploidy or injury after APAP. These findings indicate that the resistance to APAP-induced toxicity observed in LKO mice is independent of *E2f7/E2f8* deletion and is likely attributed to the high percentage of diploid hepatocytes.

### APAP metabolism machinery is conserved in the LKO model

To identify the mechanism driving APAP resistance by diploid hepatocytes, we turned to the LKO model. Bulk RNA-seq of livers from control and LKO mice that were fasted but untreated (0 h time point) revealed few differentially expressed genes, consistent with previous reports (Fig. 4A and Supplementary Table S2) [20]. 

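RNA of 4 control and 4 LKO livers at 0 h was sequenced with 1 library per mouse, and the counts were made and analyzed as for HKO livers. Here the strand-independent counts equal those in Supplementary Table S2 for the part compared (855 of 24411 genes). Reads on genes ranged from 12665686 to 17807057 per control library (median 16425651) and from 13671993 to 19046197 per LKO library (median 17256517). The whole-gene count of *E2f8* was 15.8 ± 3.13 CPM (SD, n = 4) in control and 24.5 ± 6.75 CPM (SD, n = 4) in LKO, with overlapping values (log2 fold change 0.63, adjusted p = 0.999 from edgeR's quasi-likelihood test).

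Of 12426 genes tested, 0 were called, while 352 had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 0.257. Non-overlapping values in the 2 groups were found for 1.85% of the genes, where chance gives 2.86%. DESeq2 moved this result most and called 3 genes, which are the 3 that Supplementary Table S2 gives. These are *Gt(ROSA)26Sor* (log2 fold change 1.95, DESeq2 adjusted p = 0.000144), *Egr1* (−1.50, 0.000582) and *Foxa3* (−0.85, 0.0231). Over all alternatives the adjusted p-value reached 1 for each of the 3. Their means in control and LKO were 0.897 ± 0.181 and 3.51 ± 0.707 CPM for *Gt(ROSA)26Sor*, 35.9 ± 11.9 and 12.7 ± 4.10 CPM for *Egr1*, and 89.1 ± 15.3 and 49.7 ± 8.01 CPM for *Foxa3* (SD, n = 4). The LKO mice carry the R26R-mTmG reporter, which Cre recombines, and the control littermates lack Cre. The difference in *Gt(ROSA)26Sor* may therefore come from the reporter rather than from ploidy or the loss of *E2f7* and *E2f8*, which was not tested. *Gt(ROSA)26Sor* is annotated as antisense and the counting disregards strand, and with stranded counts its log2 fold change was 1.03, with an edgeR adjusted p of 1. The forward and reverse stranded columns had near-equal totals (9056414 and 9009898 reads in control replicate 1). A stranded column therefore does not single out the strand of this gene. In control replicate 1 the forward column held 31 reads on it, and the column that disregards strand held 16. The stranded column thus includes reads that the other leaves out, and the 2 fold changes are not of a like measure. Without control replicate 4, 1 gene was called, *Serpina4-ps1* (log2 fold change −2.53, edgeR adjusted p = 0.0347), and without any other single mouse the count stayed at 0. When 1 mouse of each group was exchanged, control replicate 4 for LKO replicate 1, 129 genes were called. Of the other 33 regroupings 1 also gave a call, a single gene, with 2341 genes at an unadjusted p-value under 0.05, so differences between mice that do not follow genotype reach further than this pair. Of 55 tested genes that the paper names, 4 were under 0.05 when adjusted over the list alone. These were *Gt(ROSA)26Sor*, *Egr1*, *Foxa3* and *Maff*, and because the study chose the first 3 on these libraries this is not independent evidence.

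**Figure D1:**
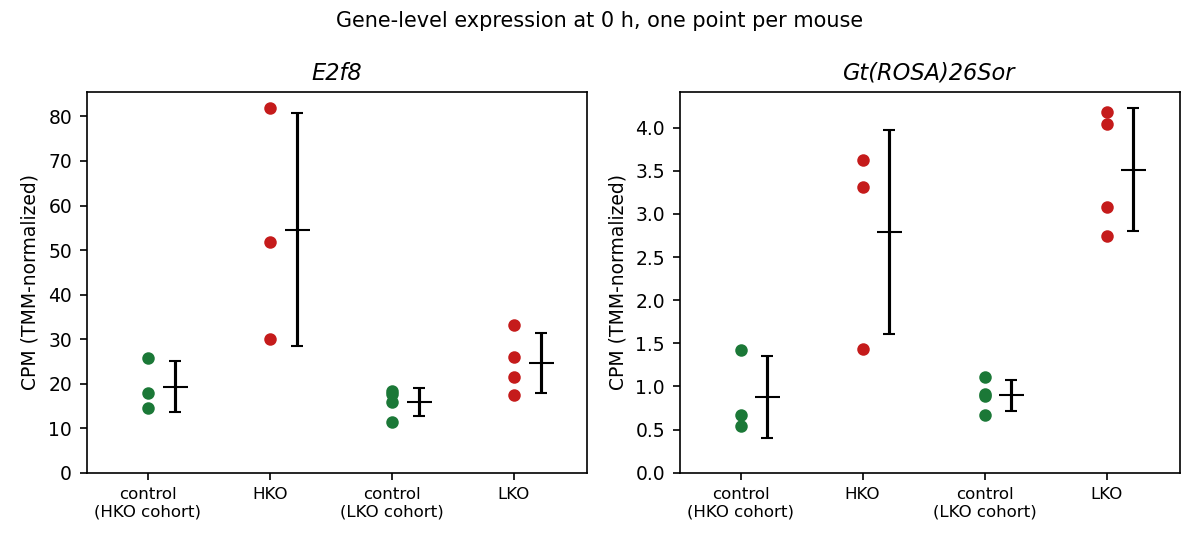
Whole-gene expression of *E2f8* and *Gt(ROSA)26Sor* at 0 h in CPM after TMM scaling, with 1 point per mouse and the mean and SD of each group (n = 3 per group in the HKO cohort, n = 4 in the LKO cohort). All LKO mice lie above all controls for *Gt(ROSA)26Sor*, while in the HKO cohort the lowest HKO mouse (1.44 CPM) and the highest control (1.43 CPM) are nearly tied.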

Given the minimal transcriptional differences observed, we next examined protein levels of enzymes involved in APAP metabolism to determine whether protein expression could account for the observed phenotype. Cytochrome P450 enzymes, CYP2E1 and CYP1A2, key mediators of APAP bioactivation to the hepatotoxic metabolite NAPQI, were unchanged between LKO and control livers at baseline (Fig. 4B). We next examined hepatic GSH levels, the major detoxifying molecule that neutralizes the toxic APAP metabolite NAPQI. GSH concentrations at 0 h and 30 min after 300 mg/kg APAP were similar, indicating that LKO and control mice have comparable capacity for detoxification (Fig. 4C). Additionally, APAP-protein adduct formation was similar between LKO and controls after 0.5, 6, and 12 h (Fig. 4D). Thus, APAP metabolism and detoxification are intact in both groups.

**Fig. 4:**
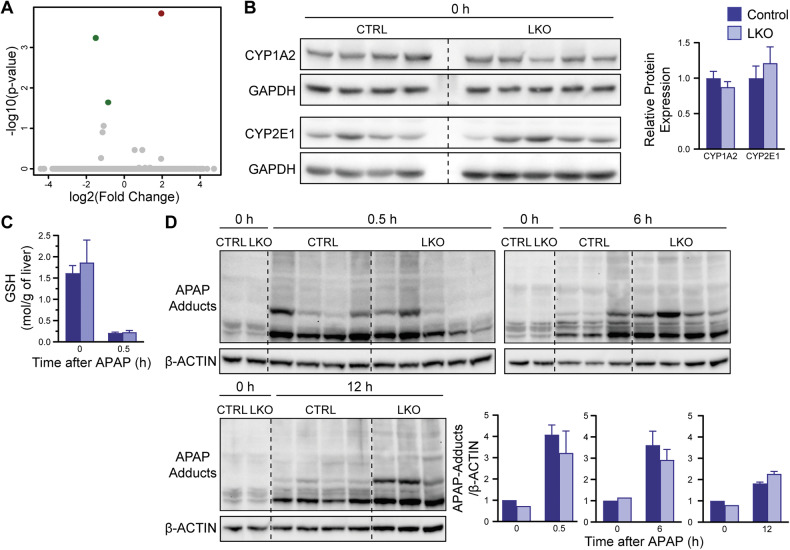
APAP metabolism machinery is conserved in the LKO model. **A** Volcano plot showing differential gene expression between control and LKO mice at baseline (0 h; *n* = 4/genotype). Differentially expressed genes were defined by FDR = 5% and fold change ≥ 1.5. See Supplementary Data Table S2 for gene list. **B** Expression levels of key APAP-metabolizing enzymes CYP2E1 and CYP1A2 in control and LKO mice at baseline (*n* = 4–5/genotype/timepoint). **C** Baseline hepatic GSH levels and its depletion 0.5 h after 300 mg/kg APAP overdose in control and LKO mice (*n* = 4–6/genotype/timepoint). **D** Formation of APAP-protein adducts at 0, 0.5, 6, and 12 h following 300 mg/kg APAP (*n* = 3–5/genotype/timepoint). Graphs show mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001.

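After 300 mg/kg APAP, liver RNA of 3 mice per genotype was pooled into 1 library at each of 12, 24, 48, 72 and 96 h, which gives 5 control and 5 LKO libraries. A difference at a single time point therefore has no replicate check, and no p-value is given for one. Reads on genes ranged from 14939529 to 16823533 per control library (median 16027248) and from 16389062 to 19499897 per LKO library (median 17629793). The authors deposited raw counts made as for the 0 h libraries. For values over time, the 18 libraries of the LKO cohort were scaled together by TMM, and the 13328 genes kept were expressed as log2 CPM with a prior count of 2. Changes from 0 h were taken against the mean of the 4 mice of the same genotype at 0 h. A genotype difference shared by the 5 time points was tested with edgeR, with the time point as a block. Scaling by library size alone, without TMM factors, shifted the median log2 ratio of LKO to control over all genes by 0.15 at 12 h, −0.16 at 48 h and 0.20 at 96 h. The whole-gene count of *E2f8* was higher in the LKO pool at all 5 time points (log2 fold change 1.53, standard error 0.21, adjusted p = 0.0237 from edgeR's quasi-likelihood test).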

Although few gene expression differences were observed at baseline, RNA-seq analysis at 12–96 h after APAP overdose revealed divergent transcriptional responses between control and LKO mice. Principal component analysis (PCA) showed that samples from both groups clustered tightly together at 0 h (Fig. 5A). However, following APAP injury, the two groups separated along principal components, indicating distinct transcriptional trajectories. 

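Over the 13328 genes, the first principal component held 30.9% of the variance and the second 24.4%. The 8 livers at 0 h lay between −41.2 and −29.7 on the first component and between 2.02 and 26.0 on the second. The means of the 4 control and 4 LKO mice were 0.309 log2 units apart (root-mean-square difference over genes). Of the 35 ways to split the 8 mice into groups of 4, 13 gave a distance at least as large, the real split included (exact permutation p = 0.371, a test chosen after the distance was seen), and the median of the other splits was 0.298. Single 0 h mice lay 0.457 to 0.616 units from the mean of the other 3 mice of their group.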

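On the first component, the control pools at 12, 24 and 48 h lay at 71.9, 65.2 and 73.2, and the LKO pools at 35.0, 45.3 and 9.37. At 72 h the values were 36.8 in control and −2.54 in LKO. On the second component both genotypes fell from 12 h (71.0 in control, 64.7 in LKO) to 72 h (−77.1 and −57.7). The distance between the control and LKO pool was 0.869 log2 units at 12 h, 0.571 at 24 h, 0.832 at 48 h and 0.721 at 72 h. Between 1 control and 1 LKO mouse at 0 h the distance was 0.464 to 0.812, with a median of 0.642 over 16 pairs, a comparison chosen after the values were seen. The pools at 12 and 48 h lay further apart than any such pair, the pools at 72 h lay within the range, and those at 24 h lay below its median. A pool averages 3 mice, so differences between mice weigh less on it than on a single mouse. From the separation on the components, the paper concludes that the genotypes followed distinct transcriptional trajectories.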

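The distance of the control pools from control livers at 0 h was 1.15 log2 units at 12 h, 1.00 at 24 h, 1.10 at 48 h and 1.11 at 72 h. The number of genes changed at least 2-fold from 0 h was 3997 at 12 h, 2922 at 24 h, 3023 at 48 h and 3050 at 72 h. Single mice at 0 h, compared with the other 3 mice of their group, had 551 to 1133 such genes. The spread (SD) of the distance between single 0 h mice was 0.0681, so control pools at 12, 48 and 72 h differed by less than this. The choice of genes moved the distances most. Over the 500 most variable genes, they were 2.97, 2.91, 3.57 and 3.37 at these 4 times, with the highest value at 48 h.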

Control livers followed a broad arc, with gene expression divergence peaking between 12 and 24 h. In contrast, LKO livers show a limited change in gene activity that remained distinct from controls. 

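The LKO pools lay 0.946 log2 units from LKO livers at 0 h at 12 h, 0.859 at 24 h, 0.767 at 48 h and 0.785 at 72 h. Control distances were larger by a ratio of 1.22, 1.16, 1.43 and 1.42 at the same times. Genes changed at least 2-fold numbered 2755, 2271, 1683 and 1561 in LKO, and the ratio of control to LKO was 1.45, 1.29, 1.80 and 1.95. Control exceeded LKO at all of these times under each alternative for scaling, prior count, count column and choice of genes. The difference in distance was larger than the SD between 0 h mice at each time.

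**Figure D2:**
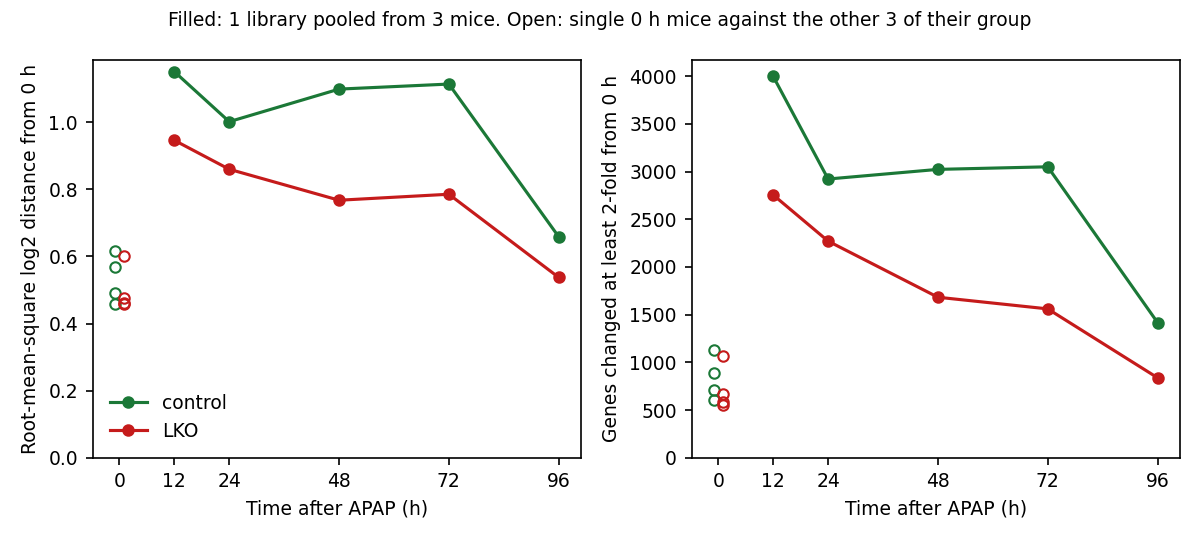
Distance from 0 h and number of genes changed at least 2-fold in control (green) and LKO (red) livers by hours after APAP. Filled points are single pooled libraries of 3 mice and open points are single 0 h mice against the other 3 of their group, which span 0.457 to 0.616 in distance.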

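At 96 h the control pool lay 0.658 log2 units from control livers at 0 h and the LKO pool 0.537 from LKO livers at 0 h. The LKO value is within the range of single 0 h mice, in which nothing is averaged as in a pool of 3, and the control value is above it. In control 1418 genes and in LKO 839 genes differed at least 2-fold from 0 h. The distance between the 2 pools at 96 h was 0.664, which is smaller than at 12, 48 and 72 h and larger than at 24 h. On the principal components, control lay at −25.5 and −25.8 and LKO at −26.3 and −22.0.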

By 96 h, the two groups moved closer together toward the 0 h time point, suggesting resolution of injury.

**Fig. 5:**
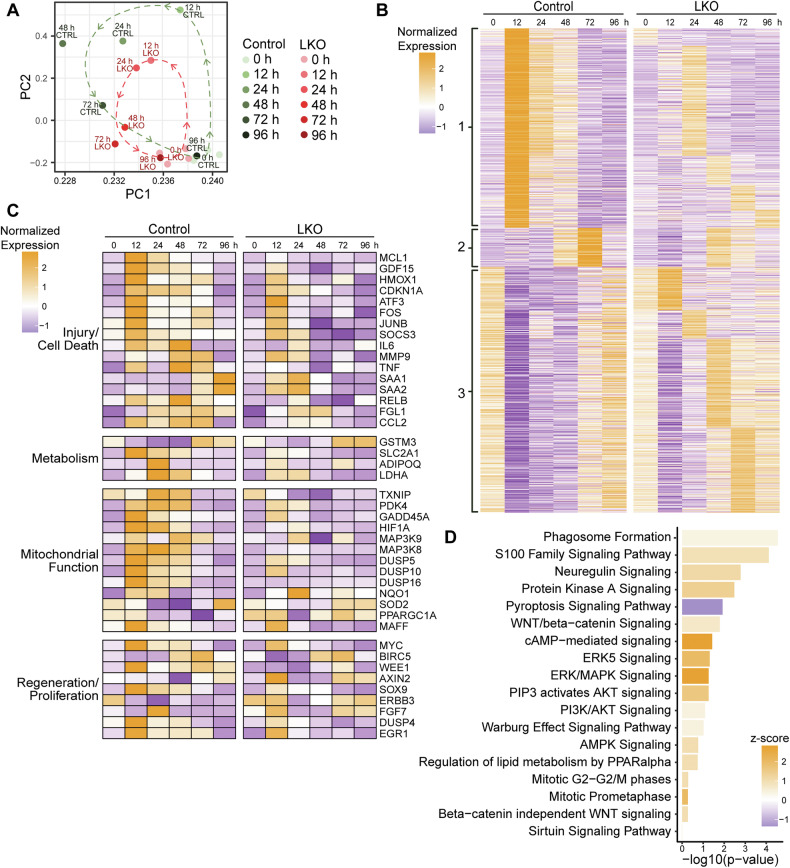
Gene expression in control and LKO livers. **A** PCA of RNA-seq data. Control samples (green) and LKO samples (red) are shown (0 h *n* = 4/genotype; 12–96 h samples are pooled with *n* = 3/genotype/timepoint). **B** Heat map showing expression patterns of differentially expressed genes grouped into clusters 1-3 based on temporal expression patterns. For example, genes in cluster 1, which were rapidly upregulated in control livers within 12 h of APAP administration, showed delayed or absent induction in LKO livers. In contrast, genes in cluster 3 that were induced later (72-96 h) in controls appeared to be activated earlier in LKO livers, suggesting a dysregulated injury response. See Supplementary Table S3 for gene lists. **C** Heat map of differentially expressed genes categorized by functional pathways, including injury/cell death, metabolism, mitochondrial function, and regeneration/proliferation. See Supplementary Table S4 for gene lists. **D** IPA of control and LKO livers at 12 h post-APAP (pooled samples; *n* = 3/genotype). Relevant enriched pathways are shown.

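The clusters were made by tight clustering, which was not repeated, and genes were chosen by a fixed limit in their place. In control livers 2204 genes rose at least 2-fold at 12 h, with a median log2 change of 1.56. The same genes had a median change of 0.79 in LKO, and 39.3% of them rose at least 2-fold there. Because choosing genes in one genotype lowers the other by chance, the reverse choice was made as well. The 1325 genes that rose at least 2-fold in LKO had a median change of 1.46 there and 1.45 in control, where 65.4% passed the same limit. The prior count moved the second choice most among the settings for scaling, filter, prior count and column, with a median in control of 1.49 at a prior count of 0.5.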

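In control livers, 1614 genes were at least 2-fold above 0 h at 72 or 96 h and had their maximum over 12–96 h at one of these times. In LKO these genes reached their maximum at 12 h in 6.75%, at 24 h in 10.7%, at 48 h in 19.1%, at 72 h in 54.3% and at 96 h in 9.05% of cases. Their median log2 change at 48 h was 0.86 in control and 0.72 in LKO, and at 72 h 1.67 and 0.99. For the 1022 genes chosen in the same way in LKO, control livers had their maximum at 12 h in 5.58%, at 24 h in 4.11%, at 48 h in 8.42%, at 72 h in 69.1% and at 96 h in 12.8% of cases. Maxima before 72 h were thus more frequent in LKO for genes late in control than in control for genes late in LKO. This does not show earlier activation, since a maximum in the other genotype needed no rise of a given size. For genes late in control, the median change in LKO was below that in control at 12 h (−0.28 and −0.03), 24 h (0.20 and 0.44) and 48 h.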

Broad, temporal changes in gene expression were observed between control and LKO mice after APAP overdose (Fig. 5B and Supplementary Table S3). 

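Between the pools of a time point, 2722 genes differed at least 2-fold at 12 h, 953 at 24 h, 2091 at 48 h, 1654 at 72 h and 1374 at 96 h. The test of a genotype difference shared by the 5 time points covered 12782 genes and called 74, of which 32 were higher and 42 lower in LKO, and 2284 had an unadjusted p-value under 0.05. Of the 74, 70 changed in the same direction at all 5 time points, as did 17.4% of all genes, where chance gives 6.25%. DESeq2 moved the count most upward, to 594, and without the time point as a block 0 genes were called. Each time point weighs on the count, which was 9 without 12 h (4 higher and 5 lower), 18 without 24 h (8 and 10), 10 without 48 h (4 and 6), 12 without 72 h (6 and 6) and 177 without 96 h (37 and 140).

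The largest increases in LKO were in *Cyp2c69* (log2 fold change 5.02, adjusted p = 0.00116), *Cyp2c40* (4.77, 0.000196), *A1bg* (3.61, 0.0237), *Cyp2a4* (3.39, 0.0237) and *Nlrp5-ps* (3.01, 0.0417), by edgeR's quasi-likelihood test over the 5 pairs of pools. *Cyp2c69* and *Cyp2c40* are near-identical paralogs among which reads can be lost or split, and *Cyp2c69* was at 0 counts in the control pool at 24 h, so its fold change depends on the prior count. *A1bg* and *Cyp2a4* are among genes with higher expression in female liver, which vary widely between the mice at 0 h. The largest decreases were in *Cyp21a1* (−3.17, 0.0237), *Hilpda* (−2.99, 0.0458), *Cxcl2* (−2.68, 0.0237), *Mup14* (−2.59, 0.00174) and *Hbegf* (−2.52, 0.0417). *Mup14* is another member of the family of *Mup15*.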

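Fig. 5C labels 42 genes that are read here one by one. At 12 h, 30 of the 42 were lower in the LKO pool, 22 of them at least 2-fold, and 7 were at least 2-fold higher. At 24, 48, 72 and 96 h the numbers lower in LKO were 31, 30, 28 and 23. The median log2 ratio of LKO to control over the 42 genes was −1.02 at 12 h, −0.76 at 24 h, −1.55 at 48 h, −0.71 at 72 h and −0.06 at 96 h. The stranded counts moved the 12 h median most, to −0.70, and with library size alone the 96 h median was 0.10 while the median of all genes shifted by 0.20. The 16 genes grouped under injury/cell death had their lowest median at 48 h (−1.92), the 13 under mitochondrial function at 48 h (−2.05), the 9 under regeneration/proliferation at 12 h (−1.04) and the 4 under metabolism at 24 h (−0.99). With 4 genes, the metabolism median and its lowest time can depend on a single gene. Of 57 genes tested that the paper names, 6 were called over the 5 time points. These were *E2f8*, *Fos* (log2 fold change −1.48, edgeR adjusted p = 0.0237), *Dusp5* (−3.10, 0.0237), *Maff* (−1.52, 0.0417), *Hmox1* (−1.21, 0.0484) and *Slc2a1* (−1.50, 0.0484). *Dusp5* was higher in LKO at 96 h, with at most 1 count in either pool, and the others were lower at all 5 time points, apart from *E2f8*, which was higher at all 5. Adjusted over the list alone, 27 of the 57 were under 0.05, which is not independent evidence because the study chose the genes of Fig. 5C on these libraries.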

Strikingly, key differentially expressed genes included those involved in cellular injury, oxidative stress, mitochondrial function, and proliferation (Fig. 5C and Supplementary Table S4). One key example is *Cdkn1a*, which encodes p21, a regulator of cell cycle arrest and DNA damage response. 

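*Cdkn1a* lies on chromosome 17 of GRCm38 from 29090976 to 29100727. At 0 h it had 7.65 ± 6.52 CPM (SD, n = 4) in control and 10.8 ± 15.0 CPM (SD, n = 4) in LKO. After APAP the control pools had 371, 247, 204, 48.7 and 3.03 CPM of *Cdkn1a* at 12, 24, 48, 72 and 96 h. The LKO pools had 201, 104, 35.3, 11.5 and 3.01 CPM at the same times. The log2 ratio of LKO to control was −0.89 at 12 h, −1.24 at 24 h, −2.52 at 48 h, −2.08 at 72 h and −0.01 at 96 h. The test over the 5 time points gave a log2 fold change of −1.44 (standard error 0.31, adjusted p = 0.0682 from edgeR's quasi-likelihood test), and the adjusted p-value ranged from 4.99e-05 to 0.823 over 12 alternatives.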

In controls, *Cdkn1a* was strongly upregulated and remained elevated for a longer duration than in LKO, consistent with a more sustained injury response. Ingenuity Pathway Analysis (IPA) identified the activation of WNT/β-catenin signaling in LKO livers (Fig. 5D), aligning with increased protein levels of active β-CATENIN and its downstream target Cyclin D1 (Fig. 2 and Supplementary Fig. S3). 

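IPA rests on a commercial knowledge base and was not repeated. In its place, 13 canonical WNT target genes from a list fixed before the data were examined were read in the pools. At 12 h, 8 of the 13 were higher in LKO and their median log2 ratio was 0.31, which lies at percentile 90.1 of 10000 random lists matched on expression and describes these libraries only. *Axin2* had 4.22 CPM in control and 15.0 CPM in LKO, *Tbx3* 13.2 and 27.4 CPM, *Ccnd1* 18.7 and 27.7 CPM, and *Glul* 174 and 203 CPM. In contrast, *Tcf7* had 9.37 CPM in control and 2.77 CPM in LKO, and *Myc* 140 and 68.4 CPM. At 24 h the median of the 13 genes was −0.57 (percentile 0), at 48 h 0.15 (77.5), at 72 h 0.52 (99.7) and at 96 h −0.05 (32.6).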

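The mRNA of the 7 sirtuin genes *Sirt1* to *Sirt7* was read in the same pools. At 12 h, 6 of the 7 were higher in LKO, with a median log2 ratio of 0.23 (percentile 82.4). The ratio was −0.88 for *Sirt1*, with 32.9 CPM in control and 17.8 CPM in LKO. It was 0.91 for *Sirt3* (33.7 and 63.5 CPM) and 0.81 for *Sirt6* (4.62 and 8.20 CPM). The median of the 7 genes was −0.08 at 24 h, 0.46 at 48 h, 0.13 at 72 h and −0.14 at 96 h. Over the 5 time points the set had an adjusted p of 0.482 with fry, limma's rotation test for gene sets, and 0.329 to 0.693 over the alternatives that use fry. The mRNA of these 7 genes is not the pathway activity that IPA predicted at 12 h, so the values do not test that prediction.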

Sirtuin signaling, a pathway involved in oxidative stress responses and previously linked to APAP toxicity, was also predicted to be activated in LKO mice [30–34]. However, protein levels of SIRT1, SIRT3, and SIRT6 at 0 and 6 h post-APAP were similar between groups (Supplementary Fig. S5), suggesting that Sirtuins do not account for the observed hepatoprotection.

Together, these results demonstrate that LKO mice have intact APAP metabolism and detoxification capacity, indicating that their resistance to APAP-induced liver injury is not due to differences in early drug metabolism. Instead, the findings point to altered injury and recovery responses in LKO livers. This suggests that diploid and polyploid hepatocytes respond differently to stress, with diploids potentially mounting a more protective or regenerative transcriptional response following APAP injury.

### Blunted JNK activation mediates hepatoprotection in LKO mice

Considering the pattern of attenuated expression of genes related to cell death and injury combined with preserved mitochondrial function in the LKO mice, we next examined the JNK signaling pathway, a central mediator of APAP-induced mitochondrial dysfunction and necrotic cell death. Activation of JNK is initiated by upstream kinases like MKK4, which phosphorylate JNK and facilitate its translocation to the mitochondria, where it exacerbates mitochondrial oxidative stress and promotes necrotic cell death [27, 35, 36]. Western blot analysis revealed that active MKK4 (pMKK4) was significantly reduced in LKO livers at 6 and 12 h after APAP overdose (Fig. 6A). Consistent with reduced MKK4 activity, phosphorylated JNK (pJNK) levels were also decreased in whole-liver lysates from LKO mice across multiple timepoints (Fig. 6B, pooled samples; Supplementary Fig. S6A, individual replicates). Similarly, mitochondrial fractions isolated 6 h post-injury contained markedly less total and phosphorylated JNK in LKO mice, indicating reduced JNK translocation to mitochondria (Fig. 6C).

**Fig. 6:**
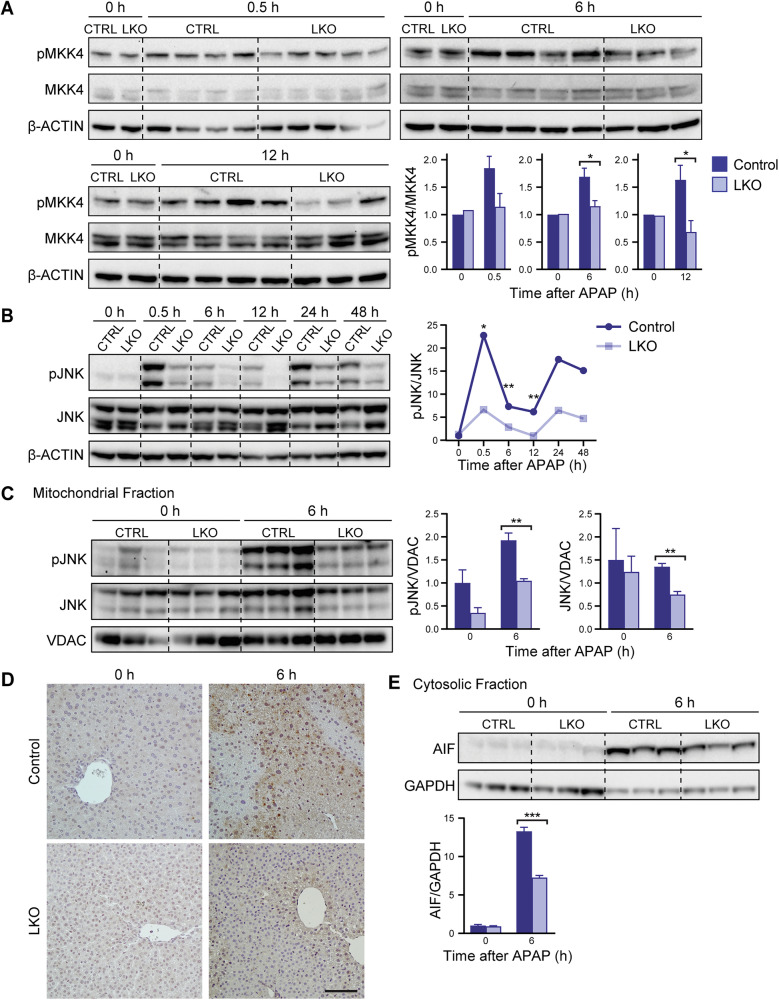
APAP resistance in the LKO model is mediated by JNK activation. **A** Expression of pMKK4 relative to total MKK4 in whole liver lysates from control and LKO mice 0–12 h after 300 mg/kg APAP (*n* = 3–5/genotype/timepoint). **B** Expression of pJNK relative to total JNK in whole liver lysates from control and LKO mice 0–48 h after APAP. Samples are pooled (*n* = 3/genotype/timepoint). The significance values are based on Western blot analysis of individual samples shown in Supplementary Fig. S6A. **C** Expression of pJNK and total JNK relative to VDAC in the mitochondrial fraction of control and LKO livers 0 and 6 h after APAP (*n* = 3/genotype/timepoint). **D** Representative nitrotyrosine staining (brown) in control and LKO liver sections collected 0 and 6 h following APAP exposure. Scale bar = 50 µM. **E** Expression of cytosolic AIF in control and LKO livers 0 and 6 h after APAP (*n* = 3–5/genotype/timepoint). Shown are representative blots and quantification results normalized to the 0 h control, which is set to 1. Graphs show mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001.

To evaluate early mitochondrial oxidative stress, we first assessed nitroytrosine formation, a well-established marker of peroxynitrite-mediated protein nitration that precedes permeability transition and cell death [37, 38]. Nitrotyrosine staining was reduced in LKO livers 6 h after APAP treatment (Fig. 6D), indicating lower levels of mitochondrial oxidative burden at this early stage of injury. We next examined a downstream effect of sustained mitochondrial damage by measuring cytosolic levels of apoptosis-inducing factor (AIF), a mitochondrial endonuclease that is released after the mitochondrial permeability transition and contributes to DNA fragmentation during necrotic cell death. At 6 h post-APAP, LKO livers showed lower cytosolic AIF levels than controls (Fig. 6E), consistent with reduced activation of the mitochondrial permeability transition and preserved mitochondrial integrity.

This blunted stress response in LKO mice was further supported by transcriptomic profiling in Fig. 5. Oxidative stress-responsive genes such as *Txnip* and *Nqo1* were strongly induced in control livers after APAP overdose but showed blunted or delayed activation in LKO mice (Fig. 5C), consistent with reduced oxidative pressure. 

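*Txnip* lies on chromosome 3 of GRCm38 from 96557957 to 96561883, and *Nqo1* on chromosome 8 from 107388225 to 107403206. *Txnip* had 183 ± 16.3 CPM in control and 201 ± 17.4 CPM in LKO at 0 h (SD, n = 4). In control it fell to 141 CPM at 12 h, rose to 326 CPM at 24 h and 261 CPM at 48 h, and was 89.8 CPM at 72 h and 90.8 CPM at 96 h. In LKO *Txnip* was 121, 68.2, 54.6, 102 and 101 CPM at the same times and stayed below its level at 0 h. The log2 ratio of LKO to control was −2.26 at 24 h and −2.25 at 48 h.

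*Nqo1* had 4.32 ± 1.11 CPM in control and 5.49 ± 2.09 CPM in LKO at 0 h (SD, n = 4). In control it was 16.9 CPM at 12 and 24 h, 4.70 CPM at 48 h, 7.40 CPM at 72 h and 5.98 CPM at 96 h. In LKO *Nqo1* was 9.97 CPM at 12 h, 35.4 CPM at 24 h, 8.97 CPM at 48 h, 12.6 CPM at 72 h and 9.68 CPM at 96 h. The ratio was −0.75 at 12 h and positive at the 4 later times, with a maximum of 1.06 at 24 h. Neither gene was called over the 5 time points (log2 fold change −0.88 and adjusted p = 0.279 for *Txnip*, 0.53 and 0.317 for *Nqo1*, by edgeR's quasi-likelihood test). *Txnip* was lower in 3 of the 5 LKO pools and *Nqo1* higher in 4 of them.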

Upstream regulators of JNK signaling, including *Map3k8* and *Map3k9*, were also downregulated in LKO livers (Fig. 5C), consistent with decreased MKK4 and JNK phosphorylation. Together, RNA and protein expression patterns support the idea that diploid-enriched LKO livers exhibit reduced JNK activation and, consequently, less mitochondrial injury following APAP overdose.

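*Map3k8* lies on chromosome 18 of GRCm38 from 4331327 to 4353015 and had 1.87 ± 0.667 CPM in control and 2.10 ± 0.565 CPM in LKO at 0 h (SD, n = 4). The control pools had 15.6, 20.9 and 12.3 CPM of *Map3k8* at 12, 24 and 48 h, and the LKO pools 3.30, 4.18 and 2.90 CPM. At 72 h it was 2.73 CPM in control and 2.90 CPM in LKO, and at 96 h 2.04 and 2.68 CPM. With the stranded counts, the 96 h ratio was −0.30 in place of 0.37 on the log2 scale. Over the 5 time points, the log2 fold change of *Map3k8* was −1.35 (standard error 0.43, adjusted p = 0.161 from edgeR's quasi-likelihood test). *Map3k9*, on chromosome 12 from 81721010 to 81781175, had 9, 4, 16, 8 and 3 counts in the control pools and 3, 12, 0, 9 and 2 counts in the LKO pools from 12 to 96 h. After scaling, *Map3k9* was lower in LKO at 4 of the 5 time points and higher at 24 h, with log2 ratios of −1.27, 1.04, −2.95, −0.24 and −0.53. With the stranded counts, the 72 h ratio was 0.75. The 48 h ratio depends on the prior count, since LKO had 0 counts, and the gene had too few counts to be kept in the test over the 5 time points. A set of 19 genes of JNK pathway kinases had a median log2 fold change of −0.03 over the 5 time points. Of these, 9 were higher and 10 lower in LKO (adjusted p = 0.97 with fry). The median log2 ratio of the set was −0.26 at 12 h, 0.08 at 24 h, −0.11 at 48 h, 0.20 at 72 h and 0.19 at 96 h. The paper measured activation of MKK4 and JNK as phosphorylated protein, which the mRNA of the kinases does not show.

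**Figure D3:**
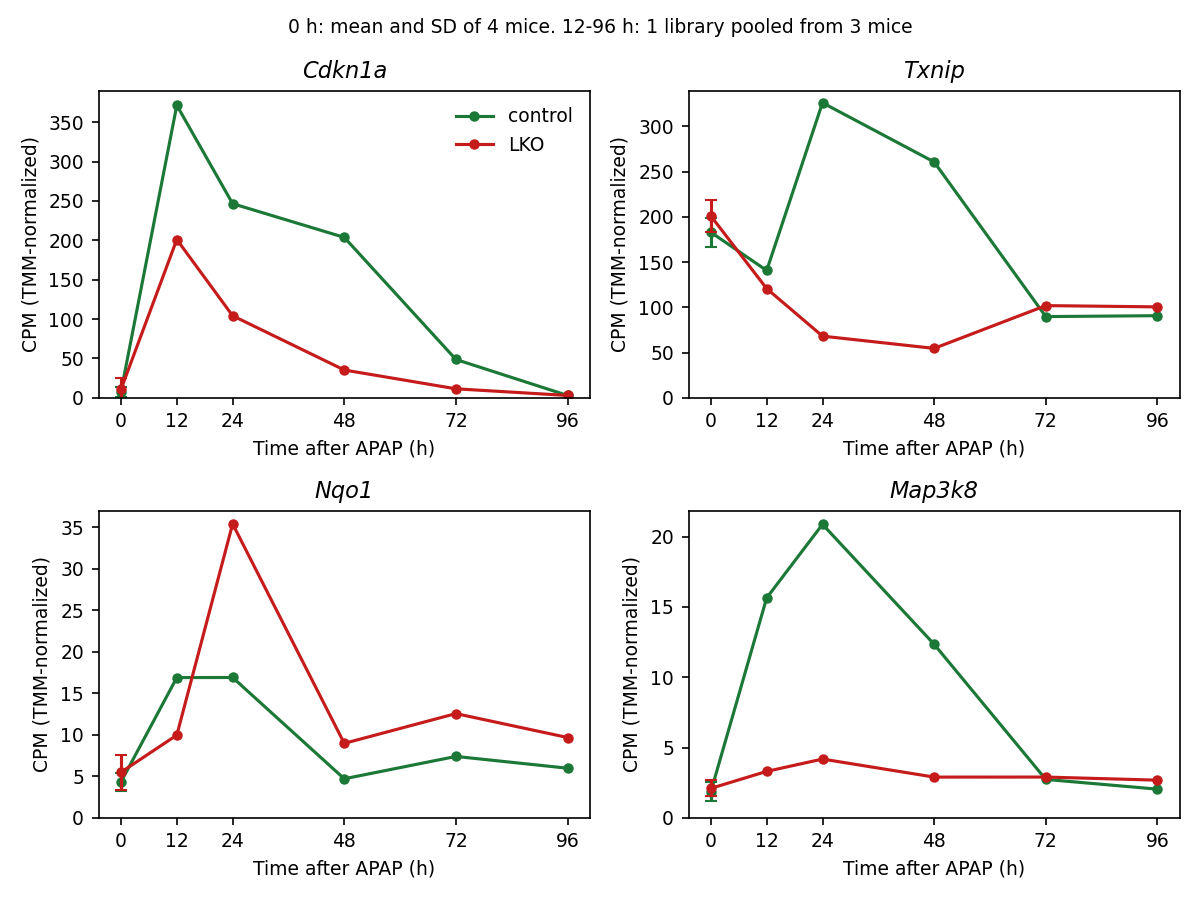
CPM of *Cdkn1a*, *Txnip*, *Nqo1* and *Map3k8* by hours after APAP in control (green) and LKO (red) livers, after TMM scaling. Points at 0 h are means of 4 mice with the SD, and later points are single libraries pooled from 3 mice. The control curve of *Map3k8* peaks at 20.9 CPM at 24 h.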

To determine whether reduced JNK activation arises from increased diploidy or from deletion of *E2f7/E2f8*, we evaluated pJNK levels in HKO mice following APAP treatment. Unlike LKO mice, HKO showed no reduction in JNK activation compared to controls (Supplementary Fig. S6B), suggesting that reduced JNK activation in LKO is not a direct consequence of *E2f7*/*E2f8* loss but is instead likely driven by the enrichment of diploid hepatocytes. Taken together, these data support a model in which reduced JNK activation and diminished mitochondrial stress signaling drive the resistance to APAP toxicity observed in diploid hepatocytes.

### Highly polyploid hepatocytes are sensitive to APAP toxicity

To determine whether the APAP resistance observed in diploid-enriched LKO mice is a general feature of diploid hepatocytes, we evaluated APAP sensitivity in WT hepatocytes. Primary hepatocytes were isolated from adult C57BL/6J mice, treated with increasing concentrations of APAP, and assessed after 24 h (Fig. 7A). Microscopy revealed a clear dose-dependent increase in cellular injury, including hepatocyte rounding, lipid droplet accumulation, and cell death (Fig. 7B). To quantitatively assess cell death, hepatocytes were stained with a fixable viability dye (FVD) and Hoechst 33342, allowing for the simultaneous measurement of viability and ploidy using flow cytometry. As expected, APAP treatment led to a dose-dependent increase in cell death, with hepatic viability decreasing from 58% at 0 mM APAP to 17% at 10 mM (Fig. 7C).

**Fig. 7:**
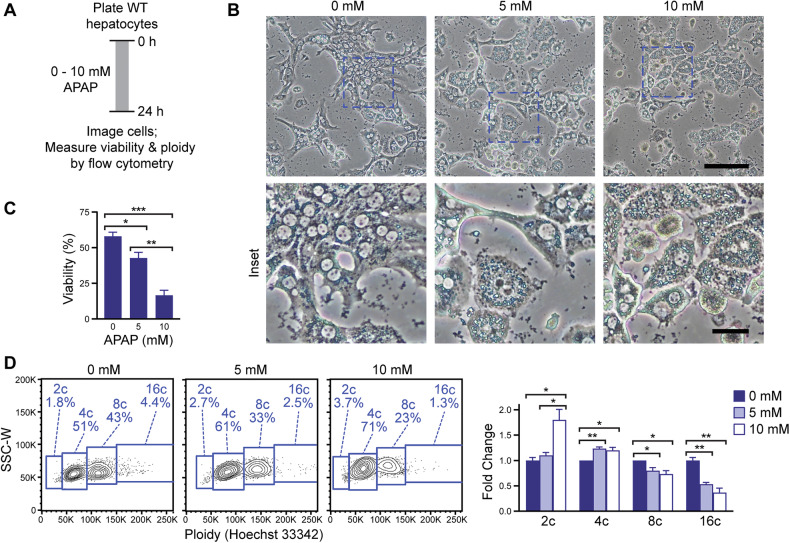
Highly polyploid hepatocytes are more susceptible to APAP-induced cell death. **A** Schematic of in vitro APAP toxicity assay. Primary hepatocytes were isolated from 2–3-month-old WT mice (male), treated with increasing doses of APAP (0, 5, and 10 mM) for 24 h. **B** Representative images showing APAP-induced dose-dependent hepatocyte injury at 24 h; higher-magnification insets highlight cellular detail (main image scale bar = 100 µm; inset scale bar = 25 µm). **C** Quantification of cell death by FVD staining. **D** Flow cytometry plots showing relative ploidy distribution (2c, 4c, 8c, 16c) within viable (FVD negative) hepatocytes. Data are shown as the fold change of each ploidy population, where 0 mM APAP was set to 1. Data shown have *n* = 3 internal replicates per condition and are representative of 5 independent experiments. Graphs show mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001.

To investigate whether ploidy influences susceptibility to APAP-induced death, we analyzed the distribution of hepatocyte ploidy in viable populations. In untreated cultures (0 mM), the expected distribution of 2c, 4c, 8c, and 16c hepatocytes was observed. However, following treatment with 10 mM APAP, when substantial cell death was present, there was a consistent decrease in the proportion of live 8c and 16c hepatocytes and an enrichment of 2c and 4c populations. For instance, treatment with 10 mM APAP led to a reduction in viable high-ploidy hepatocytes, with 8c cells decreasing from 40% to 29%, and 16c cells from 3.5% to 1.5%. In contrast, low-ploidy populations increased, with 2c hepatocytes doubling from 2% to 4% and 4c cells rising from 51% to 63% (Fig. 7D). Together, these data demonstrate that hepatocyte sensitivity to APAP-induced toxicity is influenced by ploidy status, with low-ploidy cells less susceptible to injury and death. These findings support the in vivo observation that diploid-enriched livers are more resistant to APAP and suggest that reduced ploidy states may confer a protective advantage in the context of acute hepatotoxic stress.

## Discussion

The liver is characterized by extensive hepatocyte polyploidy, yet the functional significance of different ploidy states remains incompletely understood. Here, we demonstrate that hepatocyte ploidy modulates the liver’s response to acute drug-induced injury. Diploid-enriched LKO mice exhibited reduced serum liver enzyme levels, diminished histological damage, and lower DNA fragmentation following APAP overdose. Despite sustaining less injury, LKO livers mounted an earlier and more robust regenerative response. These findings align with our earlier work [17] that diploid hepatocytes are primed for proliferation and extend this concept by revealing a previously unrecognized role in injury resistance. To validate the link between ploidy and APAP resistance, WT hepatocytes were challenged with APAP. Highly polyploid cells (8c, 16c) were significantly more sensitive to APAP-induced death than low-ploidy cells (2c, 4c), confirming that ploidy directly influences toxicity.

Resistance in LKO livers was not due to altered APAP metabolism. Expression of key cytochrome P450 enzymes (CYP2E1/CYP1A2), GSH depletion, and APAP-protein adduct formation were similar between LKO and controls. Instead, transcriptomic profiling revealed a distinct injury response in LKO livers, marked by reduced activation of injury-related genes and earlier induction of regeneration, including WNT/β-catenin signaling and Cyclin D1 expression. Strikingly, there were profound differences in JNK signaling between LKO and control livers (Fig. 8A). JNK is a well-established driver of APAP-induced hepatocyte necrosis, and its suppression was a key distinguishing feature of the diploid-enriched response. In LKO mice, reduced MKK4 phosphorylation led to lower JNK activation and mitochondrial translocation, along with decreased nitrotyrosine formation (early oxidative stress) and reduced cytosolic AIF release (later mitochondrial injury). These findings, which align with previous reports that pharmacologic inhibition and germline knockout of JNK protect against APAP toxicity [27, 28, 36, 39–42], support a model where diploid hepatocytes resist injury through suppression of JNK-mediated cell death.

**Fig. 8:**
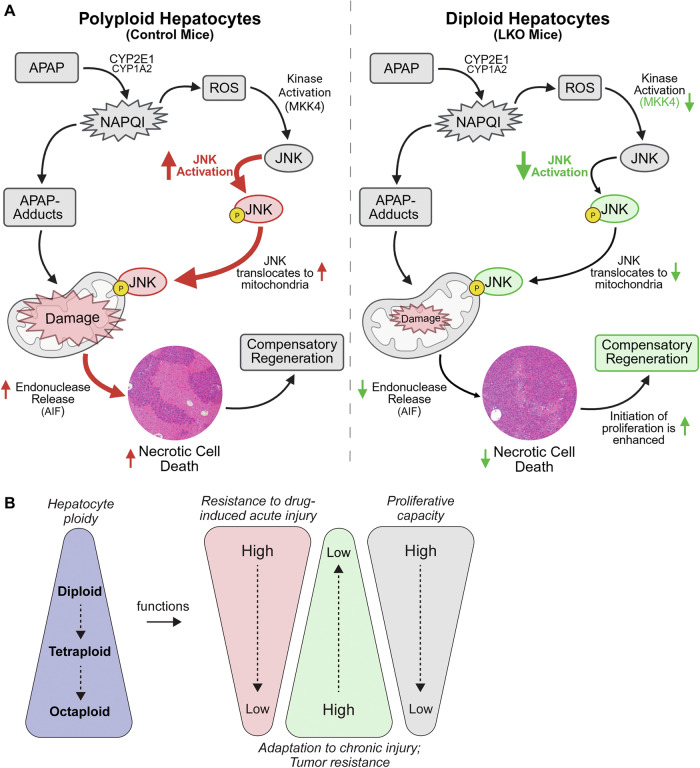
Summary of the ploidy-dependent response to APAP overdose in the liver. **A** Schematic summary comparing how polyploid (control) and diploid-enriched (LKO) livers respond to APAP overdose (Created with Biorender.com). Both cell types metabolize APAP through cytochrome P450 enzymes (CYP2E1, CYP1A2), generating the toxic intermediate NAPQI and forming APAP-protein adducts. In polyploid hepatocytes, this leads to oxidative stress, JNK activation and mitochondrial translocation, release of AIF, and necrotic cell death. In contrast, diploid hepatocytes suppress MKK4/JNK signaling activation and mitochondrial injury, limiting cell death. **B** Model illustrating context-dependent advantages of hepatocyte ploidy states. Diploid hepatocytes exhibit enhanced resistance to acute toxic injury, such as APAP overdose, and demonstrate a greater capacity for proliferation. In contrast, polyploid hepatocytes support tumor suppression and adaptation to chronic injury through mechanisms such as aneuploidy tolerance and metabolic buffering. This functional specialization enables the liver to respond flexibly across diverse injury contexts.

Spatial zonation within the liver lobule is a critical consideration in APAP-induced injury, which targets pericentral hepatocytes with high CYP2E1 expression. If polyploid hepatocytes were selectively localized to this region, their loss could explain greater injury in polyploid-rich livers. However, prior work shows that polyploid hepatocytes are not exclusively zonated and that LKO mice retain normal hepatic architecture [2, 8, 17, 43, 44]. Thus, the protective phenotype in LKO mice is unlikely to result from altered zonation.

Our results also align with findings in *Mir122* knockout mice, which show increased proportions of diploid hepatocytes (like LKO mice) and APAP resistance [45, 46]. While those effects were attributed to reduced CYP2E1/CYP1A2 expression, diploid enrichment may also contribute. The proliferative advantage of diploid hepatocytes may also support their resistance to APAP injury. Proliferation has been linked to induction of the efflux transporter MRP4, promoting resistance to liver injury after multiple rounds of APAP overdose [47]. These findings suggest that diploid-enriched livers are better equipped for regeneration, detoxification, and stress resilience, supporting a model where increased diploidy enhances liver recovery during acute toxic stress.

Prior studies have suggested that polyploidy enhances cellular functional capacity, potentially through increased gene dosage [48] and modest transcriptional changes. For example, Lu et al. identified small changes in gene expression between ploidy states – such as increased *Nr1i3* and *Ccne2*, and decreased *Gas2* – which may support enhanced stress response [49]. Mietten et al. found that higher ploidy correlates with reduced mitochondrial gene expression, possibly conferring protection from oxidative stress [50]. In contrast, our findings reveal that diploid hepatocytes exhibit superior stress tolerance following APAP injury, mediated by suppressed MKK4 and JNK signaling and enhanced regeneration. Our data also raise the possibility that diploid hepatocytes better preserve mitochondrial integrity under oxidative stress. 

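In the 0 h livers of the LKO cohort, 86 nuclear genes of oxidative phosphorylation were tested as a set between 4 control and 4 LKO mice. Their median log2 fold change was 0.01, with 49 genes higher and 37 lower in LKO. The set had an adjusted p of 0.993 with fry, limma's rotation test, and 0.512 to 0.998 over the alternatives that use fry. In the pools after APAP, the median log2 ratio of LKO to control over these genes was 0.00 at 12 h, −0.09 at 24 h, 0.11 at 48 h, −0.19 at 72 h and −0.39 at 96 h.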

Although baseline mitochondrial gene expression did not differ between genotypes, injury-induced transcriptional changes in LKO livers point toward enhanced mitochondrial maintenance and redox balance in diploid-enriched tissue. Future work should directly assess mitochondrial function, including ATP synthesis and membrane potential, to determine whether diploid hepatocytes possess an intrinsic bioenergetic advantage that contributes to their resistance to injury.

Collectively, these findings support a model in which hepatocyte ploidy states confer distinct, context-dependent advantages. Polyploid hepatocytes may promote tumor suppression and adaptation to chronic liver injury through mechanisms like metabolic buffering and aneuploidy [1, 6, 13]. In contrast, diploid hepatocytes appear better equipped for acute toxic injury, resisting necrosis and initiating regeneration. This division of labor may allow flexible responses to diverse injury contexts (Fig. 8B). While human data remain limited, studies report wide variability in hepatocyte ploidy among individuals, ranging from 20-50% polyploidy [2, 51–53]. This individual variability raises the possibility that ploidy composition could influence clinical outcomes. We speculate that higher diploid content may confer resilience to APAP toxicity and that hepatocyte ploidy profiling could help predict injury susceptibility.

In conclusion, this study establishes hepatocyte ploidy as a key determinant of susceptibility to APAP-induced liver injury. Diploid hepatocytes resist necrotic cell death through suppression of JNK signaling and initiate robust regeneration, enabling recovery under toxic stress. This work not only defines a mechanistic basis for diploid resilience but also supports a broader model in which ploidy states specify distinct functional roles relevant to human liver disease.

## Materials and methods

### Animals, treatments, and tissue collection

All animal procedures were approved by the University of Pittsburgh Institutional Animal Care and Use Committee and followed NIH guidelines. All experiments were performed exclusively in male mice. WT C57BL/6J mice (Jackson Laboratory, Bar Harbor, ME, #0664) and *E2f7/E2f8* floxed mice (from Drs. Alain de Bruin and Gustavo Leone) [18, 19] were used. Liver-specific *E2f7/E2f8* knockout (LKO) mice were of a mixed genetic background, predominantly FVB with floxed alleles for *E2f7/E2f8*^*loxP/loxP*^, R26R^mTmG/mTmG^, and Alb-Cre^Tg/0^ (Jackson Laboratory, #7676 and #3574) [54, 55]. Control littermates lacked Cre (Alb-*Cre*^*0/0*^). Hepatocyte-specific knockouts (HKO) were generated by intraperitoneal (IP) injection in 2-month-old floxed mice with 1.25 × 10¹¹ AAV8-TBG-Cre viral particles; controls received AAV8-TBG-Null (gifted from James M. Wilson; Addgene, Watertown, MA, 107787-AAV8 and 105536-AAV8).

APAP (16 µg/µL in 0.9% saline) was administered IP at 300 or 600 mg/kg to 2.5-month-old overnight-fasted (~16 h) mice. Livers and blood were collected 0–96 h post-injection. Liver tissue was snap-frozen; serum was isolated by centrifugation (10,000 rpm, 10 min, 4 °C) and analyzed for alanine aminotransferase (ALT) and aspartate aminotransaminase (AST) by the University of Pittsburgh Medical Clinical Laboratory.

Number of animals per group and timepoint: For the 300 mg/kg APAP cohort, control and LKO mice were analyzed at 0 h (*n* = 4 control, 5 LKO), 6 h (*n* = 4 control, 6 LKO), 12 h (*n* = 6 control, 4 LKO), 24 h (*n* = 7 control, 5 LKO), 48 h (*n* = 4 control, 4 LKO), 72 h (*n* = 4 control, 4 LKO), and 96 h (*n* = 3 control, 4 LKO). For the 600 mg/kg “non-regenerating dose” experiment, sample sizes were 0 h (*n* = 4 control, 5 LKO), 6 h (*n* = 5 control, 4 LKO), 12 h (*n* = 4 control, 6 LKO), 24 h (*n* = 10 control, 12 LKO), 48 h (*n* = 4 control, 8 LKO), and 72 h (*n* = 3 control, 8 LKO). In the hepatocyte-specific knockout (HKO) study at 300 mg/kg APAP, animals were analyzed at 0 h (*n* = 4 control, 5 HKO), 12 h (*n* = 5 control, 5 HKO), 24 h (*n* = 6 control, 5 HKO), and 48 h (*n* = 3 control, 6 HKO). Whenever feasible, the same animals were used across multiple endpoints, including serum biochemistry and histology. Minor variation in n between assays reflects sample availability or technical limitations during processing.

### Hepatocyte isolation

Primary hepatocytes were isolated by a two-step collagenase perfusion, as previously published [17].

### In vitro APAP treatment

Primary hepatocytes isolated from adult (2–3 months old; male) WT mice were plated at 3 million cells per 10-cm Primaria plate (Corning, Corning, NY) in seeding medium (DMEM/F-12 with 15 mM HEPES, 5% FBS, and Antibiotic-Antimycotic; Corning). After 4 h, cells were switched to growth medium composed of DMEM/F-12 with 15 mM HEPES, 0.5% FBS, Antibiotic-Antimycotic Solution, and ITS Supplement (1 μg/mL insulin, 0.55 μg/mL transferrin, and 0.67 ng/mL sodium selenite; ThermoFisher). Cells were allowed to adhere overnight. The following morning, cells were treated with 0–10 mM APAP diluted in growth medium. After 24 h, cells were imaged, trypsinized, and stained with FVD780 and Hoechst for flow cytometric analysis of viability and ploidy.

### Ploidy analysis

Hepatocyte ploidy was evaluated by flow cytometry as previously described [15], using an LSR II flow cytometer (BD Biosciences, Franklin Lakes, NJ) operated with BD FACSDiva™ Software v9.0. Data were analyzed and FACS plots generated using FlowJo v10.8.2 (FlowJo LLC, Ashland, OR).

### Protein isolation and Western blotting

Lysates were prepared in T-PER buffer (ThermoFisher, Waltham, MA) with Halt protease/phosphatase inhibitors (ThermoFisher) and homogenized. Protein was quantified (Pierce PCA Assay; ThermoFisher), separated by SDS-PAGE (4–12% Bis-Tris gels), transferred to PVDF membranes (Millipore, Burlington, MA), blocked (Pierce Protein-Free buffer, ThermoFisher), and probed with primary and secondary antibodies (Supplementary Materials and Methods). Detection used SuperSignal Pico substrate (ThermoFisher) and ChemiDoc Touch (Bio-Rad, Hercules, CA). Full, uncropped western blots are included as a Supplementary file.

### Histology, immunohistochemistry, and TUNEL staining

Liver tissue was fixed in 10% neutral-buffered formalin, paraffin-embedded, and sectioned at 4μm. Hematoxylin and eosin (H&E) staining was performed by the Pitt Biospecimen Core Research Histology Lab. Nitrotyrosine immunohistochemistry was performed on liver sections using an anti-nitrotyrosine primary antibody (Invitrogen A21285) with DAB chromogenic detection. DNA fragmentation was assessed using the Click-iT® Plus TUNEL Assay Kit (ThermoFisher) according to the manufacturer’s protocol, and quantification was performed on liver sections centered on the central vein, where TUNEL-positive and -negative nuclei were manually counted across the full field.

### Glutathione measurement

Total hepatic glutathione (GSH) was measured in liver homogenates using the Glutathione Colorimetric Detection Kit (Invitrogen, Carlsbad, CA) per the manufacturer’s instructions.

### RNA sequencing and analysis

Total RNA was extracted from snap-frozen liver tissue using TRIzol reagent (Life Technologies, Carlsbad, CA). For baseline (0 h) samples, RNA was isolated from individual mice (*n* = 4 per genotype). For 12–96 h time points, RNA from three mice per genotype per time point was pooled. All samples were submitted to Novogene (Sacramento, CA) for quality control, library preparation, and sequencing. Adapter sequences and low-quality reads were removed using Trimmomatic (v0.38) [56]. Clean reads were aligned to the Mus musculus reference genome (mm10) using STAR aligner (v2.6.1a) [57], and gene-level read counts were quantified with --quantMode GeneCounts option. Differential gene expression was assessed using DESeq2, with a false discovery rate (FDR) of 0.05 and a minimum fold change of 1.5. Canonical pathway and upstream regulator analyses were conducted using Ingenuity Pathway Analysis (IPA; Qiagen, Hilden, Germany, version 01-10). Genes with similar temporal expression profiles were clustered using tight clustering [58]. Raw RNA-seq data were submitted to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo; accession number GSE303454).

### Microscopy

Micrographs were captured with a TiU fluorescent microscope (Nikon, Melville, NY) equipped with a Moment sCMOS monochrome camera (fluorescent images) (Photometrics, Tucson, AZ) or Nikon DS-Fi3 color camera (non-fluorescent images). The display lookup table is linear and covers the full range of the data. Images were processed with Nikon NIS Elements Advanced Research software and QuPath v0.4.2 [59].

### Statistical analysis

Data are mean ± SEM. GraphPad Prism 10 was used. Two-group comparisons used unpaired two-tailed t-tests. Outliers were identified using Grubbs’ test (*α* = 0.01). Significance was set at *P* < 0.05. The sample size used for all studies, including animal studies, was based on prior experience [15, 17, 29]. LKO and control mice were assigned to treatment groups by simple randomization; analyses were performed in a blinded fashion.

## Supplementary information

Supplementary Information

Uncropped Western Blots

Supplementary Tables

## Data Availability

Genomic data are deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo; accession number GSE303454). Additional data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Diploid hepatocytes resist acetaminophen-induced liver injury through suppressed JNK signaling
**Source:** Cell Death Dis. 2026 Feb 3;17(1):203. doi: 10.1038/s41419-026-08448-z
**Supplement:** Supplementary file 1 — Supplementary Information

---

## Diploid hepatocytes resist acetaminophen-induced liver injury through suppressed JNK signaling

Sierra R. Wilson, Evan R. Delgado, Rosa L. Loewenstein, Frances Alencastro, Madeleine P. Leek, Leah R. Peters, Siddhi Jain, Kerollos Kamel, Patrick D. Wilkinson, Silvia Liu, Joseph Locker, Bharat Bhushan, Andrew W. Duncan

---

### Supplementary Information

#### Supplementary Materials and Methods

Antibodies Used for Western Blotting

#### Supplementary Figures

- |                               |                                                               |
|-------------------------------|---------------------------------------------------------------|
| <b>Supplementary Fig. S1.</b> | Cell size and ploidy analysis in control and LKO hepatocytes. |
| <b>Supplementary Fig. S2.</b> | LKO mice resist lethal dose of APAP (600 mg/kg).              |
| <b>Supplementary Fig. S3.</b> | LKO mice show enhanced proliferation at 48 hours.             |
| <b>Supplementary Fig. S4.</b> | Expression in the HKO model.                                  |
| <b>Supplementary Fig. S5.</b> | Sirtuin expression in LKO livers.                             |
| <b>Supplementary Fig. S6.</b> | JNK activation following APAP overdose in LKO and HKO mice.   |

## Supplementary Materials and Methods

### Antibodies Used for Western Blotting

#### Primary Antibodies

| <i>Epitope</i>               | <i>Antibody with species reactivity</i>  | <i>Vendor</i>  | <i>Catalog #</i> |
|------------------------------|------------------------------------------|----------------|------------------|
| AIF                          | Rabbit anti-AIF                          | Cell Signaling | 4642             |
| Cyclin D1                    | Rabbit anti-Cyclin D1                    | Cell Signaling | 55506            |
| CYP1A2                       | Goat anti-CYP1A2                         | Santa Cruz     | sc-9835          |
| CYP2E1                       | Rabbit anti-CYP2E1                       | MilliporeSigma | ab1252           |
| GAPDH                        | Rabbit anti-GAPDH                        | Cell Signaling | 5174             |
| SEK1/MKK4                    | Rabbit anti-SEK1/MKK4                    | Cell Signaling | 9152             |
| Non-phospho $\beta$ -CATENIN | Rabbit anti-Non-phospho $\beta$ -CATENIN | Cell Signaling | 19807            |
| PCNA                         | Mouse anti-PCNA                          | Cell Signaling | 2586             |
| Phospho-SEK1/MKK4            | Rabbit anti-Phospho-SEK1/MKK4            | Cell Signaling | 9155             |
| Phospho-SAPK/JNK             | Rabbit anti-Phospho-SAPK/JNK             | Cell Signaling | 4668             |
| Phospho- $\beta$ -CATENIN    | Rabbit anti-Phospho- $\beta$ -CATENIN    | Cell Signaling | 9561             |
| SAPK/JNK                     | Rabbit anti-SAPK/JNK                     | Cell Signaling | 9252             |
| SIRT1                        | Rabbit anti-SIRT1                        | Cell Signaling | 3931             |
| SIRT3                        | Rabbit anti-SIRT3                        | MilliporeSigma | 07-1596          |
| SIRT6                        | Rabbit anti-SIRT6                        | Cell Signaling | 12486            |
| VDAC                         | Rabbit anti-VDAC                         | Cell Signaling | 4661             |
| $\beta$ -ACTIN               | Rabbit anti- $\beta$ -ACTIN              | Cell Signaling | 4970             |
| $\beta$ -CATENIN             | Rabbit anti- $\beta$ -CATENIN            | Cell Signaling | 8480             |

#### Secondary Antibodies

| <i>Species reactivity</i> | <i>Antibody with conjugate</i> | <i>Vendor</i>  | <i>Catalog #</i> |
|---------------------------|--------------------------------|----------------|------------------|
| Mouse                     | Anti-mouse IgG                 | Cell Signaling | 7076             |
| Rabbit                    | Anti-rabbit IgG                | Cell Signaling | 7074             |

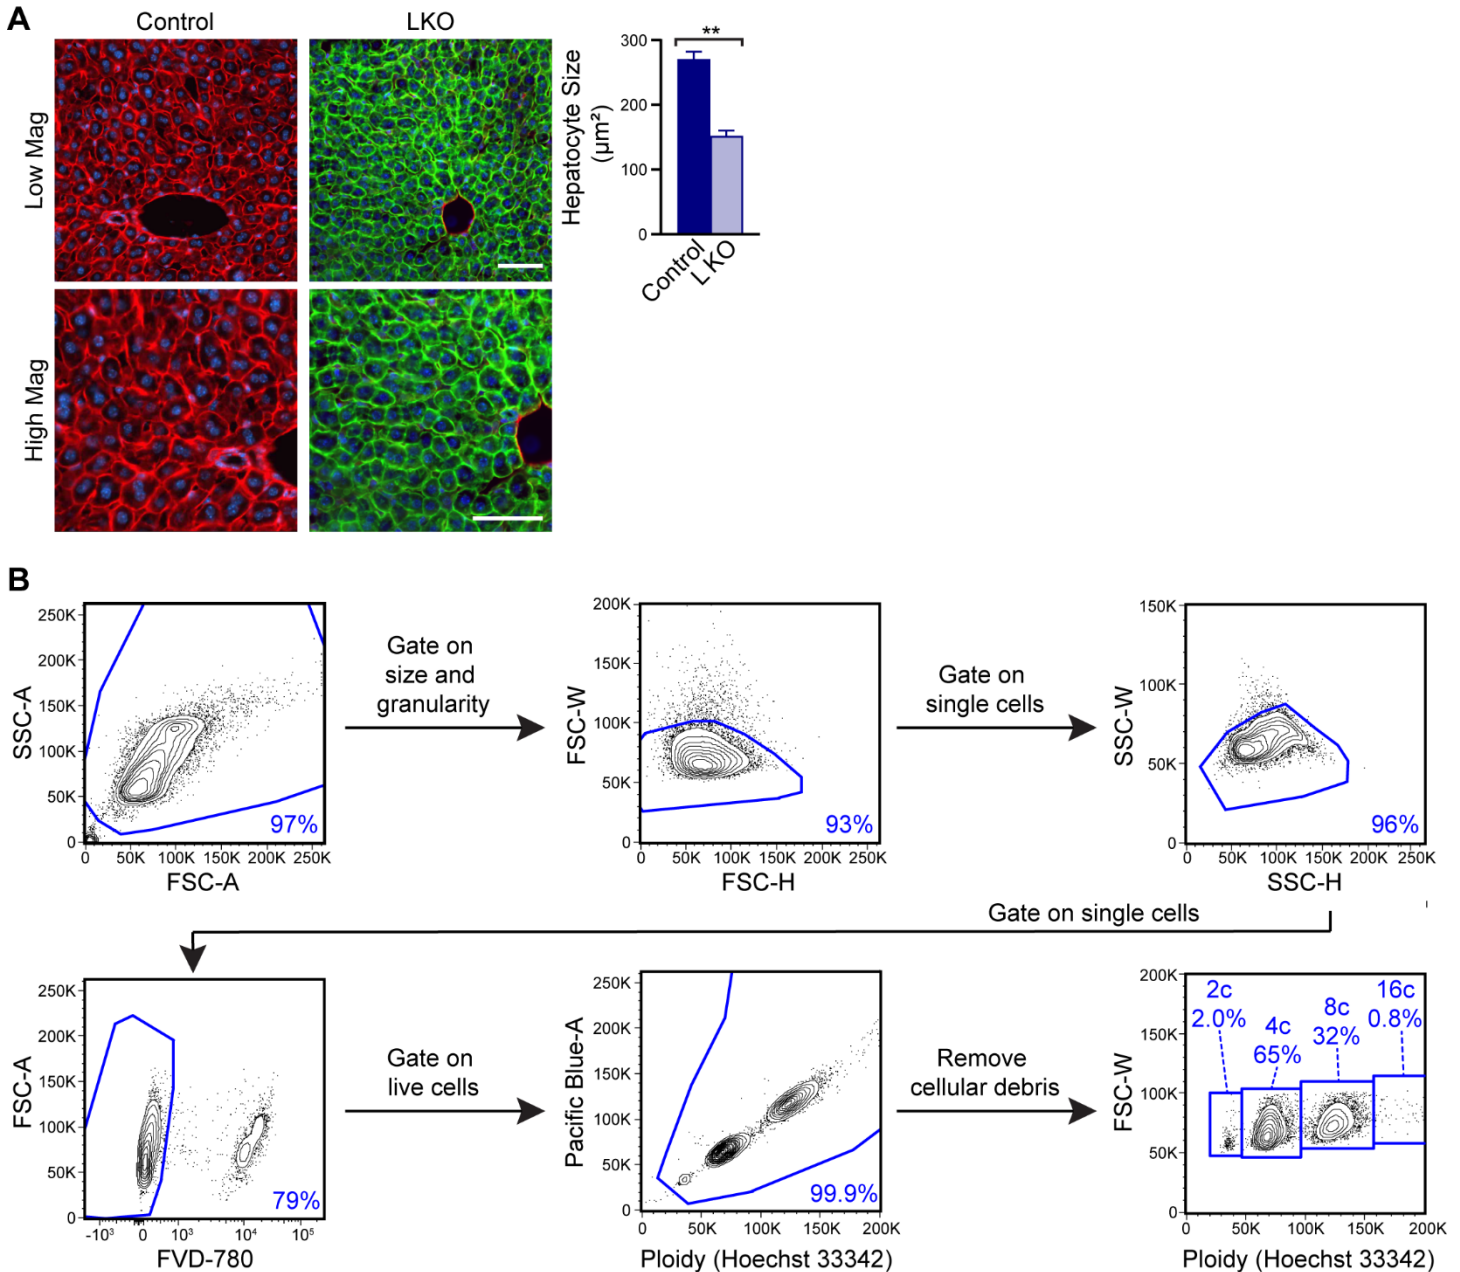

**Supplementary Fig. S1. Cell size and ploidy analysis in control and LKO hepatocytes. (A)**

Representative lower and higher magnification images showing mTmG reporter expression (tdTomato, red; GFP, green) and nuclear staining with Hoechst 33342 (blue). In the R26R-mTmG Cre-reporter system, all cells express membrane-bound tdTomato (red) prior to Cre recombination. Upon Cre-mediated excision, tdTomato is replaced by membrane-bound GFP (green), indicating successful recombination. Scale bars = 50  $\mu\text{m}$ .

Quantification of average hepatocyte cell area ( $\mu\text{m}^2$ ) is shown ( $n = 3/\text{genotype}$ ). **(B)** Flow cytometry gating strategy for ploidy analysis. Single-cell suspensions of hepatocytes from control and LKO mice were stained with FVD780 (fixable viability dye) and Hoechst. Cells were first gated based on size and granularity, then on single cells, followed by exclusion of dead cells and debris. Ploidy populations were determined by Hoechst 33342 fluorescence intensity. Shown plots are representative of the control mouse in Fig. 1B. Graphs show mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

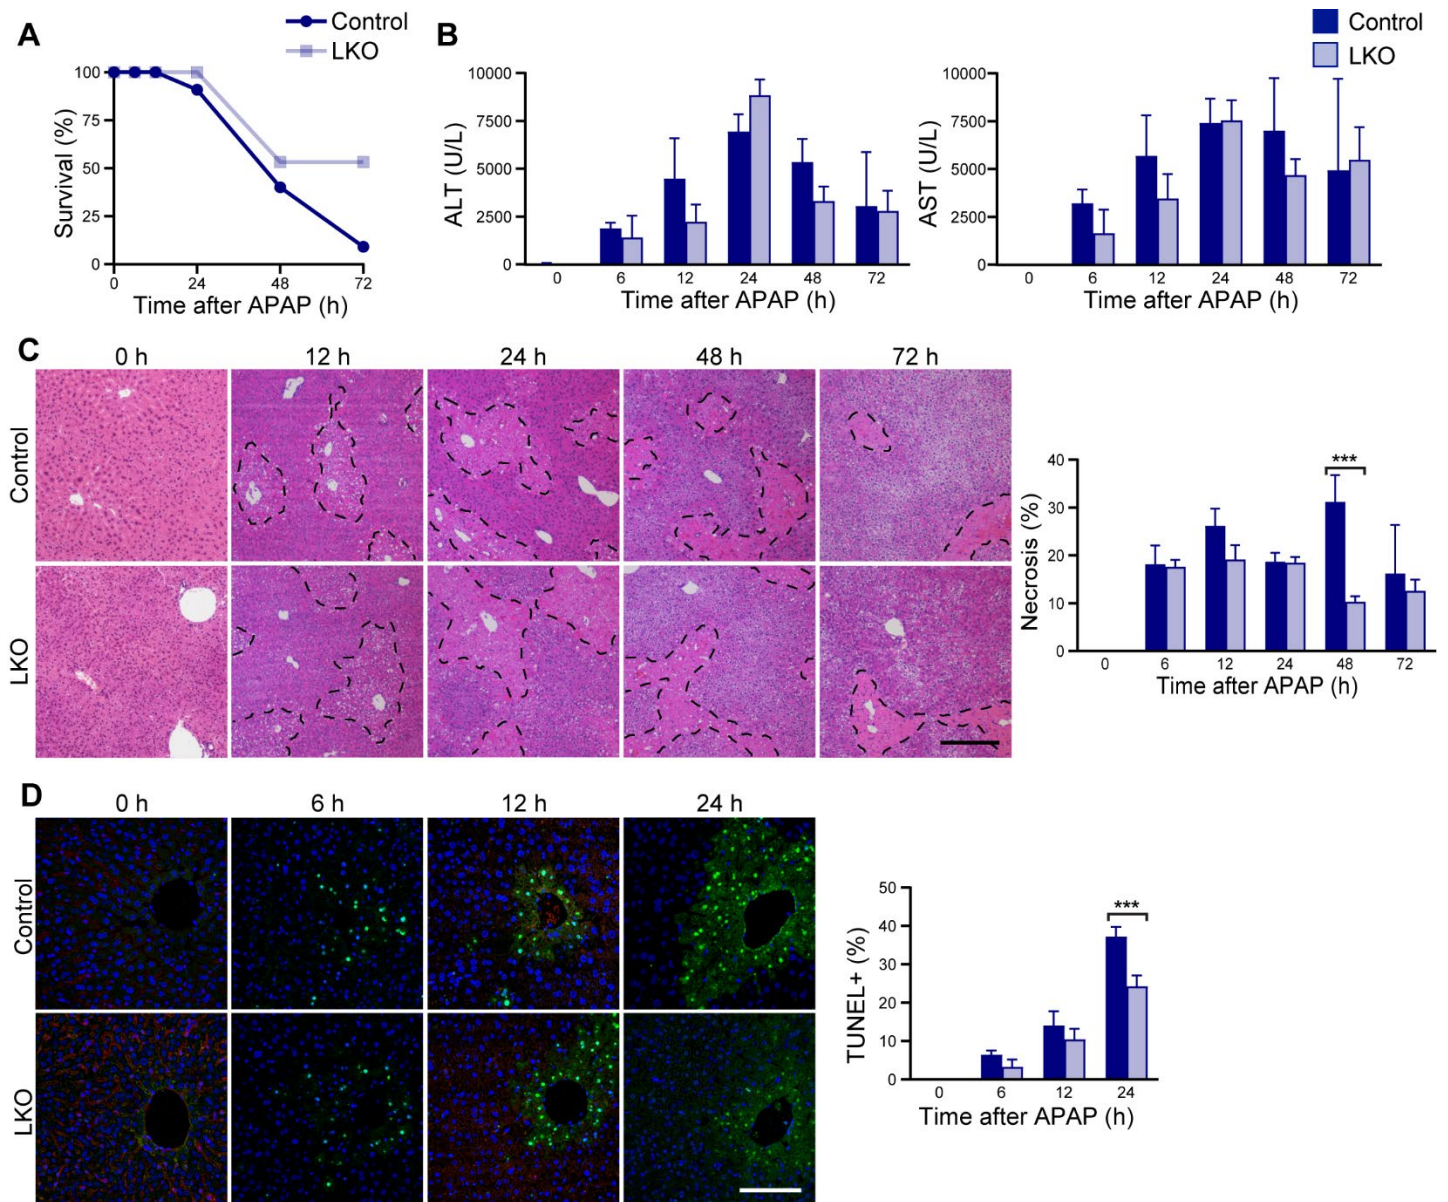

**Supplementary Fig. S2. LKO mice resist lethal dose of APAP (600 mg/kg).** (A) Survival curves of control and LKO mice following 600 mg/kg APAP overdose (n = 4-12/genotype/timepoint). (B) Levels of liver biomarkers ALT and AST in the serum (n = 4-12/genotype/timepoint). (C) Quantification of necrosis by H&E Staining (n = 4-12/genotype/timepoint). Scale bar = 200  $\mu$ m. (D) TUNEL staining showing DNA fragmentation (green) and nuclear staining with Hoechst 33342 (blue) (n = 4-9/genotype/timepoint). Scale bar = 100  $\mu$ m. Representative images, plots, and quantification results are shown. Graphs show mean  $\pm$  SEM. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001.

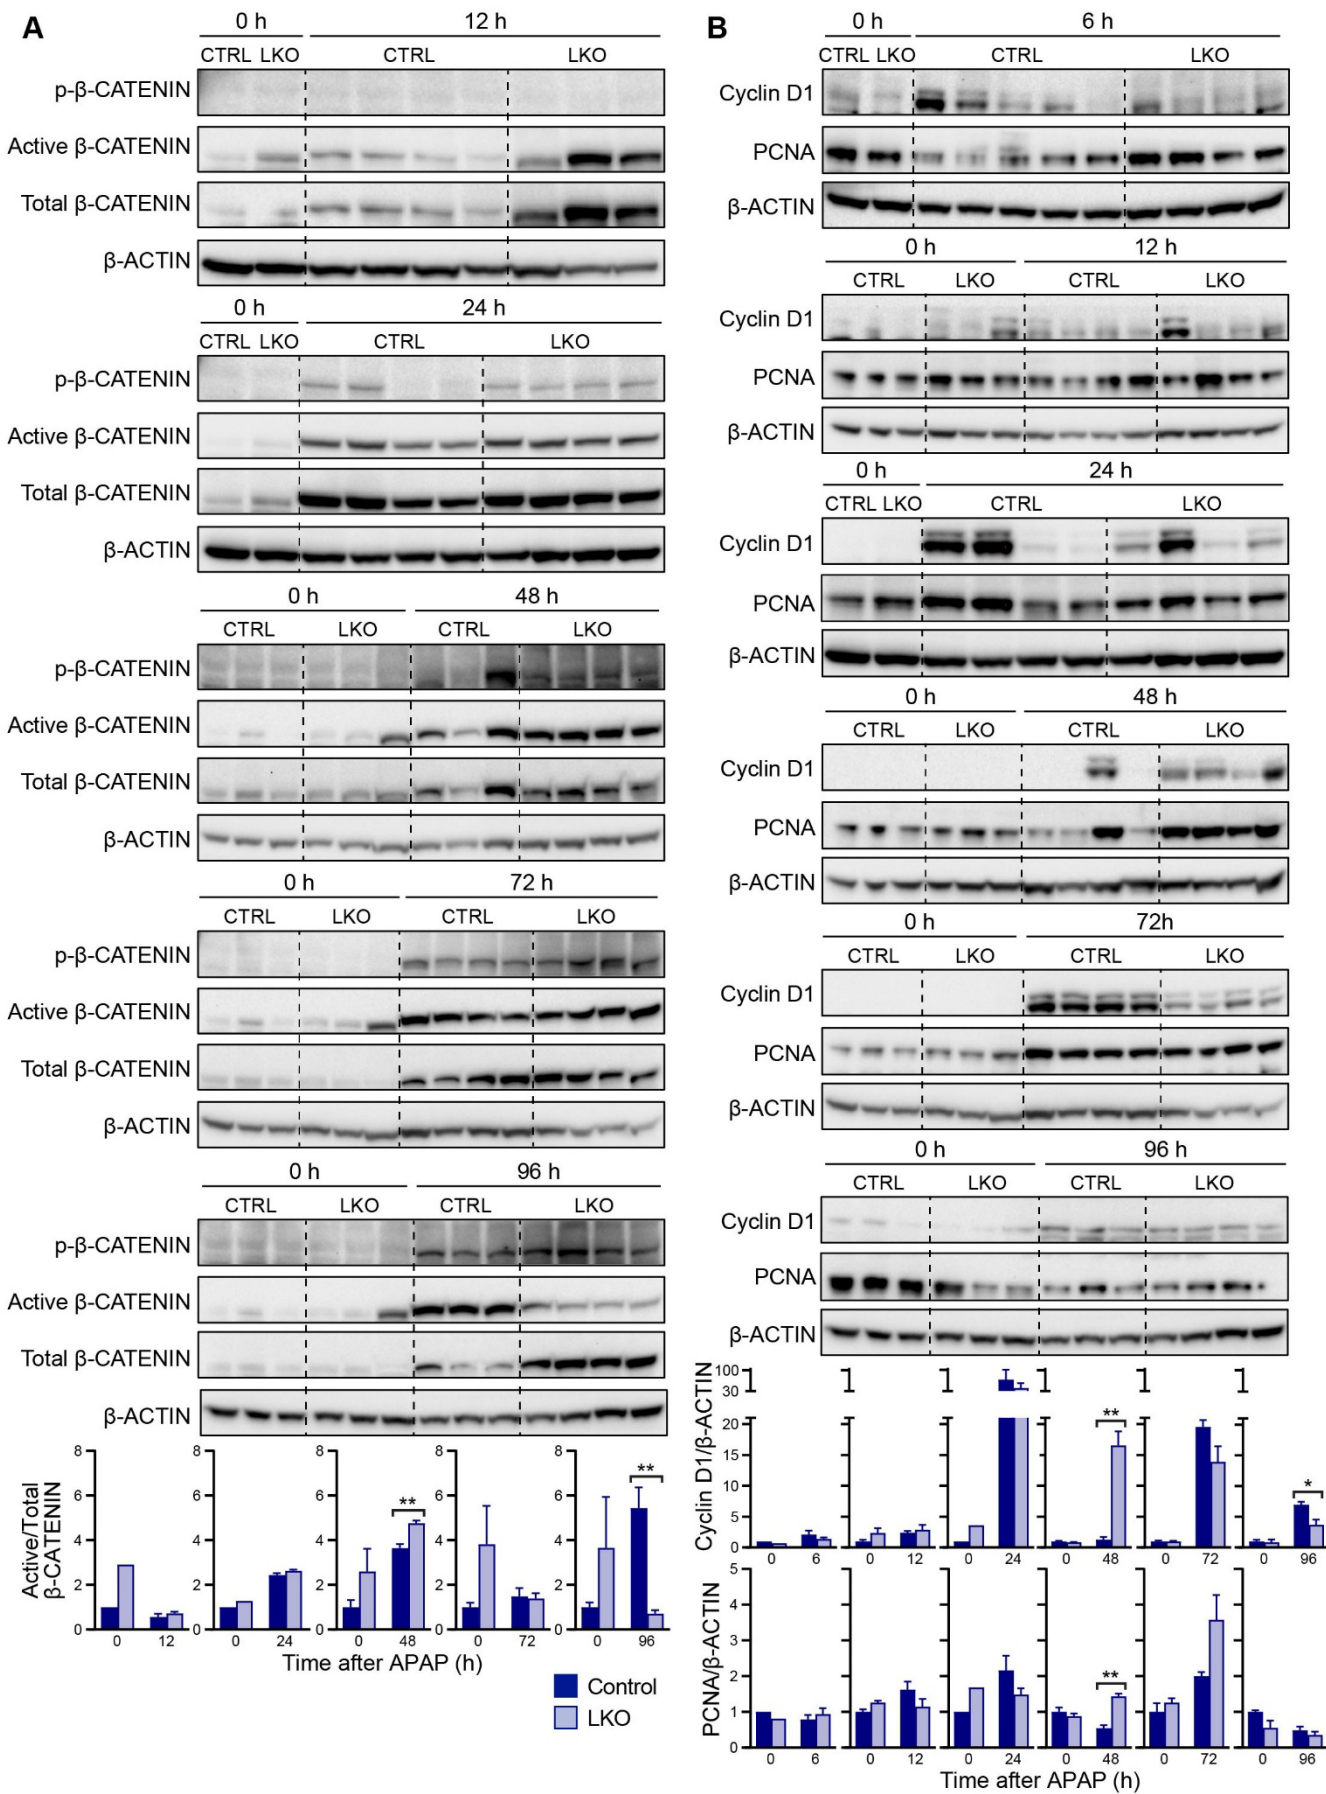

**Supplementary Fig. S3. LKO mice show enhanced proliferation at 48 hours. (A-B)** Western blotting of whole liver lysates collected from control and LKO mice 0-96 hours after 300 mg/kg APAP overdose, showing expression of proteins involved in proliferation: **(A)** active  $\beta$ -CATENIN relative to total  $\beta$ -CATENIN (n = 3-4/genotype/timepoint), **(B)** Cyclin D1 and PCNA relative to  $\beta$ -ACTIN where one sample at 48 hours was identified as an outlier using the Grubbs Test with an alpha = 0.01 per treatment group (n = 3-5/genotype/timepoint). Shown are representative blots and quantification results normalized to the 0 hour control, which is set to 1. Graphs show mean  $\pm$  SEM. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001.

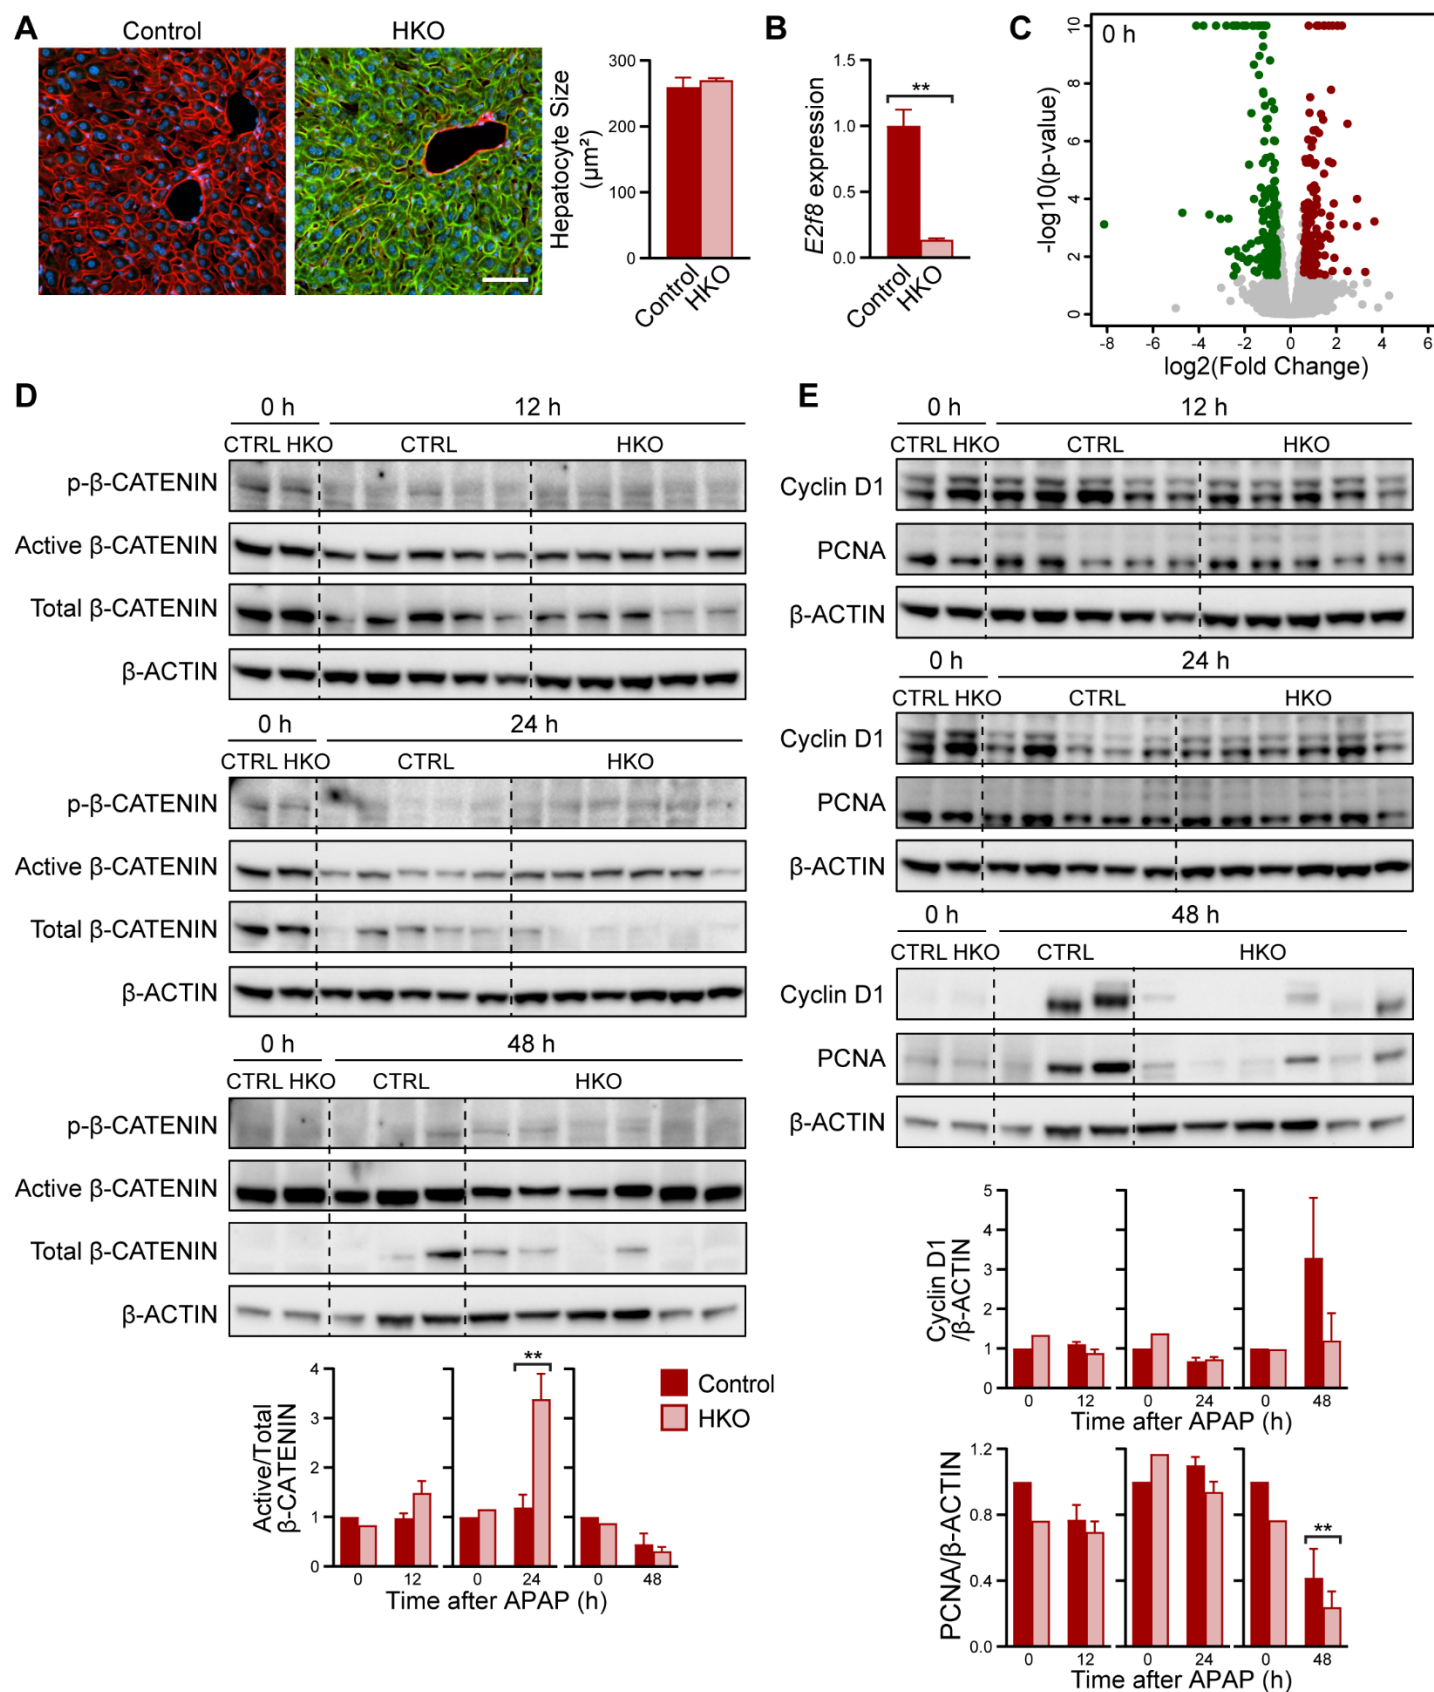

**Supplementary Fig. S4. Expression in the HKO model.** (A) Representative fluorescent images of liver sections from control and HKO mice two weeks after AAV8 injection. In the R26R-mTmG Cre-reporter system, all cells express membrane-bound tdTomato (red) prior to Cre recombination. Upon Cre-mediated excision,

tdTomato is replaced by membrane-bound GFP (green), indicating successful recombination. All hepatocytes in control livers remained tdTomato<sup>+</sup>, while >99% of hepatocytes in HKO livers were GFP<sup>+</sup>, demonstrating efficient, hepatocyte-specific Cre recombinase activity. Scale bar = 50  $\mu\text{m}$ . Quantification of average hepatocyte cell area ( $\mu\text{m}^2$ ) is shown (n = 3/genotype). **(B)** Expression of *E2f8* in control and HKO livers, based on RNA-seq gene counts in exons 3 and 4. Quantification is normalized to control, which is set to 1. **(C)** Volcano plot showing differential gene expression between control and HKO mice. Differentially expressed genes were defined by FDR = 5% and fold change  $\geq 1.5$ . 

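The 119 genes called with edgeR at the same thresholds comprised 52 that were higher and 67 that were lower in the libraries labelled HKO. With DESeq2, 143 were higher and 181 lower. With RLE in place of TMM scaling, 52 were higher and 68 lower. The split was 16 higher and 38 lower without control replicate 1, and 19 higher and 12 lower in the fit on all 14 libraries at 0 h. Fold changes of the called genes reached 17.3-fold among the higher genes and 33.4-fold among the lower genes, and the most extreme in each direction were near the detection limit in 1 of the groups. The median absolute log2 fold change of the called genes was 1.11.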

A total of 141 genes were upregulated (red) and 179 downregulated (green) in HKO compared to controls (Supplementary Table S1). **(D-E)** Western blotting of whole liver lysates collected from control and HKO mice 12, 24, and 48 hours after APAP overdose, showing expression of proteins involved in proliferation **(C)** active  $\beta$ -CATENIN relative to total  $\beta$ -CATENIN and **(D)** CCND1 and PCNA relative to  $\beta$ -ACTIN. Shown are representative blots and quantification results normalized to the 0 hour control, which is set to 1. Graphs show mean  $\pm$  SEM. \*P < 0.05; \*\* P < 0.01; \*\*\*P < 0.001.

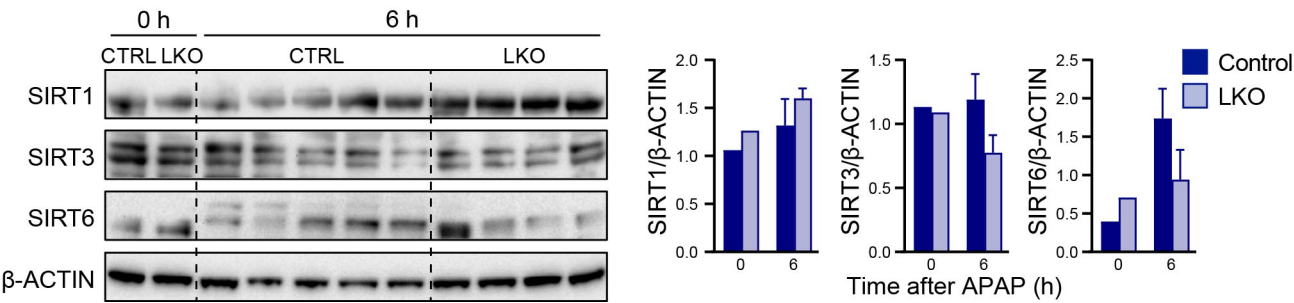

**Supplementary Fig. S5. Sirtuin expression in LKO livers.** Western blot analysis of SIRT1, SIRT3, and SIRT6 protein levels at 0 and 6 hours post-APAP treatment. Representative blots and quantification are shown. Data are normalized to control at baseline and expressed as mean  $\pm$  SEM.

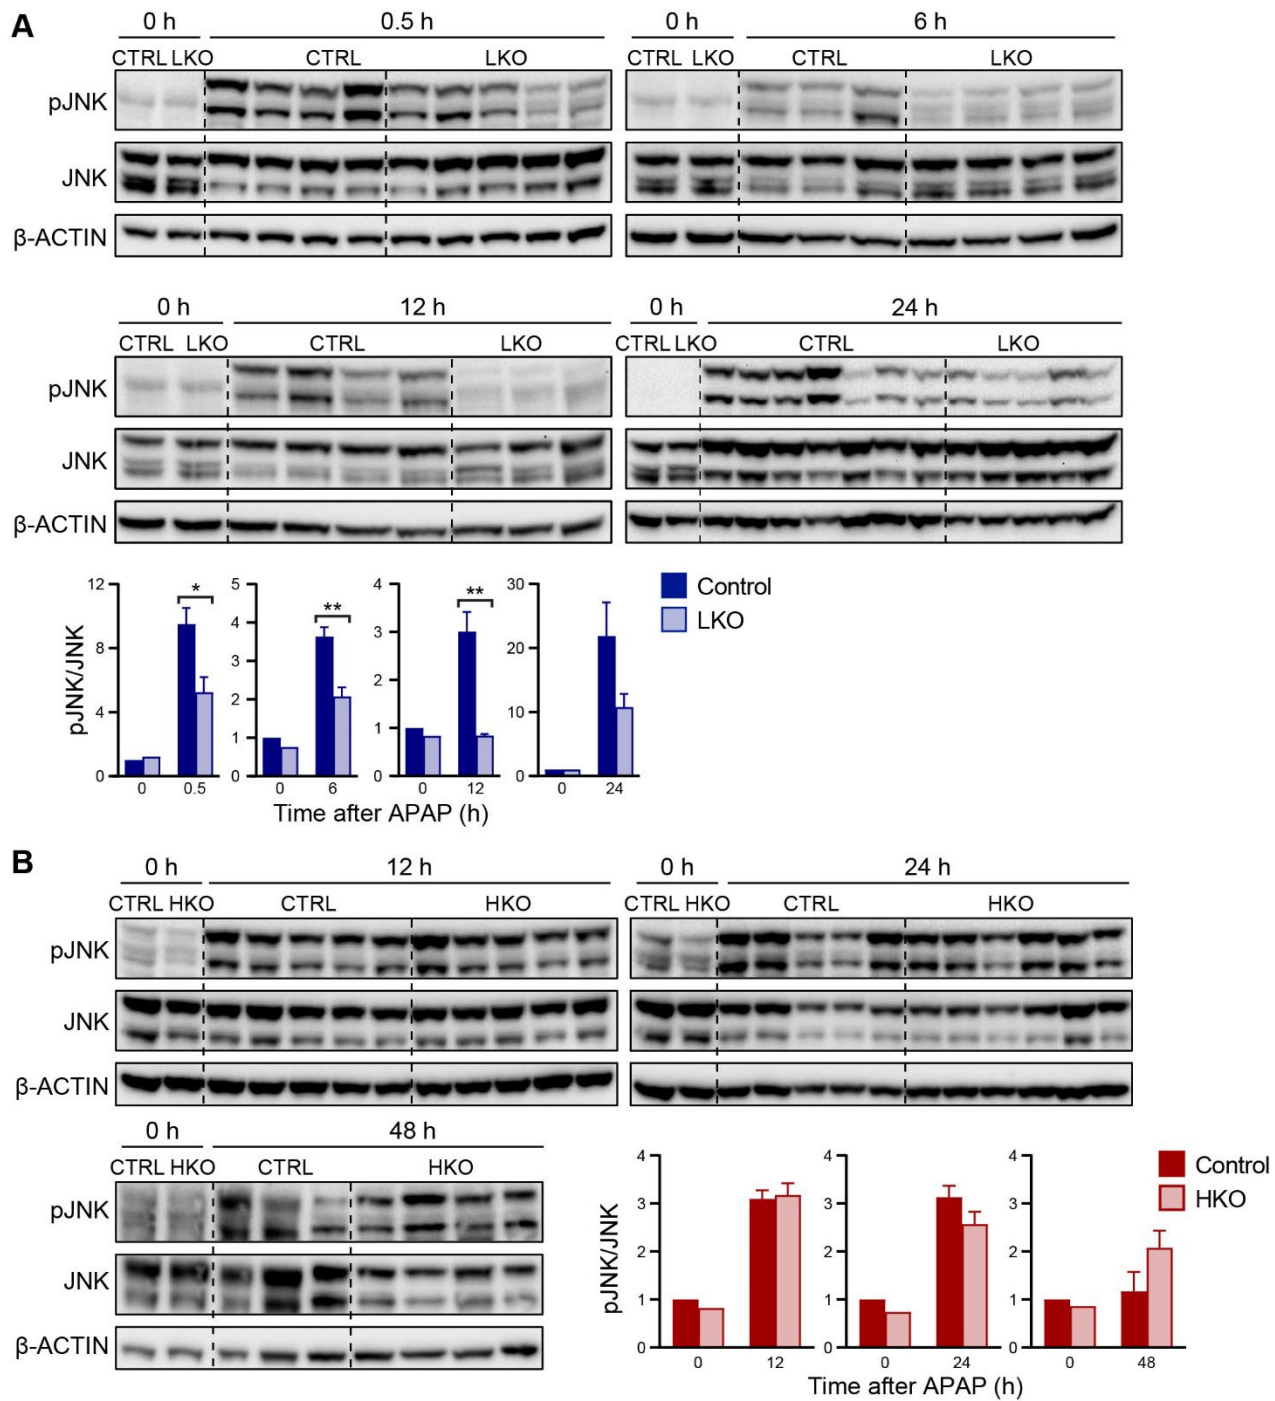

**Supplementary Fig. S6. JNK activation following APAP overdose in LKO and HKO mice. (A-B)** Western blotting of phosphorylated JNK (pJNK) relative to total JNK in whole-liver lysates after 300 mg/kg APAP. **(A)** Control vs LKO mice over 0-24 hours post-APAP ( $n = 3-6/\text{genotype}/\text{timepoint}$ ). **(B)** Control and HKO mice 6 hours after APAP ( $n = 3-4/\text{genotype}$ ). Representative blots and quantification are shown. Data are normalized to control at baseline and expressed as mean  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

## References

1. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics*. Aug 1 2014;30(15):2114-20.
2. Dobin A, Davis CA, Schlesinger F, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. Jan 1 2013;29(1):15-21.
3. Tseng GC, Wong WH. Tight clustering: a resampling-based approach for identifying stable and tight patterns in data. *Biometrics*. Mar 2005;61(1):10-6.
4. Bankhead P, Loughrey MB, Fernández JA, et al. QuPath: Open source software for digital pathology image analysis. *Sci Rep*. Dec 4 2017;7(1):16878.

# Supplementary material for: Diploid hepatocytes resist acetaminophen-induced liver injury through suppressed JNK signaling
**Source:** Cell Death Dis. 2026 Feb 3;17(1):203. doi: 10.1038/s41419-026-08448-z
**Supplement:** Supplementary file 2 — Uncropped Western Blots

---

## **Diploid Hepatocytes Resist Acetaminophen-Induced Liver Injury Through Suppressed JNK Signaling**

Sierra R. Wilson, Evan R. Delgado, Rosa L. Loewenstein, Frances Alencastro, Madeleine P. Leek, Leah R. Peters, Siddhi Jain, Kerollos Kamel, Patrick D. Wilkinson, Silvia Liu, Joseph Locker, Bharat Bhushan, Andrew W. Duncan

---

### **Uncropped Western Blots**

#### **Uncropped Western Blots and Corresponding Figure**

- A.** Uncropped Western Blots for Fig. 2A
- B.** Uncropped Western Blots for Fig. 2B
- C.** Uncropped Western Blots for Fig. 2C
- D.** Uncropped Western Blots for Fig. 4B
- E.** Uncropped Western Blots for Fig. 4D
- F.** Uncropped Western Blots for Fig. 6A
- G.** Uncropped Western Blots for Fig. 6B
- H.** Uncropped Western Blots for Fig. 6C
- I.** Uncropped Western Blots for Fig. 6E
- J.** Uncropped Western Blots for Supplementary Fig. S3A
- K.** Uncropped Western Blots for Supplementary Fig. S3B
- L.** Uncropped Western Blots for Supplementary Fig. S4D
- M.** Uncropped Western Blots for Supplementary Fig. S4E
- N.** Uncropped Western Blots for Supplementary Fig. S5
- O.** Uncropped Western Blots for Supplementary Fig. S6A
- P.** Uncropped Western Blots for Supplementary Fig. S6B

**A. Uncropped Western Blots for Fig. 2A**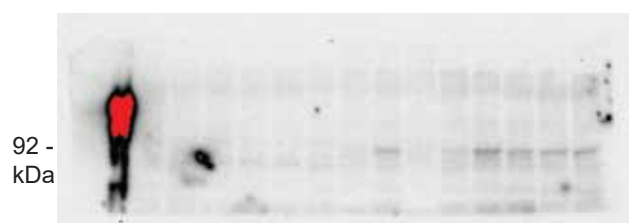

p-β-CATENIN

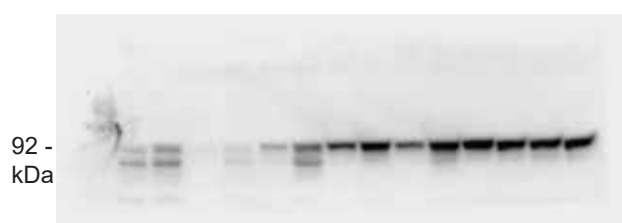

Total β-CATENIN

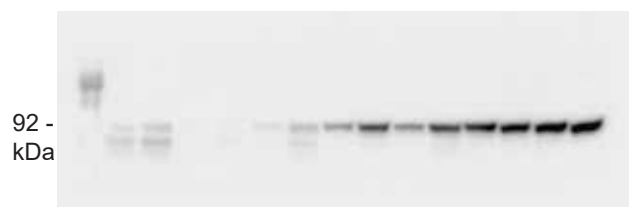

Active β-CATENIN

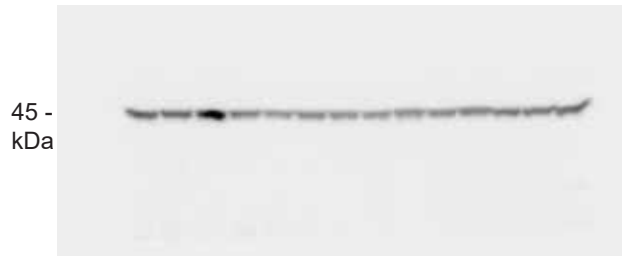

β-ACTIN

**B. Uncropped Western Blots for Fig. 2B**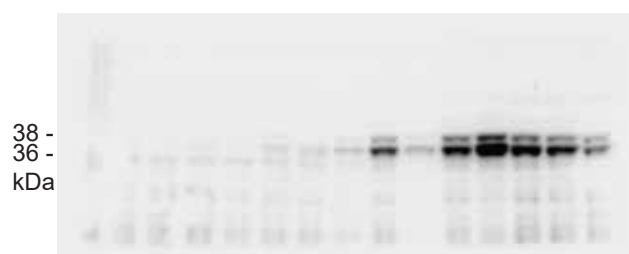

Cyclin D1

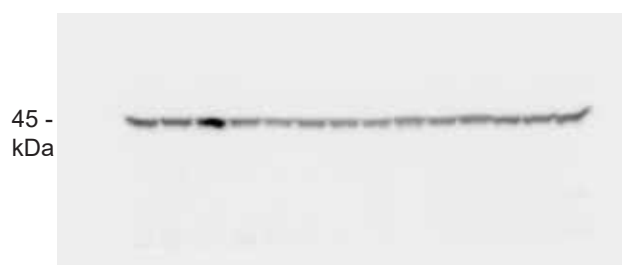

β-ACTIN

**C. Uncropped Western Blots for Fig. 2C**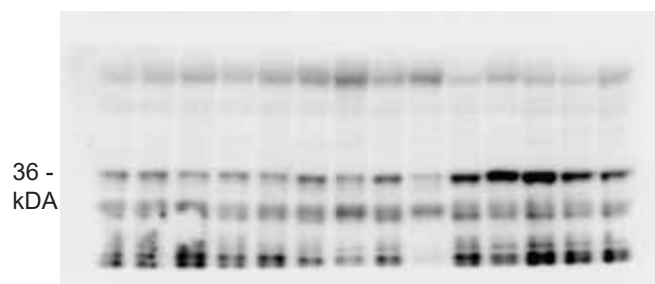

PCNA

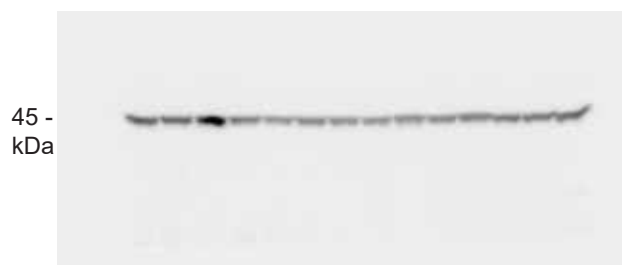

β-ACTIN

D. Uncropped Western Blots for Fig. 4B

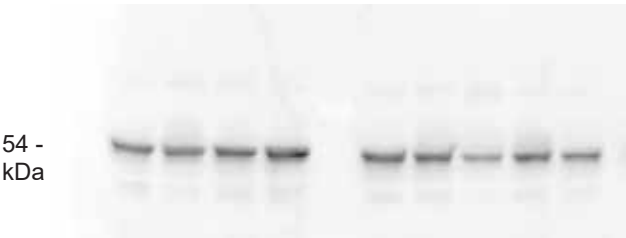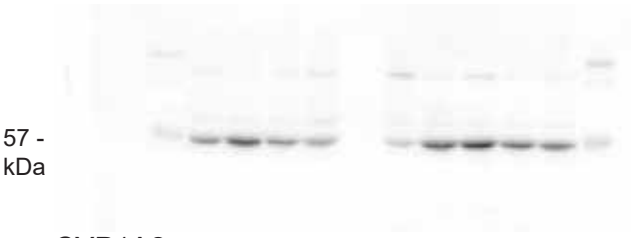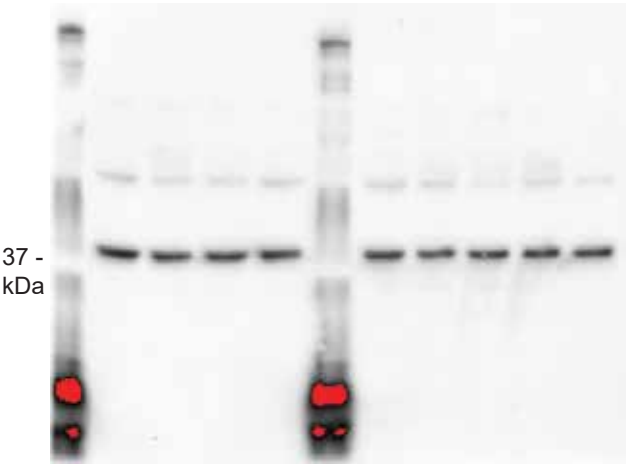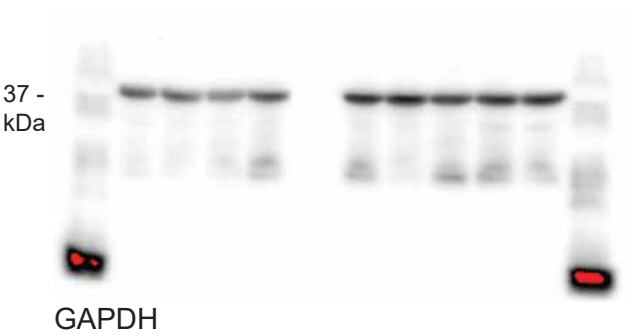

**E. Uncropped Western Blots for Fig. 4D**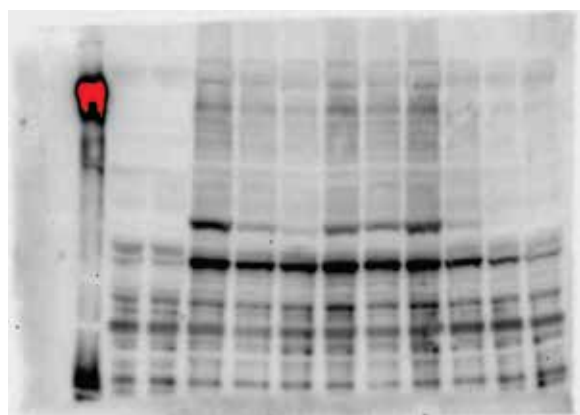

APAP Adducts 0.5 hours

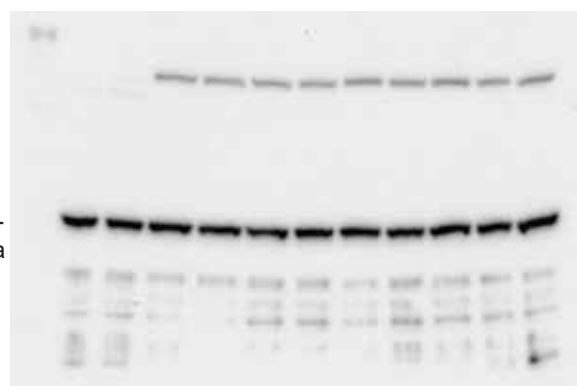45 -  
kDa

β-ACTIN 0.5 hours

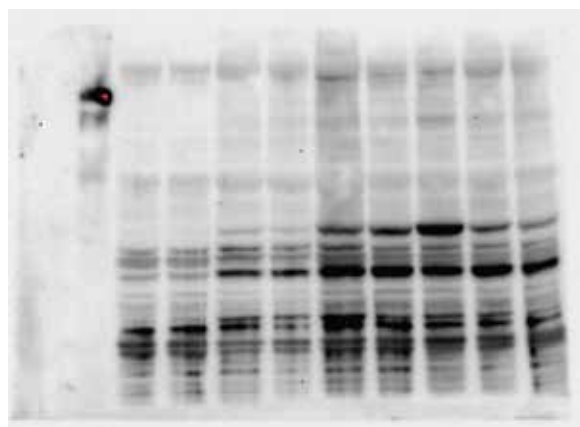

APAP Adducts 6 hours

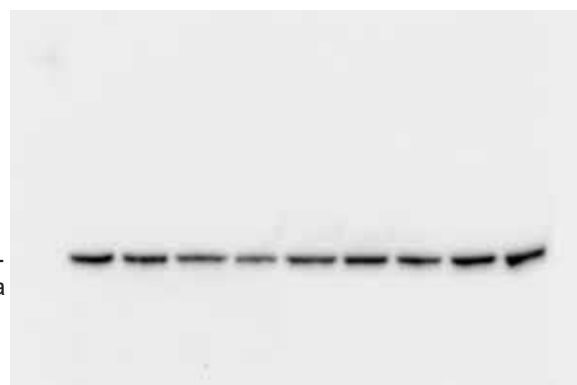45 -  
kDa

β-ACTIN 6 hours

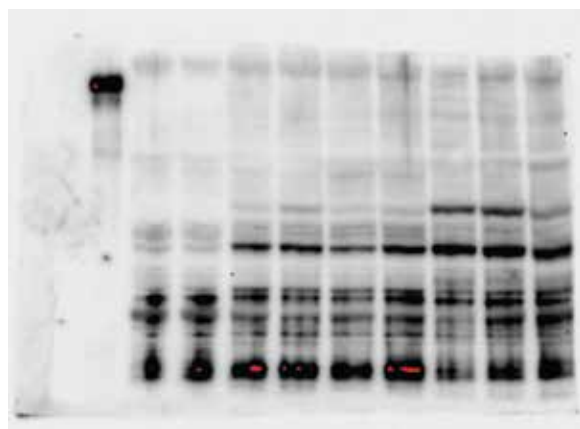

APAP Adducts 12 hours

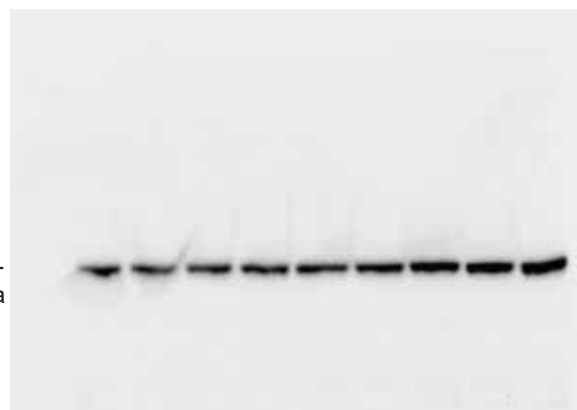45 -  
kDa

β-ACTIN 12 hours

**F. Uncropped Western Blots for Fig. 6A**44 -  
kDa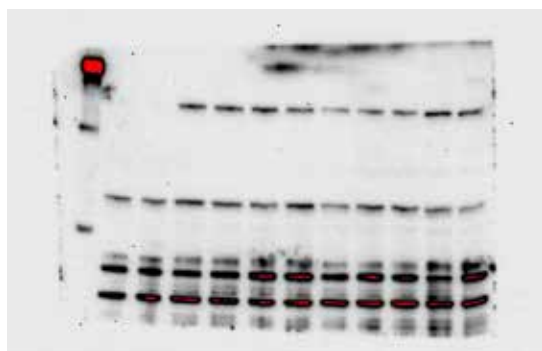

pMKK4 0.5 hours

44 -  
kDa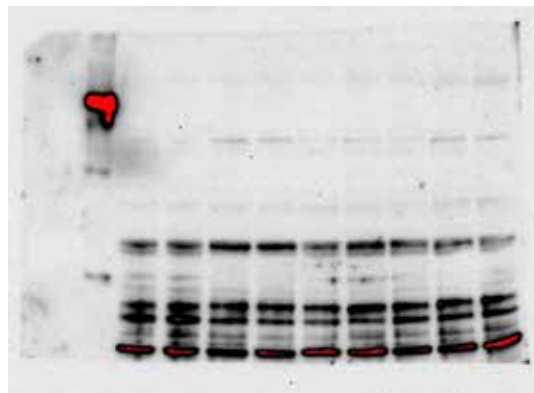

pMKK4 6 hours

44 -  
kDa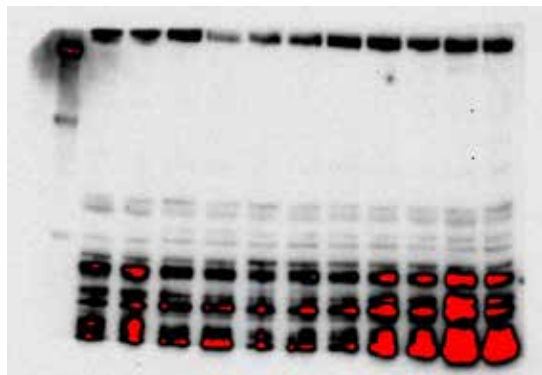

Total MKK4 0.5 hours

44 -  
kDa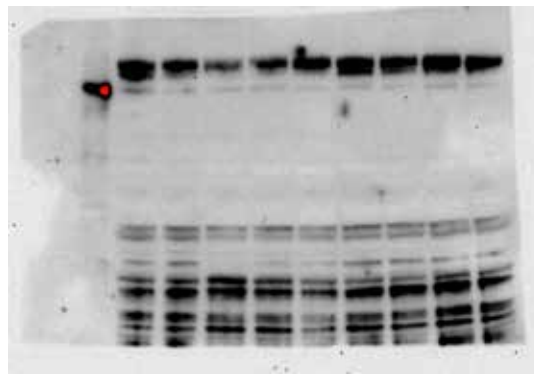

Total MKK4 6 hours

45 -  
kDa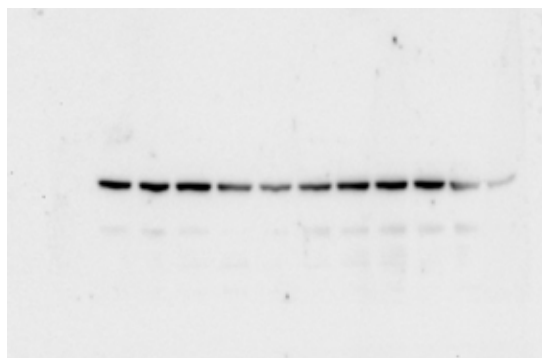 $\beta$ -ACTIN 0.5 hours45 -  
kDa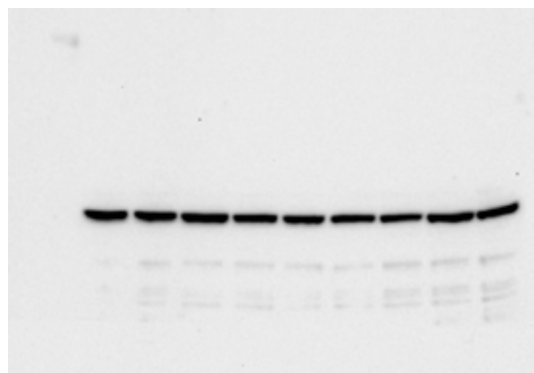 $\beta$ -ACTIN 6 hours44 -  
kDa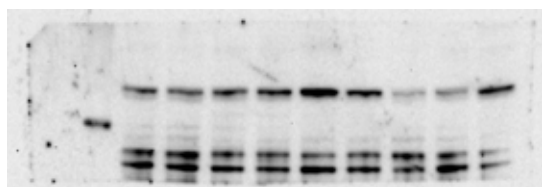

pMKK4 12 hours

44 -  
kDa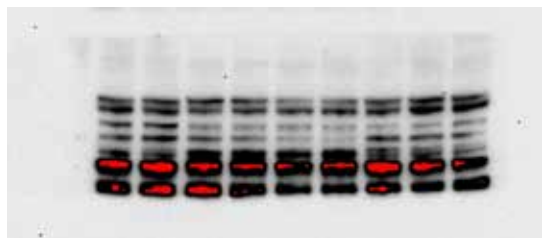

Total MKK4 12 hours

45 -  
kDa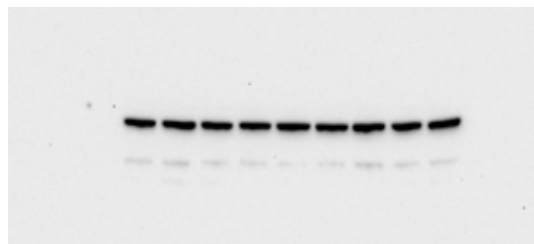 $\beta$ -ACTIN 12 hours

**G. Uncropped Western Blots for Fig. 6B**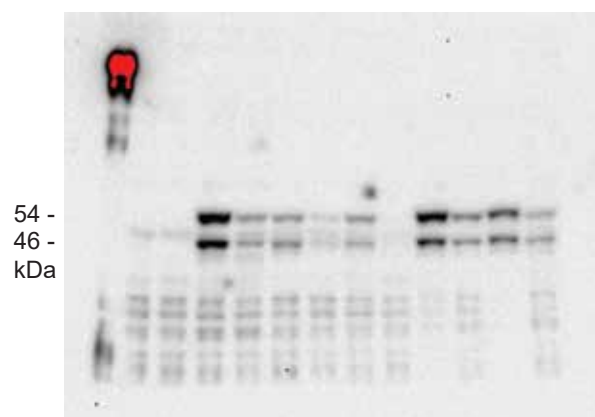54 -  
46 -  
kDa

pJNK

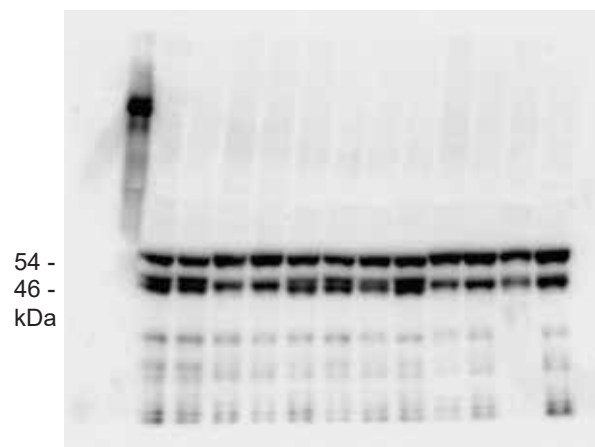54 -  
46 -  
kDa

JNK

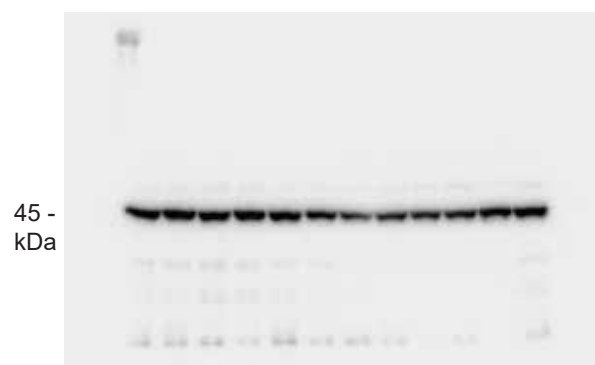45 -  
kDa $\beta$ -ACTIN**H. Uncropped Western Blots for Fig. 6C**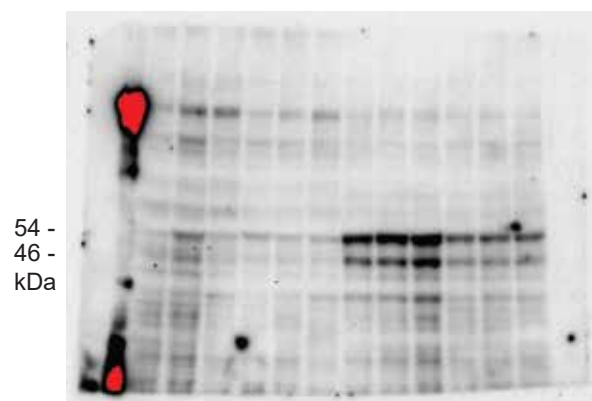54 -  
46 -  
kDa

pJNK

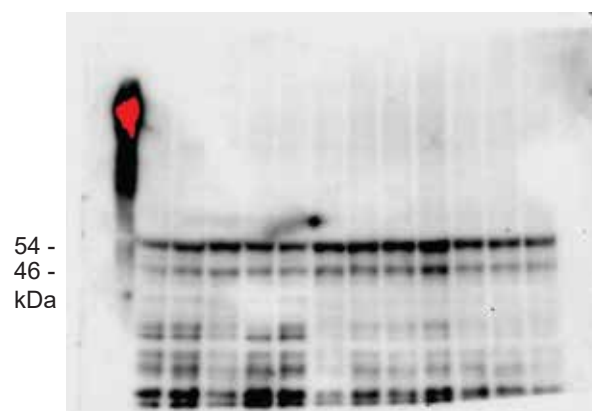54 -  
46 -  
kDa

JNK

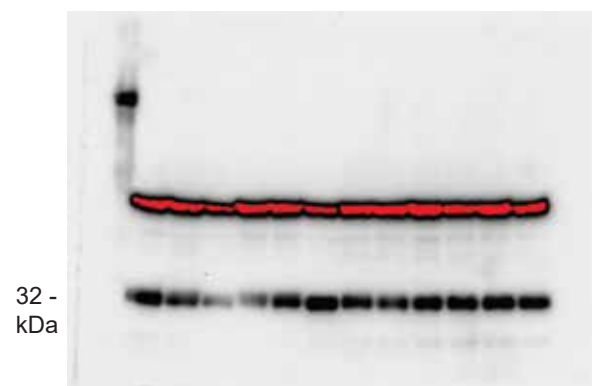32 -  
kDa

VDAC

**I. Uncropped Western Blots for Fig. 6E**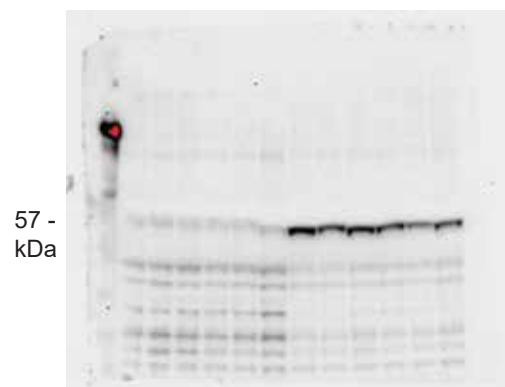57 -  
kDa

AIF

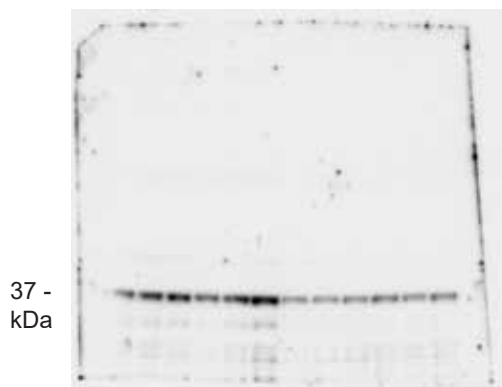37 -  
kDa

GAPDH

**J. Uncropped Western Blots for Supplementary Fig. S3A**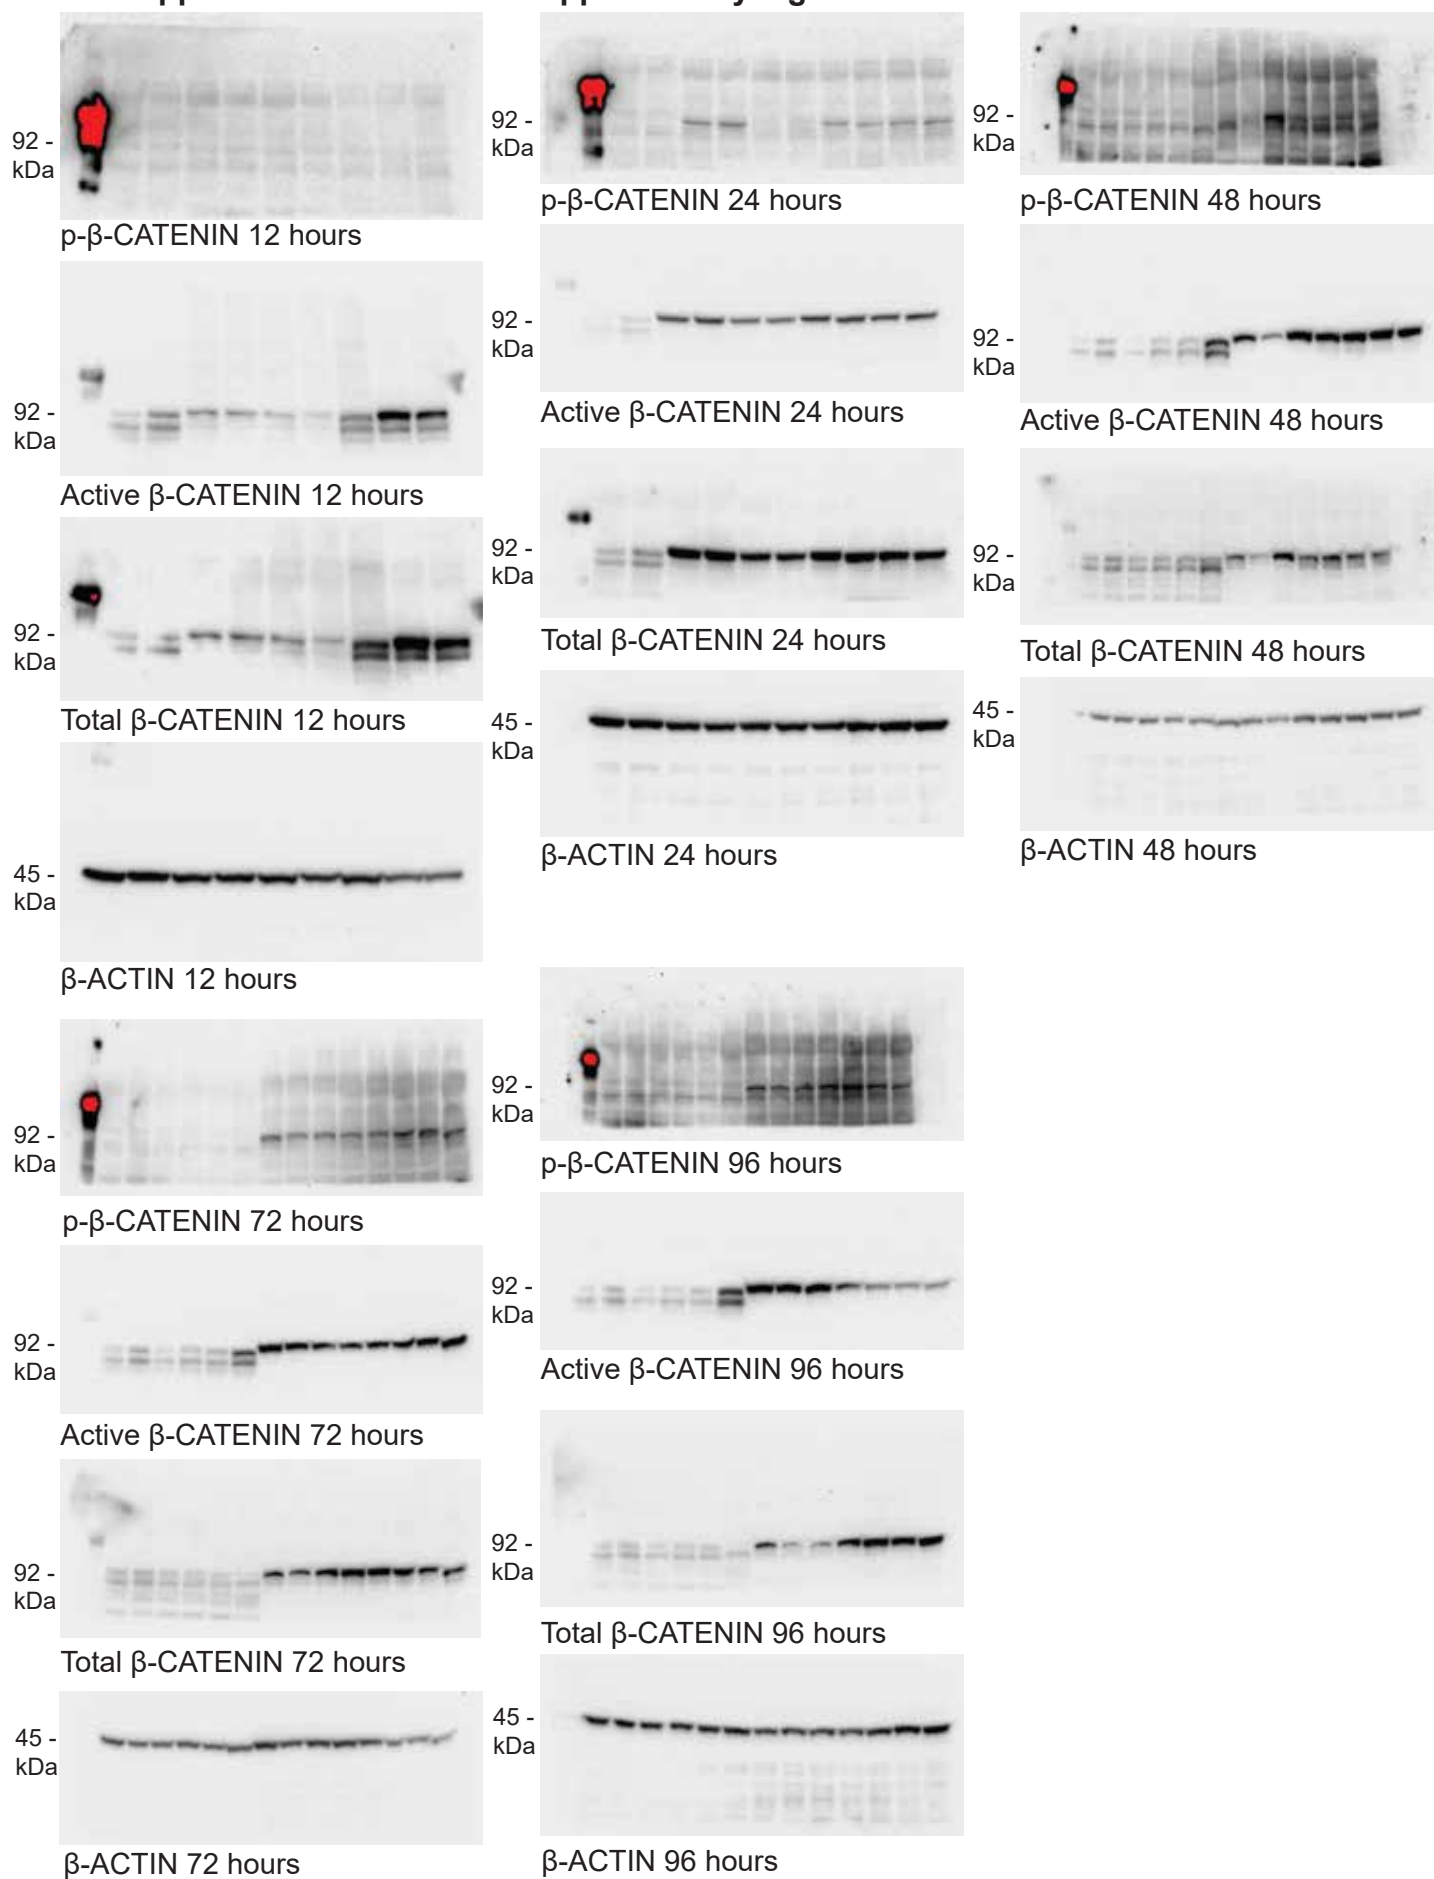

**K. Uncropped Western Blots for Supplementary Fig. S3B**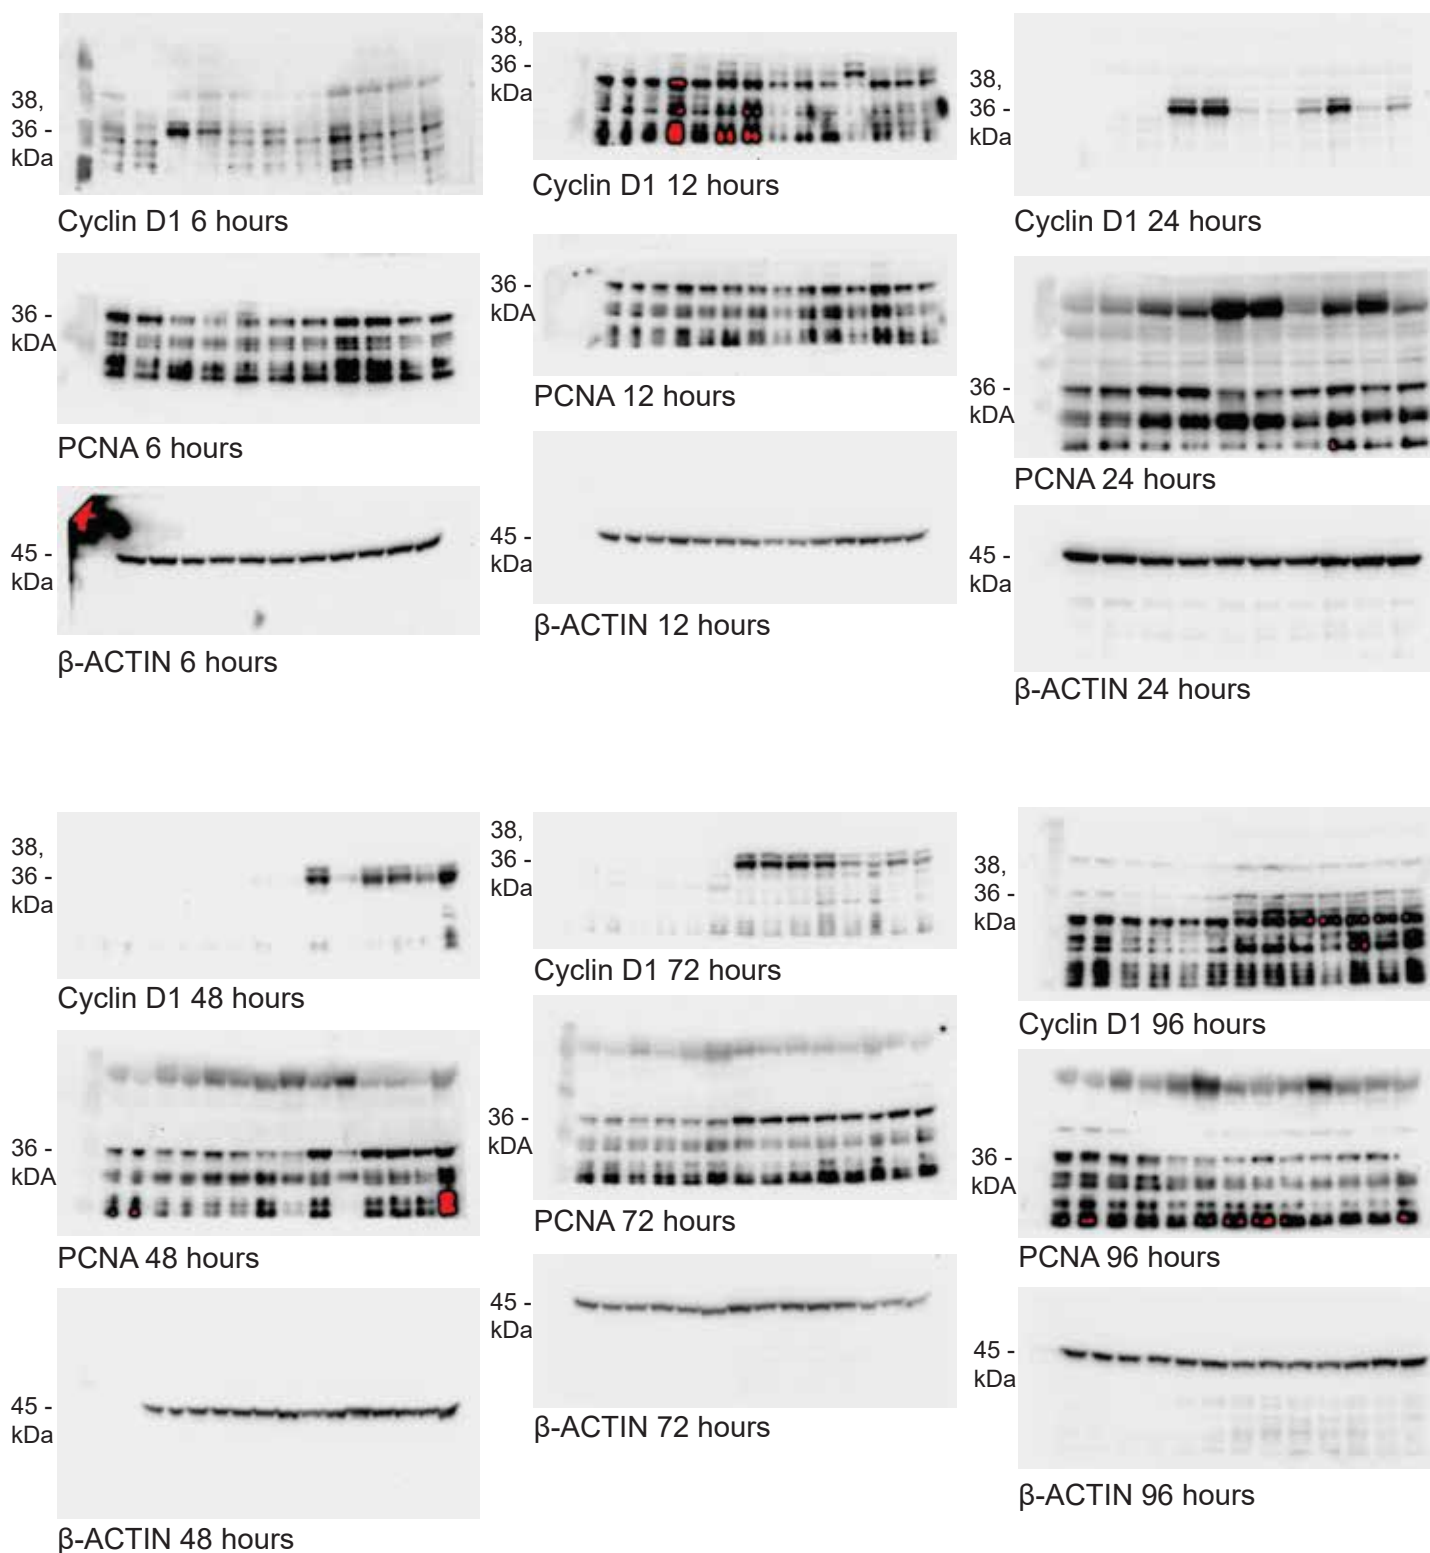

**L. Uncropped Western Blots for Supplementary Fig. S4D**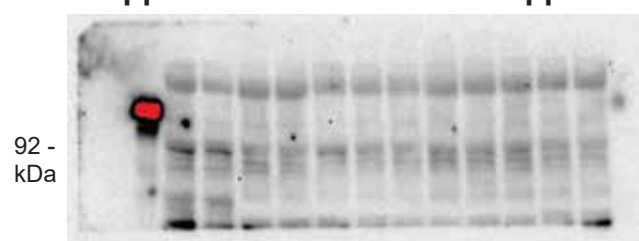92 -  
kDa**p-β-CATENIN 12 hours**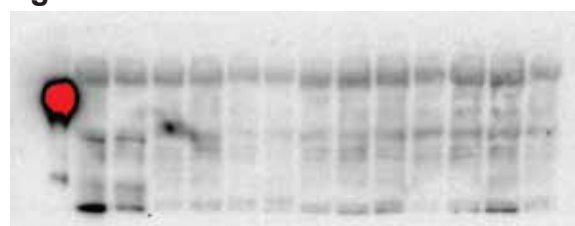92 -  
kDa**p-β-CATENIN 24 hours**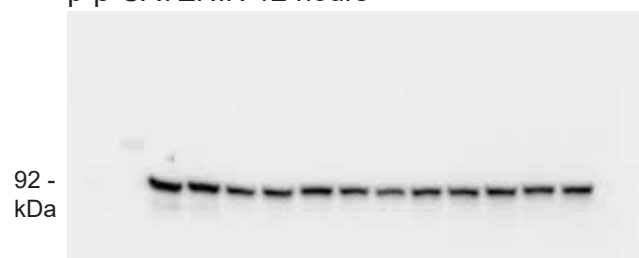92 -  
kDa**Active β-CATENIN 12 hours**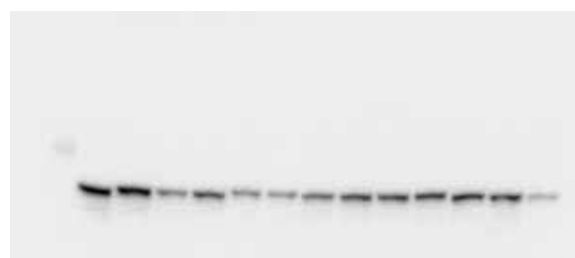92 -  
kDa**Active β-CATENIN 24 hours**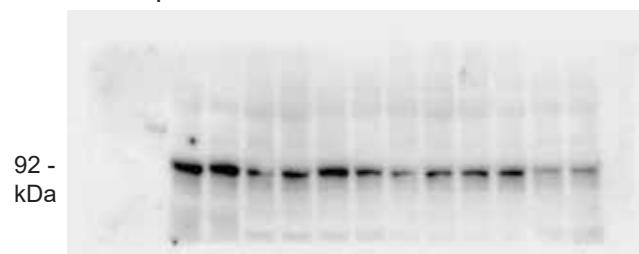92 -  
kDa**Total β-CATENIN 12 hours**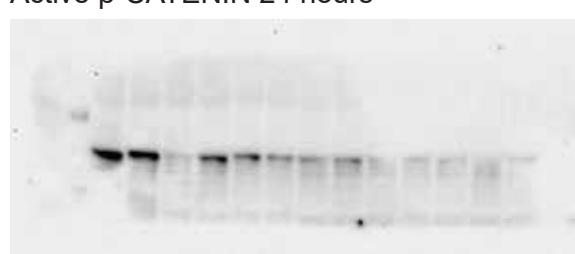92 -  
kDa**Total β-CATENIN 24 hours**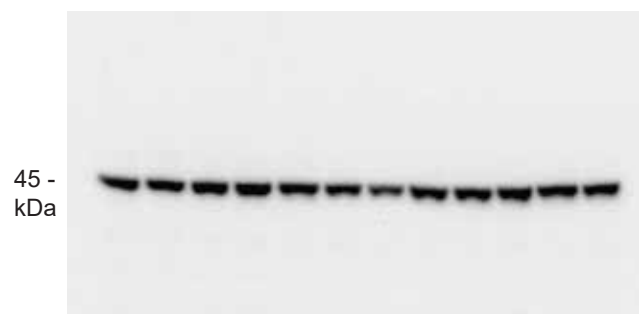45 -  
kDa**β-ACTIN 12 hours**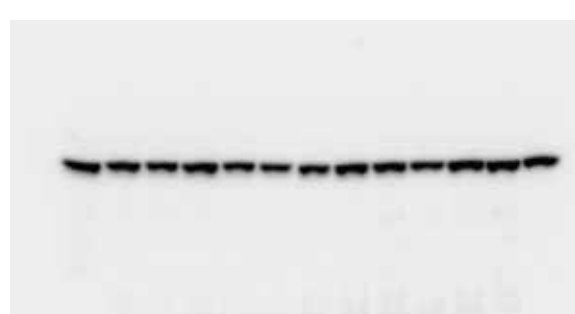45 -  
kDa**β-ACTIN 24 hours**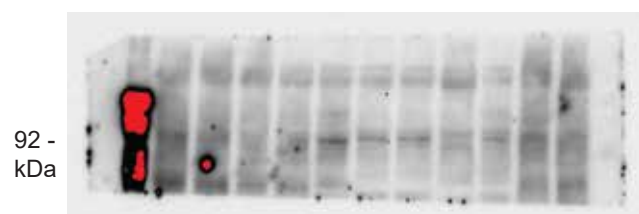92 -  
kDa**p-β-CATENIN 48 hours**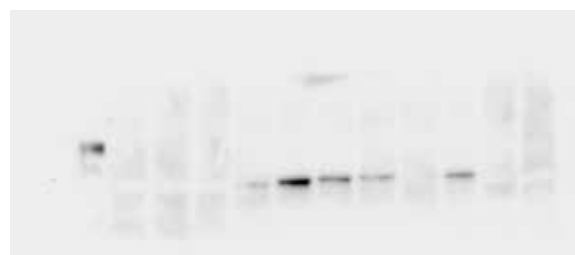92 -  
kDa**Total β-CATENIN 48 hours**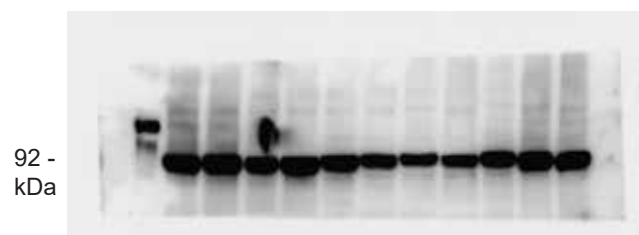92 -  
kDa**Active β-CATENIN 48 hours**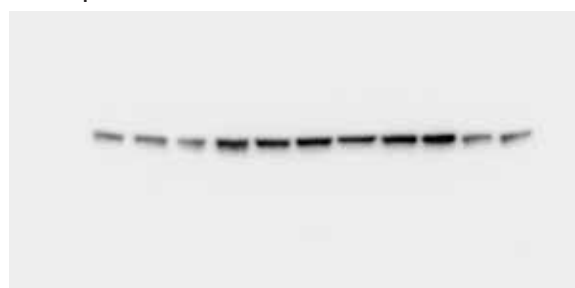**β-ACTIN 48 hours**

M. Uncropped Western Blots for Supplementary Fig. S4E

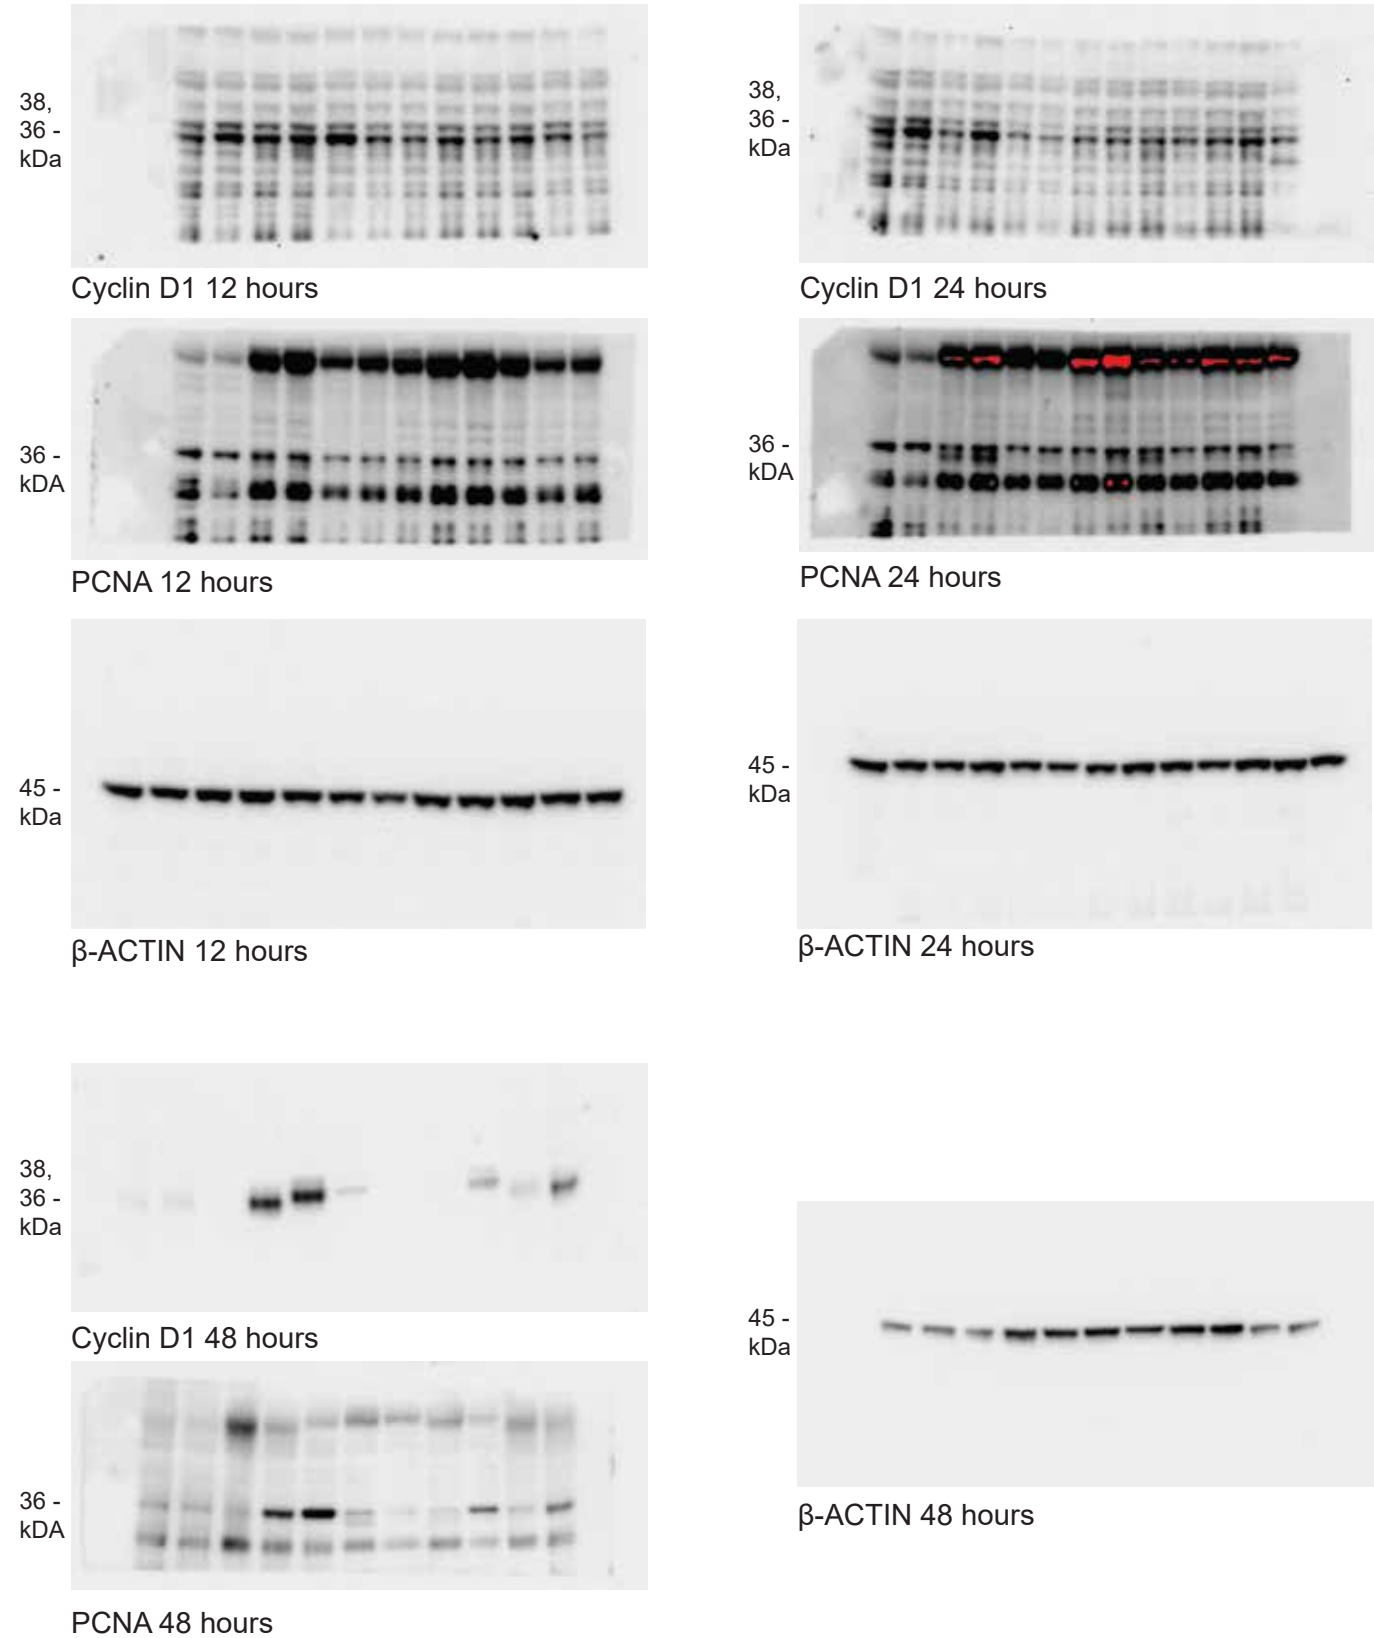

**N. Uncropped Western Blots for Supplementary Fig. S5**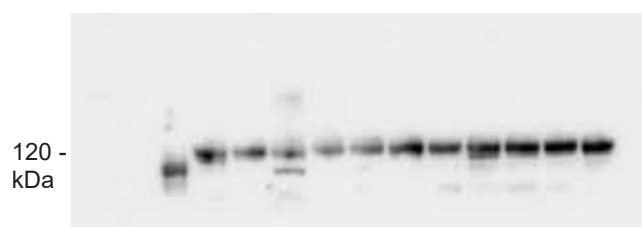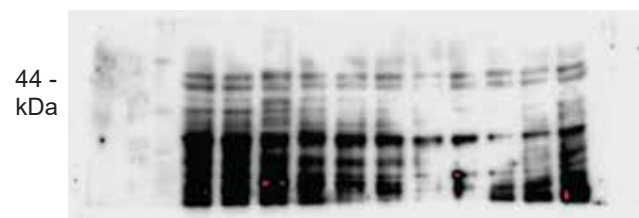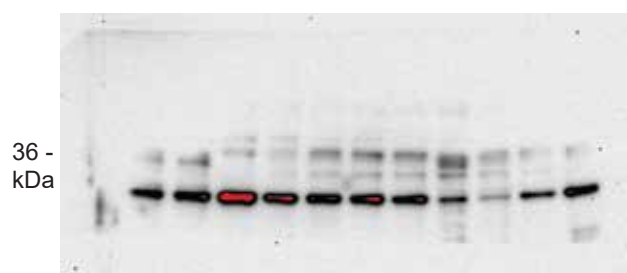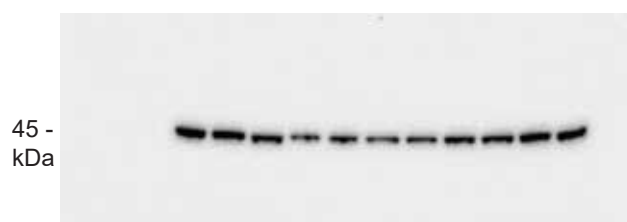

**O. Uncropped Western Blots for Supplementary Fig. S6A**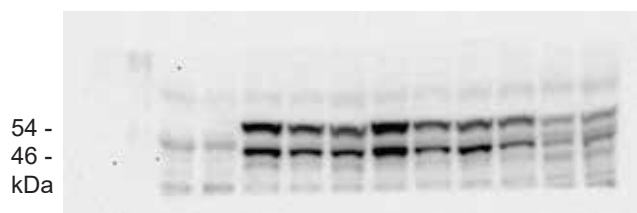

pJNK 0.5 hour

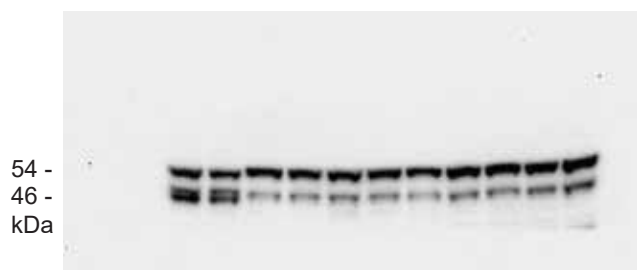

JNK 0.5 hour

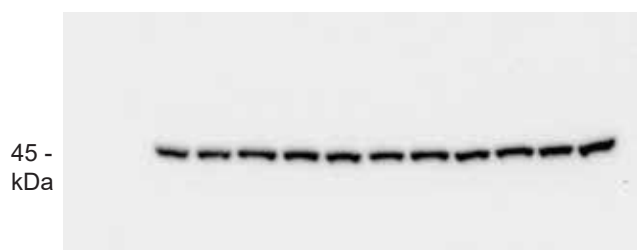

β-ACTIN 0.5 hour

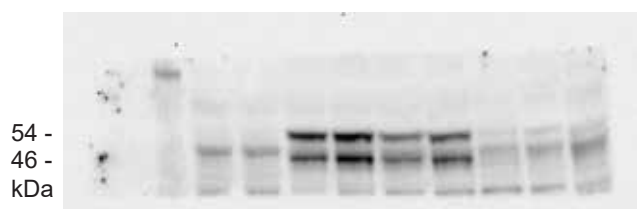

pJNK 12 hour

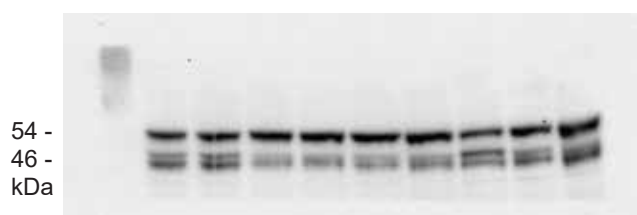

JNK 12 hour

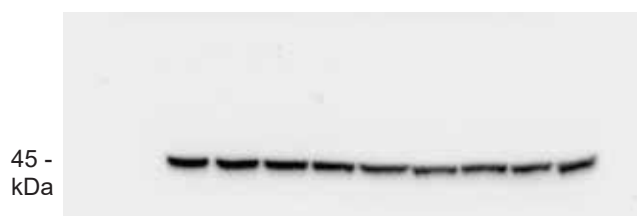

β-ACTIN 12 hour

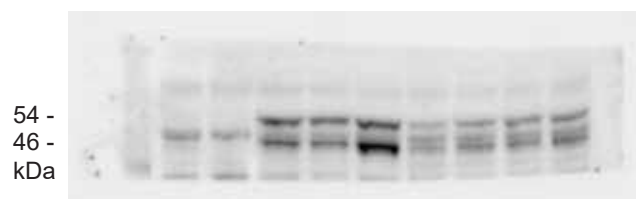

pJNK 6 hour

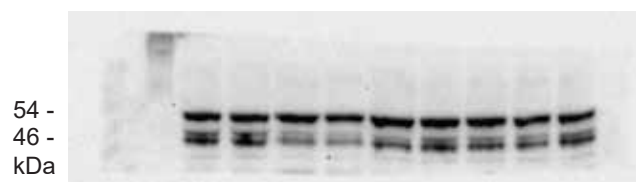

JNK 6 hour

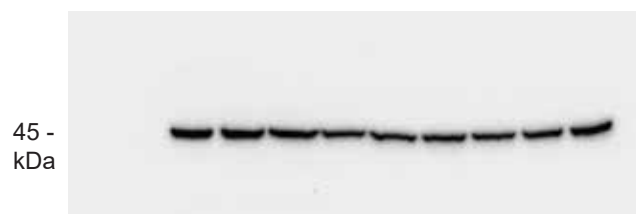

β-ACTIN 6 hour

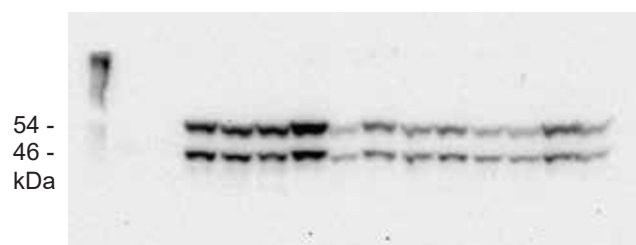

pJNK 24 hour

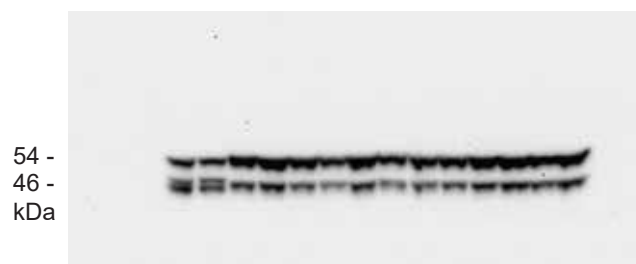

JNK 24 hour

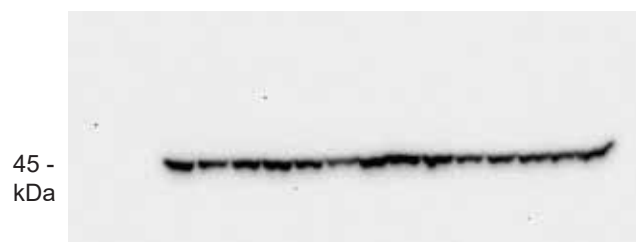

β-ACTIN 24 hour

P. Uncropped Western Blots for Supplementary Fig. S6B

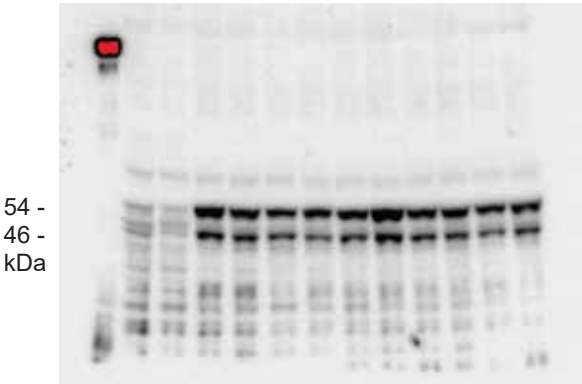

pJNK 12 hours

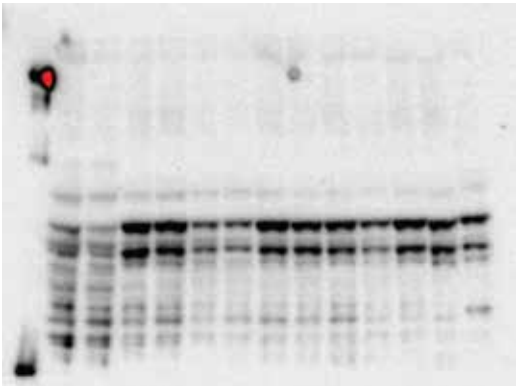

pJNK 24 hours

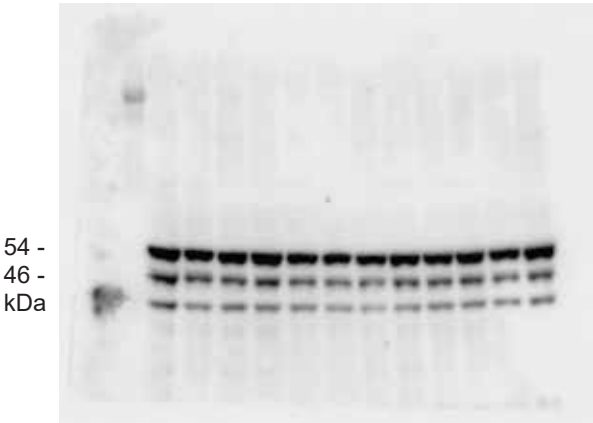

JNK 12 hours

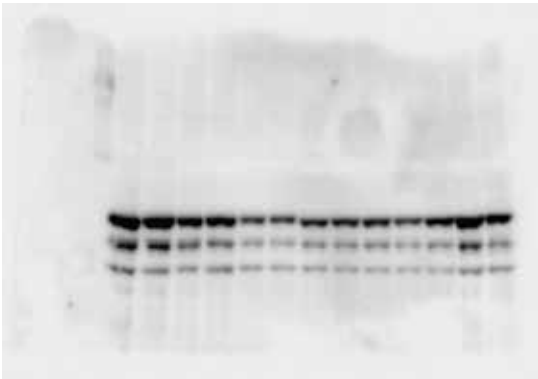

JNK 24 hours

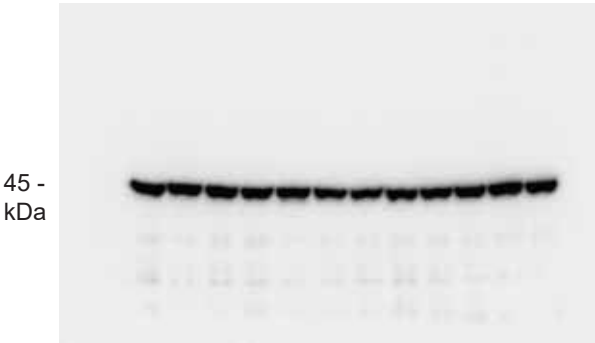

$\beta$ -ACTIN 12 hours

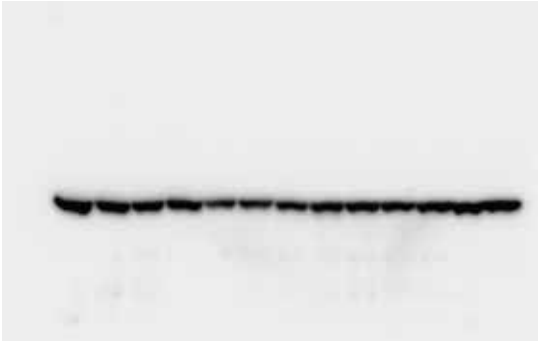

$\beta$ -ACTIN 24 hours

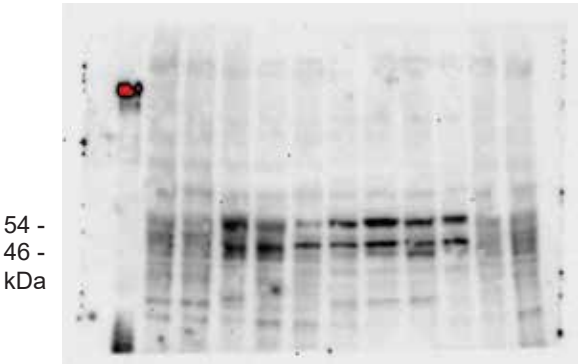

pJNK 48 hours

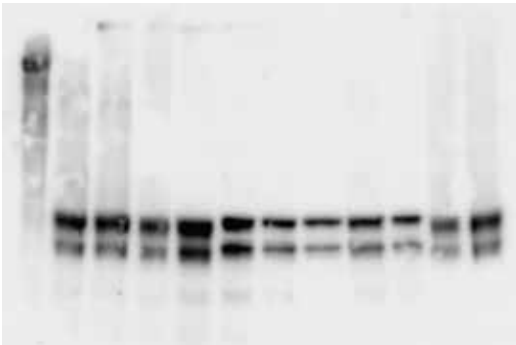

JNK 48 hours

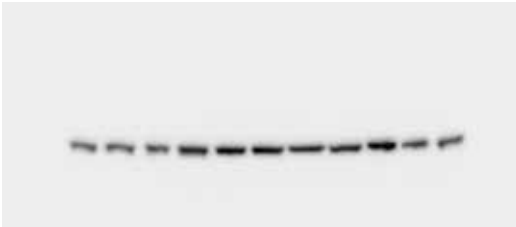

$\beta$ -ACTIN 48 hours

How the deposited data were processed for this re-analysis (not part of the article)

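The data are RNA-seq read counts from 24 mouse liver libraries. At 0 h, 14 single mice were sequenced, 3 HKO and 3 AAV8-TBG-Null control mice in the HKO cohort and 4 LKO and 4 control mice in the LKO cohort. At 12, 24, 48, 72 and 96 h after 300 mg/kg APAP, each of 10 libraries was pooled from 3 mice, with 1 library per genotype and time point. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with STAR and deposited its raw gene counts, without normalization. Each deposited file holds 3 columns of counts for 24411 genes, 1 that disregards strand and 2 that are stranded. The 2 stranded columns had near-equal totals in each library, so values from a stranded column do not separate the strands. The column that disregards strand was used because 11940 values of Supplementary Table S1 and 6840 of Supplementary Table S2 equal it. These values come from 1990 and 855 genes. Of these supplementary tables, 1997 and 856 of 24411 genes were held, so no overlap with the authors' full lists was computed, and Supplementary Tables S3 and S4 were not analyzed.

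Over all 24 libraries, reads on genes ranged from 12665686 to 19499897, with a median of 16500386. The 4 entries that name no gene were left out of totals and tests. Reads on no feature made up 7.30% to 14.7% per library, multimapping reads 4.69% to 8.06%, unmapped reads 2.63% to 20.6% and ambiguous reads 1.51% to 2.00%. Reads on no feature were 12.6% to 14.7% in the HKO cohort and at most 10.9% in the LKO cohort, apart from the control pool at 12 h (13.6%). The 10 genes with most reads held 12.7% to 21.3% of the counts. A level of 3 counts corresponds to 0.154 to 0.237 CPM, and this limit reflects counting error only, to which the spread between mice adds. Coordinates are from GENCODE vM21 on GRCm38, to which 98.4% of the symbols were matched. The annotation version that the authors used was not found in the paper or its supplementary files. Uniquely mapped reads alone are counted, so levels of near-identical genes are uncertain.

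Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr, scaled by TMM and tested with edgeR's quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the genes of a comparison. All p-values are 2-sided. A gene was called at an adjusted p-value under 0.05 and a fold change of at least 1.5. The comparisons were LKO with control at 0 h, HKO with control at 0 h, LKO with control over 12–96 h with the time point as a block, and the difference between the LKO and HKO effects at 0 h. For the last, the cohorts also differ in the use of a virus and the age at deletion, so it compares the differences within each cohort. Sets of genes were fixed before the data were examined, and 19 sets were tested in 3 comparisons with fry, with Benjamini-Hochberg adjustment over the 57 tests. Percentiles of a set at a time point come from 10000 random lists of genes matched in 20 bins of expression, with random seed 1. They describe the libraries and are not p-values. Small-group differences in scores were tested by exact permutation of the mice.

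On simulated data made from these libraries, with 200 genes changed, the edgeR test found 67% of 2-fold and 98% of 4-fold changes in LKO at 0 h, with 17 false among 182 calls. It found 74% and 100% in HKO, with 11 false among 185 calls, and 73% and 100% over 12–96 h, with 10 false among 183 calls. For the difference between the effects it found 28% and 95%, with 6 false among 129 calls. DESeq2 found 77% and 100% in LKO at 0 h with 42 false among 219 calls, 80% and 100% in HKO with 25 false among 205 calls, and 83% and 100% over 12–96 h with 29 false among 212 calls. For the difference between the effects, DESeq2 found 48% and 96% with 24 false among 168 calls. A set of 15 genes simulated with a 1.5-fold change was tested by fry without adjustment. Its p was 0.000367 in LKO at 0 h, 2.53e-06 in HKO and 0.0032 over 12–96 h. For an unchanged set it was 0.686, 0.393 and 0.803. Real sets were adjusted over all gene set tests. Over 12–96 h, genes with higher expression in female liver went from an unadjusted fry p of 0.00102 to 0.0581. The simulated p of 0.0032 is larger, so the simulation does not show that such a set would be found over 12–96 h.

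Distances are root-mean-square differences of log2 CPM with a prior count of 2 over the genes kept in the 18 libraries of the LKO cohort. The genes named were fixed by a rule before the data were examined. They are every gene that the paper names in its text, in Supplementary Table S2 in red or in Fig. 5C, the genes of the sets that are discussed, and for each comparison the 5 called genes with the largest increase and the 5 with the largest decrease. The alternatives were DESeq2, RLE scaling, scaling by library size, no filter beyond 1 count, at least 10 counts in every library, no limit on the fold change, a stranded column, a prior count of 0.5, the 500 most variable genes, camera with a correlation of 0.01, other blocks and groups in the fit, and leaving out each mouse or time point in turn. IPA and tight clustering were not repeated. Protein, histology and other assays of the paper were not analyzed here.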

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

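For the results in this part, the tests of time of day, of loss of *E2f7* and *E2f8*, of female mice, of a litter or strain difference and of variation between mice were chosen only after the result was seen, and the tests by regrouping, fasting and E2F target genes were chosen before.

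In the LKO cohort at 0 h, 100 measurements, each within the 4 control or the 4 LKO mice, were checked for a mouse far from the other 3. This was so for 8, where chance gives about 5 if the measurements were independent, which they are not, and 3 of the 8 come from 1 mouse. That mouse, control replicate 3, had a mean log2 CPM of 3.68 for the *Bmal1* arm of the clock (others 2.59 to 2.72), 5.50 for the *Per* and PAR-bZip arm (6.04 to 6.12) and 2.78 for macrophage genes (2.40 to 2.45). Control replicate 4 had 7.83 for *Ctnnb1* (8.11 to 8.15). LKO replicate 1 lay 0.602 log2 units from the other LKO mice (others 0.459 to 0.475) and had 7.45 for *Txnip* (7.70 to 7.72). LKO replicate 3 had 4.20 for *Sirt1* (3.79 to 3.83) and 6.11 for *Mapk9* (5.73 to 5.78). Control replicate 3 and LKO replicate 1 have the smallest totals of their groups, 12665686 and 13671993 reads, and whether depth or handling contributes was not tested. The opposite shifts of the clock arms in control replicate 3 may come from time of day at collection, since the clock score ranged over 1.87 log2 units among the 4 LKO mice as well, but no collection times were at hand to check this. Control replicate 3 had a score of −1.82, and the other 3 controls −3.49 to −3.34.

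The effects of LKO and HKO at 0 h differed for 5 genes when adjusted over the 57 genes of the paper alone, a way of choosing them that was made after the values were seen. The LKO effect minus the HKO effect was −2.65 on the log2 scale for *Egr1*, −3.03 for *Myc*, −1.05 for *Sox9*, 1.85 for *Birc5* and 2.08 for *Wee1*. Over all 12945 genes, 0 were called, and the edgeR adjusted p-values of these genes were 0.0739, 0.775, 0.775, 0.601 and 0.811. The 100 of 100 regroupings of the mice that gave as many calls carry no information, since the observed count was 0. For the genes with an unadjusted p-value under 0.05, 45 of 100 regroupings gave as many as the 579 observed, so the number of such genes is not separated from chance. This does not test the 5 genes singly. DESeq2 called 19 genes, and *Egr1* is 1 of them. With edgeR, *Egr1* was called without a filter (adjusted p = 0.0278) and without LKO replicate 2 (0.0321). It was called in no other fit with a mouse left out. As the cohorts differ in age at deletion and in the use of a virus, a difference could reflect these as well as the gene deletion, and the regrouping (45 of 100) speaks to chance in the number of genes only.

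A signal that the paper does not report appears in the clock genes of HKO livers. The *Per* and PAR-bZip arm fell by a median log2 fold change of −1.13, with 10 of 10 genes lower, while the *Bmal1* arm rose by 0.945. Of 15 clock genes, 6 were called singly with edgeR, *Per3* (log2 fold change −2.40, adjusted p = 0.000374), *Arntl* (2.24, 0.00346), *Per2* (−1.66, 0.00541), *Nr1d2* (−0.72, 0.00794), *Dbp* (−2.70, 0.0176) and *Tef* (−1.18, 0.018). With fry, the adjusted p-value of each arm was 0.0652, with a range over the alternatives that use fry from 0.0291 to 0.25 for the *Per* arm and from 0.0652 to 0.25 for the *Bmal1* arm. The clock arms were not alone at this level in HKO. Genes with higher expression in male liver had the same adjusted p (0.0652 by fry, median log2 fold change −0.467, 9 of 14 lower). Those with higher expression in female liver had 0.135 by fry (−0.925, 3 of 4 lower). The clock score, the *Bmal1* arm minus the *Per* arm, was 2.79 log2 units higher in HKO, with an exact permutation p of 0.1, the smallest possible with 20 assignments. Fasting state finds no backing in its own genes, with an adjusted p of 0.908 by fry for fasting-induced genes (0.624 before adjustment), although a set of few genes does not exclude it. Loss of *E2f7* and *E2f8* would be expected to shift LKO livers too. Their score differed by 0.792 in the same direction (exact permutation p = 0.171), and the difference between the effects, −2.00, had a permutation p of 0.194, so this explanation stays open. A difference in time of day between the groups may contribute, but mice within 1 group of the LKO cohort ranged over at most 1.87 units, which is less than the HKO difference. Neither was excluded. Both groups received AAV8, with Cre or Null, so the virus as such does not separate them, and the difference in cargo was not tested.

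Another signal that the paper does not report is in genes with higher expression in female liver, whose median log2 fold change was 1.65 in LKO over 12–96 h, with 8 of 8 higher (fry adjusted p = 0.0581, 0.0277 to 0.133 over the alternatives that use fry). The study used male mice only. Female mice in the LKO pools are excluded by *Xist*, which reached at most 0.338 CPM there and 0.487 CPM in single mice at 0 h. At 0 h the set was 1.04 log2 units higher in LKO, which was not distinguishable from chance (exact permutation p = 0.514), so a litter or strain difference present before APAP is possible and untested beyond these 8 mice. Single mice at 0 h ranged from −1.91 to 2.81 in this score, with an SD of 2.05 within a genotype, which gives a difference between 5 pools of 3 mice an SD of 0.75. The mean difference of 1.37 is under 2 times this SD, so variation between mice unrelated to genotype is a possible explanation.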

How the results depend on the processing

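The alternatives for the distance between genotypes and for the Fig. 5C medians were chosen after seeing the data, and all other alternatives were set before the data were examined. A result that was not called is not counted as reversed when its sign changed. Of the counts of called genes under an alternative, 184 stayed within 1.5 times, 37 were larger and 31 smaller. Of the log2 fold changes of single genes, 2151 kept their side of the threshold, 63 gained a call and 88 lost it. Of the gene set tests, 561 kept their side and 29 passed it, most of them with camera. Of the distances, 159 moved by less than the spread between mice and 49 by more, of the 2-fold counts 111 stayed and 9 fell, of the Fig. 5C medians 13 stayed and 7 moved, and of the values for genes induced at 12 h 19 stayed and 5 moved. For the levels of named genes, 421 stayed, 36 moved and 3 reversed. With the stranded column, 3 log2 ratios were counted as reversed. These were *Mapk9* at 12 h (0.006), *E2f7* at 24 h (0.19) and *Ccne2* at 48 h (0.31), against −0.22, −0.52 and −0.93. The ratios of *Map3k8* at 96 h and *Map3k9* at 72 h also changed sign with this column and are not among the 3. The cause was not tested, and *E2f7* had at most 7 counts in these pools.

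With DESeq2, 3 genes were called in LKO at 0 h, 324 in HKO, 594 in LKO over 12–96 h and 19 for the difference between the effects. In the simulated data DESeq2 found more changes and more false calls. Without a filter the counts were 255 in HKO, 337 in LKO over 12–96 h and 2 for the difference between the effects. With at least 10 counts in every library, 34 were called over 12–96 h, where fewer genes are tested. A fit on all 14 libraries at 0 h called 31 in HKO, and without the time point as a block 0 were called over 12–96 h, since the change over time then counts as noise. RLE scaling and the fold limit left each of these counts within 1.5 times. The cause of the other changes was not tested.

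The replicate numbers do not pair the mice. The correlation of same-numbered mice was −0.379, −0.188, 0.0982 and 0.223 in the LKO cohort and 0.198, −0.0307 and 0.105 in the HKO cohort. With the replicate number as a block, 263 genes were called in HKO, and 0 in LKO at 0 h and for the difference between the effects.

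Leaving out each mouse in turn, from 0 to 1 genes were called in LKO at 0 h, from 54 to 297 in HKO (297 without HKO replicate 1), and from 0 to 3 for the difference between the effects. Leaving out each time point, from 9 (without 12 h) to 177 (without 96 h) were called over 12–96 h. Fewer libraries give less power, which does not account for the increases. Of the 57 gene set tests, 0 passed with fry and 24 with camera, of which none holds under fry, and from 0 to 2 with a mouse or time point left out (2 without HKO replicate 1, and 1 without 12 h).

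With a prior count of 0.5, the distances from 0 h at 12 to 96 h were 1.26, 1.11, 1.22, 1.24 and 0.750 in control and 1.08, 0.950, 0.859, 0.868 and 0.614 in LKO. With at least 10 counts in every library, they were 0.998, 0.831, 0.840, 0.816 and 0.550 in control and 0.775, 0.714, 0.570, 0.550 and 0.415 in LKO. With the 500 most variable genes, they were 2.97, 2.91, 3.57, 3.37 and 1.40 in control and 2.42, 2.49, 2.31, 2.51 and 1.38 in LKO, and with the stranded column the control distance at 72 h was 1.04. The cause of the shift with the stranded column was not tested. The other shifts follow from the genes and the prior count used, and control stayed above LKO in each of these settings. With at least 10 counts, genes changed 2-fold numbered 1876, 1790, 1685 and 679 in control at 24 to 96 h and 1611, 1411, 774, 680 and 317 in LKO at 12 to 96 h, out of 10922 genes. The median change in control of genes induced in LKO at 12 h was 1.49 with a prior count of 0.5 and from 1.37 to 1.50 with 1 mouse left out. Ranges with a mouse left out can lie outside the value with all mice, because the filter then keeps other genes. At this depth, *Map3k9* had too few counts to be tested over 12–96 h.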

Differences from the paper's values

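For HKO livers, edgeR called 119 genes where the paper gives 320, with 52 higher where it gives 141 and 67 lower where it gives 179. Of the alternatives set before the data were examined, DESeq2 closed the gap, with 324 called, 143 higher and 181 lower. Leaving out the filter gave 255 (114 and 141), leaving out HKO replicate 1 gave 297 (112 and 185), and the block described above raised the count as well. The gap stayed with RLE scaling (120), at least 10 counts (118), no fold limit (123), the stranded column (131), the fit on all 0 h libraries (31) and without any other mouse (54 to 135).

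For LKO livers at 0 h, edgeR called 0 genes where Supplementary Table S2 gives 3. DESeq2, set before the data were examined, called the same 3 genes, and no other alternative did.

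Of the time-course genes named in the paper's text, *Cdkn1a*, *Txnip* and *Map3k8* were lower in LKO at 24 and 48 h, the direction the paper gives. In 4 places the values differ from its statements in direction or size. The whole-gene count of *E2f8* was higher in the libraries labelled HKO (log2 fold change 1.50), where the paper states a reduction. The paper measured exons 3 and 4, with a relative level of about 0.13 read from its Supplementary Fig. S4B, which is another measure, and its Supplementary Table S1 gives the whole gene as higher in HKO (log2 fold change 1.49). *E2f7* had 2 to 22 counts in the HKO cohort, where the paper states that it was below detection. *Nqo1* was lower in LKO at 12 h but higher from 24 h on, with a maximum of 35.4 CPM against 16.9 CPM in control, where the paper states that its activation was blunted or delayed. The values at 12 h go with a delay, and the higher maximum does not go with a blunted response. *Txnip* was below its 0 h level in both genotypes at 12 h and at most 1.79-fold above it in control, at 24 h, where the paper states strong induction in control. For 2 statements the values go both ways. *Map3k9*, which the paper states was lower in LKO, was lower at 4 of 5 time points and higher at 24 h (log2 ratio 1.04), with 0 to 16 counts per pool, and with stranded counts it was higher at 72 h as well (0.75). The control distance from 0 h was largest at 12 h (1.15), within the 12 to 24 h that the paper gives for the peak, while at 24 h (1.00) it was below 48 h (1.10) and 72 h (1.11). The values at 12, 48 and 72 h differed by less than the SD between single 0 h mice (0.0681). With at least 10 counts in every library, set before the data were examined, 24 h (0.831) was above 72 h (0.816) and below 48 h (0.840). With the 500 most variable genes, also set before, the highest value was at 48 h, and 12 h lay below 48 and 72 h.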

Other observations

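In this part, the tests of swapped labels, of the exchanged pair of mice and the regrouping by called genes in LKO at 0 h were chosen only after the result was seen, and the other tests were chosen before their results were seen.

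In LKO livers at 0 h, 23 of 35 groupings of the 8 mice, the real one included, gave as many genes with an unadjusted p-value under 0.05 as the 352 found. That 35 of 35 gave as many called genes carries no information, since 0 were found. The number of differing genes is therefore consistent with chance by this test. The grouping in which control replicate 4 and LKO replicate 1 were exchanged called 129 genes, and 1 other grouping called a gene, with 2341 genes at an unadjusted p-value under 0.05. Swapped labels of this pair are argued against by *Gt(ROSA)26Sor*, which was 0.892 CPM in control replicate 4 and 4.17 CPM in LKO replicate 1, as in the other mice of their labels. With stranded counts it was 4.22 and 6.55 CPM, and all 4 LKO mice stayed above all 4 controls. The score of the female-biased genes was 2.73 in control replicate 4 and −1.33 in LKO replicate 1, each at an end of its group, and what sets these mice apart stays open.

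In HKO livers, 1 of 10 groupings gave as many calls as the 119 found, the real one, and the highest of the others gave 1. With 10 groupings the smallest share possible is 0.1, so chance is not excluded by this test alone. Depth is argued against, since 111 genes were called with every library thinned to the smallest total, and so is a trend with GC content or transcript length, since 141 were called with it removed. Derepressed E2F target genes do not appear as a group (median log2 fold change −0.0838), although single targets may still have changed. In a fit of the 14 mice at 0 h, 28 genes outside the clock sets were called, and 0 with the clock score as a covariate. As 66.1% of the variance of the score lies between the groups, a covariate so tied to the groups could remove effects of the deletion as well, and the test does not separate them.

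*E2f8* was higher in all libraries labelled HKO. Swapped labels of the HKO groups were tested with *Gt(ROSA)26Sor*, and 7 of 7 knockout mice at 0 h had more of it than every control of their cohort. The margin is wide in the LKO cohort (2.70 to 4.17 against 0.661 to 1.11 CPM). It is nearly absent in the HKO cohort (1.44 against 1.43 CPM), so the labels of HKO are not settled by it. With stranded counts HKO replicate 2 (5.11 CPM) fell below control replicate 3 (5.30 CPM). There the stranded column held 42 and 44 reads, and the column that disregards strand 23 in each. The stranded column thus includes reads that the other leaves out, and its order of these mice decides nothing. The stranded values by mouse were added after the others were seen. Counts by exon would be needed to settle the labels, and these were not at hand here. The paper reports such counts, in exons 3 and 4, as reduced in HKO, which argues against swapped labels. The whole-gene count of *E2f8* was also higher in the LKO pools at all 5 time points (log2 fold change 1.53). A higher whole-gene count in HKO therefore does not by itself point to swapped labels.

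Over 12–96 h, 1 of 16 exchanges of genotype within time points gave as many calls as the 74 found, the real one, and the others gave 0. With 16 exchanges this is the smallest share possible, so chance is not excluded by this test alone. A difference in depth is argued against by 65 calls after thinning, all 65 among the 74. A trend with GC content or length may account for part of the calls, since 45 remained with the trend removed, 38 of them among the 74.

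Immediate-early genes at 0 h, without *Egr1* and *Maff*, differed by −0.162 log2 units between LKO and control (16 genes, exact permutation p = 0.343). A shift shared by these genes is thus not seen beyond those 2, though 8 mice leave a small one possible. Over 12–96 h, 18 of 19 immediate-early genes were lower in LKO, with a median log2 fold change of −1.0 (fry adjusted p = 0.0652).

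Pericentral genes had a median log2 fold change of 0.589 in LKO over 12–96 h (fry adjusted p = 0.39). The median ratio was 0.05 at 12 h, 0.37 at 24 h, 1.08 at 48 h, 0.76 at 72 h and −0.22 at 96 h, when 4 of 18 genes were higher, so the rise is confined to 24 to 72 h. At 0 h the set was lower in LKO, with a median log2 fold change of −0.25 and 14 of 18 genes lower (fry adjusted p = 0.0924). A lower share of hepatocytes in the control pools would raise periportal genes in LKO as well, and these had a median of 0.234 (adjusted p = 0.244), with 0.29, 0.20, 0.50, 0.50 and 0.02 at the 5 time points. Loss of hepatocytes in control could thus contribute, which the data do not separate from a loss of pericentral cells. *Cyp2e1* was 4303, 1209, 445, 2526 and 6883 CPM in control and 3401, 2515, 2218, 4349 and 4187 CPM in LKO from 12 to 96 h. At 0 h, *Cyp2e1* was 8445 ± 1296 CPM in control and 7090 ± 1494 CPM in LKO (SD, n = 4). *Cyp1a2* was 930 ± 118 and 754 ± 120 CPM at 0 h (SD, n = 4).

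*Adipoq*, a gene chosen after its values were seen, had 68 counts in the control pool at 24 h and at most 6 in the other pools. Fat tissue in that pool is a candidate explanation, as 4 of 16 other genes of fat cells were at least 2-fold above every other library there (*Plin1*, *Cfd*, *Retn* and *Adig*). *Fabp4*, *Cidec* and *Car3* were not, so this stays open.

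*Ccnd1* was 18.7, 72.6, 43.6, 148 and 55.4 CPM in control and 27.7, 40.7, 49.0, 42.3 and 19.2 CPM in LKO from 12 to 96 h. *Pcna* was 39.0, 42.5, 44.0, 88.8 and 22.2 CPM in control and 22.4, 51.9, 45.2, 66.1 and 35.4 CPM in LKO. *Mki67* was 35.7 and 53.2 CPM in control at 48 and 72 h and 30.9 and 63.1 CPM in LKO.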
